# Seizures, increased interhemispheric synchrony, altered brain transcriptomics and a leaky blood–brain barrier result from loss of *ap3b2* in a CRISPR tadpole model of DEE48

**DOI:** 10.3389/fneur.2026.1777738

**Published:** 2026-03-23

**Authors:** Sulagna Banerjee, Cabriana W. Earl, Samuel C. Robson, Paul Szyszka, Caroline W. Beck

**Keywords:** AP3B2, CRISPR, developmental and epileptic encephalopathy, GABA pathway, GCaMP6s, model organism, seizure, *Xenopus laevis*

## Abstract

**Background:**

Loss-of-function variants in AP3B2, a neuronal adaptor protein required for synaptic vesicle formation, cause a severe early-onset neurodevelopmental epilepsy known as Developmental and Epileptic Encephalopathy 48 (DEE48).

**Methods:**

To investigate how AP3B2 loss alters brain development, leading to increased seizure susceptibility, we generated a *Xenopus laevis* model by targeting the orthologous gene using CRISPR/Cas9.

**Results:**

*ap3b2.S*^−^/^−^ (mosaic) F_0_ tadpoles displayed increased locomotor activity with frequent seizure-like episodes when compared to sibling controls. Visualization of forebrain and midbrain activity using the genetically encoded Ca^2+^ sensor GCaMP6s detected spontaneous, large amplitude, prolonged and widespread neural activity, alongside increased interhemispheric synchrony of both regions. Comparison of whole-brain transcriptomes from *ap3b2* CRISPants and unedited sibling controls detected mainly downregulation of brain expressed genes, with significant over-representation of pathways involved in ion transport, axon formation and guidance, inhibitory (GABA) neurotransmission, and transport across the blood–brain barrier (BBB). In a simple assay for BBB integrity, CRISPant tadpoles were confirmed to have faster leakage of sodium fluorescein. Acute exposure to the angiotensin receptor blocker losartan significantly reduced locomotor hyperactivity, and CRISPant cohorts treated with losartan tended to have lower neural activity, indicating incomplete rescue of the *ap3b2.S* CRISPant phenotype. These findings demonstrate how AP3B2 loss of function alters brain development and the establishment of the BBB, with the resulting alterations in neurotransmitter pathways predisposing the brain to spontaneous seizures.

**Conclusion:**

Our results suggest that traditional anti-seizure medications designed to alter ion transport and GABA metabolism could be augmented with drugs targeting neuroinflammation, as adjunct seizure control options in infants with DEE48.

## 1 Introduction

Developmental and epileptic encephalopathies (DEEs) are a heterogeneous group of severe, early-onset epilepsies that arise from genetic abnormalities and profoundly affect neurodevelopment. They are characterized by frequent, often refractory seizures, accompanied by global developmental delay, cognitive impairment, and behavioral regression (1, 2). A defining feature is the association between epileptiform EEG activity and developmental regression, underscoring the dynamic interplay between seizure activity and brain maturation (2). Advances in molecular genetics have revealed that DEEs reflect perturbations across diverse neuronal and developmental pathways. According to the Online Mendelian Inheritance in Man catalogue (OMIM^1^), 121 genes are currently recognized as causative, but emerging studies suggest that variants in more than 800 genes may contribute to the broader DEE spectrum (3), and over 1,000 are associated with monogenic epilepsy (4). These discoveries link DEEs to both neurodevelopmental and neurodegenerative mechanisms, offering new insight into disease pathogenesis (5). Although individual DEE syndromes are rare, their collective incidence approaches 1 in 590 children, making them a major cause of early-life neurological disability (3, 6).

Among the expanding number of genes implicated in DEEs, *AP3B2* exemplifies how disruption of synaptic vesicle trafficking can result in severe and early neurodevelopmental failure. Biallelic pathogenic variants in *AP3B2* were first identified by Assoum et al. through whole-exome sequencing of individuals with early-onset epileptic encephalopathy, defining developmental and epileptic encephalopathy-48 (DEE48 OMIM#617276) (7). Analysis of a cohort of 12 individuals with DEE48 from 8 families revealed three nonsense mutations (p.Arg67*, p.Glu152* and p.958*), two frameshift mutations, each −4 bp (p.Leu841Glnfs*10 and p.Thr1060Ser*7), and three splice variants deleting exons 10 and 14 (7) (Figure 1). Seizure onset occurred within the first year of life, ranging from birth to early infancy, and included infantile spasms, myoclonic seizures, and generalized or focal seizure types, frequently accompanied by markedly abnormal EEG patterns such as hypsarrhythmia. Neurodevelopmental impairment was profound and often evident prior to or independent of seizure onset, with severe hypotonia, absent or minimal speech, poor visual engagement frequently associated with optic atrophy, and postnatal microcephaly, while early brain MRI findings were often unremarkable (7). Subsequent case series have reinforced the consistency and severity of the DEE48 phenotype. Two further individuals with homozygous truncating frameshift variants in *AP3B2* (p.Ala149Serfs*34 and p.Pro993Argfs*5) presented with refractory seizures beginning at approximately 3–4 months of age, severe global developmental delay, hypotonia, stereotypic movements, postnatal microcephaly, and progressive intellectual disability (8). Genomic analysis of a cohorts enriched for early-onset epilepsy and intellectual disability, identified two cases of the frameshift p.Glu613Ser*182 (9). More recently, a novel homozygous *AP3B2* missense variant (p.Val106Ile) was identified in a child with neonatal-onset seizures, microcephaly, developmental regression, and electroclinical features consistent with DEE48, extending the allelic spectrum while preserving the core clinical phenotype (10). Together, these studies show that homozygous loss of function of *AP3B2* causes DEE.

**Figure 1:**
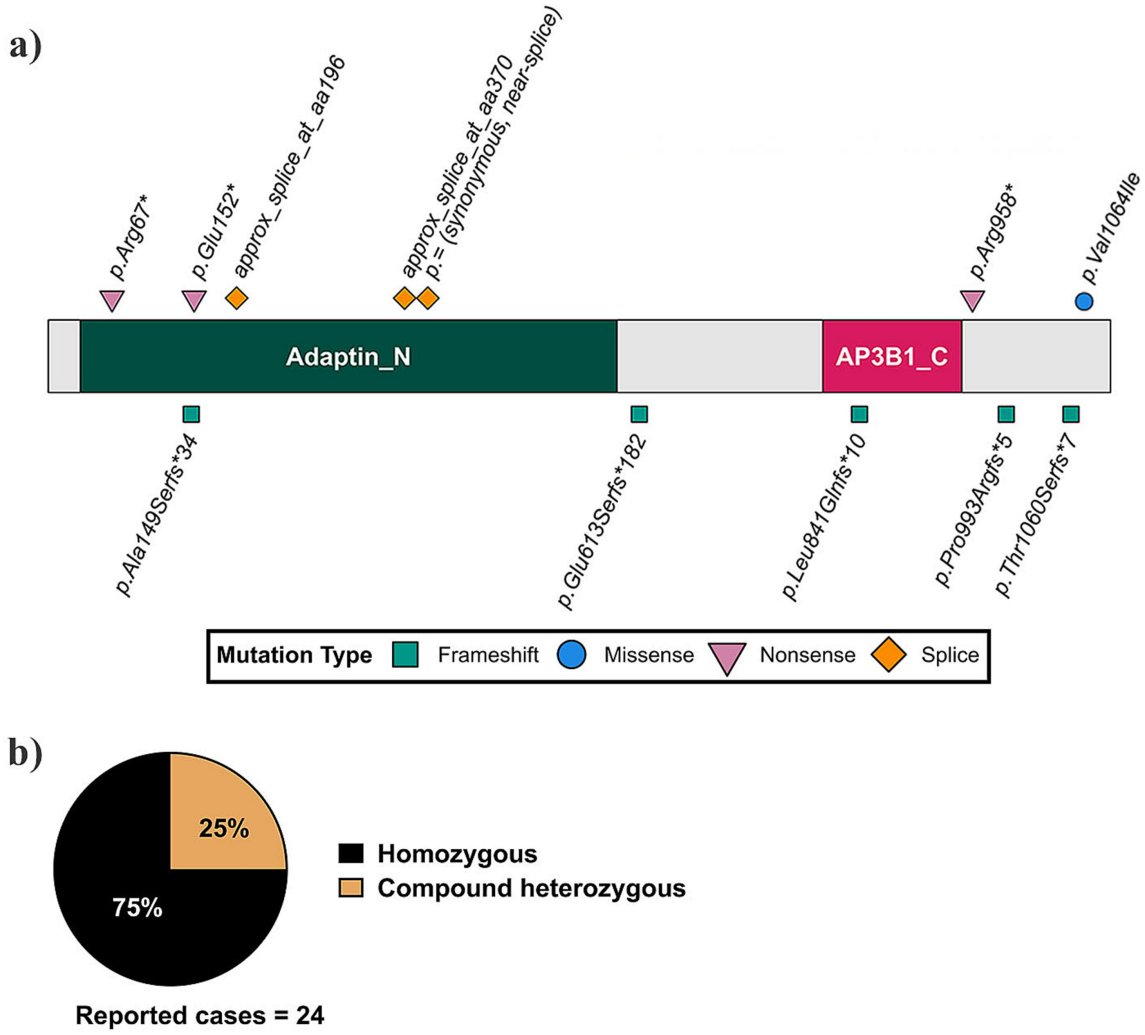
Summary of reported AP3B2 mutations and inheritance patterns in patients. **(a)** Schematic representation of the human AP3B2 protein showing the locations and types of reported pathogenic variants. The conserved adaptin N terminal (Adaptin_N) and clathrin-adaptor complex-3 beta-1 subunit C-terminal (AP3B1_C) domains are indicated, with frameshift (green squares), missense (blue circle), nonsense (pink triangles), and splice-site (orange diamonds) mutations annotated along the protein. **(b)** Summary of reported inheritance patterns across 24 documented cases, 75% were homozygous for AP3B2 variants, while 25% are compound heterozygous. The DEE48 pathogenic variants in *AP3B2* shown here were described in Assoum et al. (7), Anazi et al. (9), Dilber et al. (8), and Alizadeh et al. (10).

*AP3B2* encodes the β3B subunit of the neuronal adaptor-protein-3 (AP-3) complex, which mediates cargo selection and vesicle budding from endosomes (11, 12). The neuronal AP-3 complex, enriched in axons and presynaptic terminals, is essential for synaptic vesicle biogenesis (13). Loss of AP3B2 disrupts the targeting of key vesicular proteins such as ZnT3 and ClC-3, causing altered vesicle composition and reduced vesicular zinc content, which compromises synaptic transmission (14) and leads to hyperactivity, seizures, and synaptic dysfunction in *Ap3b2*^−^/^−^ mice (15). Subsequent studies have expanded the *AP3B2* mutational spectrum, identifying novel homozygous and compound heterozygous loss-of-function (LOF) variants (Figure 1) associated with autosomal-recessive DEE48 (8–10).

Despite rapid progress in genetic diagnosis, effective therapies for DEEs remain limited, highlighting the need for experimental models that permit direct observation and manipulation of early neurodevelopmental processes *in vivo*. To address this, simple vertebrate systems such as the *Xenopus* tadpole have emerged as powerful platforms for functional analysis of DEE-associated genes. Early chemoconvulsant-based *Xenopus laevis* seizure models enabled electrophysiological and behavioral quantification of seizure activity (16–18). More recently, CRISPR/Cas9-mediated gene editing has allowed creation of tadpole models of *neurod2* haploinsufficiency in both *X. laevis* and *X. tropicalis* that recapitulate the phenotype of DEE72, facilitating rapid assessment of pathogenic mechanisms and therapeutic responses (19, 20).

To investigate the aetiology of DEE48 and further understanding of how loss of function mutations in *AP3B2* increase seizure susceptibility, we generated a *X. laevis* tadpole model by targeting the orthologous gene using CRISPR/Cas9. *Xenopus* are well suited for this purpose, due to efficient CRISPR introduction of disruptive frameshift indels, easy access to the developing tadpole brain and a drug permeable skin (19, 21). We mined data from a previous study of brain transcriptomics in this species (22) and found that *ap3b2. S* is expressed in the developing tadpole brain. *Ap3b2.S*^−^/^−^ (mosaic) CRISPants replicated the seizure phenotype previously shown in the mouse model (15). These tadpoles showed seizure-like behavior, defined as increased mean swimming velocity and runs of C-starts with abrupt directional changes (darting), compared to unedited sibling controls. GCaMP6s imaging of *ap3b2* CRISPant tadpoles revealed increased frequency and amplitude of Ca^2+^ events with increased cross-regional synchrony, consistent with hypersynchronous epileptic activity. Despite a grossly normal brain morphology, sodium fluorescein tracking demonstrated early and pronounced blood–brain barrier (BBB) leakage. Transcriptomic analysis of the tadpole brain showed prominent dysregulation of both neuronal signaling and development pathways as well as evidence of altered neuroinflammatory markers. Losartan, an angiotensin-II receptor blocker previously shown to reduce seizures in *neurod2* (DEE72) CRISPants (19), significantly suppressed swimming velocity. Collectively, these findings establish the DEE48 *X. laevis* CRISPant tadpole as a rapid, scalable, and physiologically relevant vertebrate model for dissecting *AP3B2*-associated epileptic encephalopathy and evaluating targeted interventions.

## 2 Materials and methods

### 2.1 Production and maintenance of *Xenopus laevis* embryos

Adult *X. laevis* frogs were maintained in temperature-controlled aquaria under standard husbandry conditions and handled in accordance with institutional animal ethics requirements. All procedures were approved by the University of Otago Animal Ethics Committee under protocols AUP22/12 and 22/24. To induce ovulation, adult females were primed by injection of human chorionic gonadotropin (hCG; 500 IU per 75 g body weight) into the dorsal lymph sac 16 h before egg collection. Primed females were housed overnight in pairs in small holding tanks containing “frog water” (carbon-filtered tap water). Once egg laying commenced, each female was transferred to individual tanks containing 1 L of 1 × Marc’s Modified Ringers (MMR; 10 mM NaCl, 0.2 mM KCl, 0.1 mM MgSO₄·6H₂O, 0.2 mM CaCl₂, 0.5 mM HEPES, 10 μM EDTA, pH 7.8), and eggs were collected hourly. Eggs were fertilized *in vitro* using a sperm suspension prepared from freshly isolated testes of a euthanized adult *X. laevis* male, killed by placing in 1 g/L of buffered benzocaine until cessation of circulation. Fertilized eggs were left undisturbed until embryo rotation occurred (15–20 min), then dejellied in 2% L-cysteine (pH 7.9). Embryos were maintained at 14–18 °C, monitored regularly, and staged according to the Nieuwkoop and Faber (NF) normal table (23).

### 2.2 CRISPR/Cas9-mediated targeting of *ap3b2.S*

Using published transcriptomic datasets (22), the *ap3b2.S* homeolog was confirmed to be expressed in *X. laevis* brain tissue and identified as the ortholog of human *AP3B2*. Guide RNAs targeting exonic regions of *ap3b2. S* were designed using ChopChop^2^ (24) and evaluated in InDelphi^3^ (25) to confirm predicted on-target efficiency and minimize off-target editing (Supplementary Figures S1, S2). Two sgRNAs, ChopChop rank 105 (sgRNA2) and rank 84 (sgRNA3), were selected to disrupt *ap3b2.S* (henceforth described as *ap3b2*). The sgRNA sequences and PCR primer sets used for genotyping are listed in Table 1. A scrambled control sgRNA (CTTGTAGATCAGGTGCAAGCTGG) was designed using the method of (26). BLAST analysis confirmed that this scrambled sequence had no predicted targets in the *X. laevis* genome. For sgRNA synthesis, long 54–55 bp oligonucleotides were designed using the EnGen sgRNA Template Oligo Designer (NEB), incorporating the 20-nucleotide ChopChop target sequence (excluding the NGG PAM). A 5′ G was added when absent to optimize transcription efficiency. Oligonucleotides were synthesized by IDT and used with the EnGen sgRNA Synthesis Kit, *S. pyogenes* (NEB). Synthesized sgRNAs were dissolved in nuclease-free water, aliquoted, stored at −80 °C, and thawed on ice prior before injections. Immediately prior to use, 0.3 μL of EnGen *S. pyogenes* Cas9-NLS protein was added to the sgRNA and incubated at 37 °C for 5 min to form Cas9–sgRNA ribonucleoprotein complexes.

**Table 1:** *ap3b2.S* sgRNAs and primer sequences.

sgRNA	Oligo sequence (PAM)	Forward primer	Reverse primer	Amplicon size
2	GTCTTTGATGGGACATAGGAGGG	GGAATAACCCAGGTCCCGAA	AAGGCTGGTAACAGGGGGTA	703 bp
3	TGGTCGGGATCCATAACATACGG	AGCCAAACCCAGCTGCTATC	CCCGTATCAGGAAAACCCCA	558 bp

Fertilized, de-jellied embryos (<1 h post-fertilization) were examined for sperm entry points and aligned in rows within a 2 mm × 40 mm trench cut into a 50 mm agar-coated dish filled with 5% Ficoll PM400 in MMR. Cas9–sgRNA complexes were back-filled into pulled Drummond glass needles and bilateral 5 nL injections (total 10 nL per embryo) were delivered adjacent to the female pronucleus using a Nanoject II injector mounted on a Narishige MM-3 micromanipulator. sgRNA doses were 300–350 pg. per embryo. Embryos were injected in batches of 25 and transferred immediately to 24 °C. For each sgRNA, 100 embryos from the same sibship were injected. Control embryos were injected with Cas9-NLS protein pre-incubated with the scrambled sgRNA in the same amounts. At 2–3 h post-injection, embryos were assessed for normal cleavage and transferred to 2.5% Ficoll in 0.1 × MMR. The following day, embryos were re-screened for normal development, and five were randomly selected for genotyping. Remaining embryos were maintained in 0.1 × MMR until stages 46–47. For genotyping, individual whole embryos or tadpoles were homogenized separately in 200 μL of 5% Chelex in PBS with 1.5 μL Proteinase K (25 mg/mL) and incubated at 65 °C for 3 h (embryos) or overnight (tadpoles). Reactions were terminated at 95 °C for 5–10 min and briefly centrifuged to pellet the Chelex resin. One microlitre of supernatant was used directly as PCR template (primer sequences in Table 1). Gene editing of each embryo or tadpole was confirmed using TIDE analysis^4^ (27), comparing CRISPant samples to scrambled sgRNA controls, and validated against InDelphi predictions. For transcriptome analyses, each RNA-sequencing sample comprised pooled brains from six tadpoles; in these cases, genotyping was performed for each sample and represents mean editing.

### 2.3 Behavioral recording and TopScan-based locomotor analysis

Behavioral recordings were performed using a high-resolution locomotor tracking protocol developed for *X. laevis* tadpoles, adapted from the automated TopScan analysis workflow described in Banerjee et al. (28). Stage 47 tadpoles were placed individually into wells of a clear 24-well plate containing 0.1 × MMR and allowed to acclimate for 2–3 min before recording. Plates were positioned on a uniform full spectrum daylight LED back-illumination stage, and overhead recordings were acquired using two identical 12.3 Megapixel camera with 16 mm telephoto lens mounted at a fixed height and controlled by a Raspberry Pi5. Tadpoles in each 24-well plate was recorded for a continuous 1 h period at 50 frames per second under constant illumination. Raw video files were converted to .mp4 format using HandBrake^5^ to standardize encoding prior to analysis. Automated locomotor quantification was conducted in TopScan (CleverSys Inc.) following the arena-based workflow optimized for *X. laevis* tadpoles (18). For each video, a static background image was generated, and circular arenas corresponding to each well were manually defined. Identical detector thresholds, background parameters, and arena definitions were applied across all recordings to ensure analytical consistency.

Locomotor metrics were extracted using the TopScan LocoMotion Super module, including total distance travelled and mean swim velocity (mm/s). Darting behavior was quantified using the DrugAbuse detector, with darting defined as rapid burst movements exceeding the pre-set high-velocity threshold. Event durations, velocities, and locomotor trajectories were exported as summary tables for downstream statistical analysis. All recordings were processed using identical acquisition and analysis settings to ensure reproducibility across biological replicates.

### 2.4 *In vivo* Ca^2+^ imaging and analysis

*In vivo* Ca^2+^ imaging was performed using a widefield fluorescence protocol adapted from the *neurod2* DEE72 *X. laevis* tadpole model and a previously published cranial-window workflow (19). Single-cell embryos were bilaterally injected with 500 pg. GCaMP6s and 250 pg. mCherry mRNA together with the respective Cas9/sgRNA reagents. At NF stage 47, tadpoles were anaesthetized in 1:4,000 MS-222 for 2 min, positioned dorsal-side-up in a Petri dish, and embedded in 2% low-melting-point agarose. Embedded animals were submerged in 0.1 × MMR containing 200 μM pancuronium bromide to ensure complete neuromuscular blockade. A cranial window was created by gently removing the dorsal head skin with fine forceps to expose the dorsal brain surface, which was stabilized under a thin cap of 1% low-melting-point agarose (Supplementary Figure S3). Tadpoles were imaged using a Zeiss Axio Examiner D1 upright fluorescence microscope equipped with a 10×/0.3 NA water-dip objective (N-Achroplan, Zeiss). GCaMP6s fluorescence was excited at 480 nm using a Polychrome V light source (TillPhotonics) and detected through a 495 nm dichroic mirror and a 505 nm long-pass emission filter. Images were acquired with a PCO Sensicam CCD camera using 4 × 4 on-chip binning, as described in Banerjee et al. (28). Imaging was restricted to the forebrain and midbrain, as inclusion of the hindbrain reduced the effective field of view and compromised spatial resolution and signal quality in these anterior regions. Spontaneous brain activity was recorded for 30 min at 2 frames/s (400 ms exposure per frame). Raw image sequences were processed in Fiji (29) to generate ΔF/F₀ (%) stacks. For each recording, a median Z-projection across the full 30-min stack was used to compute the baseline image (F₀); ΔF was calculated as F(t) − F₀, and ΔF/F₀ values were expressed as percentages (ΔF/F₀%).

ΔF/F₀% image stacks were analyzed in MATLAB (MathWorks). A whole-brain mask was first manually delineated on the maximum-fluorescence projection using interactive freehand drawing tools (imfreehand) and applied across the full image stack to restrict analysis to brain tissue. CalciSeg (30) was then applied within this masked region for automated, correlation-based detection and refinement of Ca^2+^-active regions of interest (ROIs), as well as for initial preprocessing; all subsequent signal extraction and quantitative analyses were performed in MATLAB. For each ROI, a binary mask was applied to every frame of the ΔF/F₀% stack. At each time point, ΔF/F₀% pixel values within the ROI were extracted and averaged to yield a single fluorescence intensity value. Repeating this operation across frames generated ΔF/F₀% traces for each ROI, which was used for event detection and downstream analyses. Initial denoizing occurred implicitly during CalciSeg processing, which suppresses pixel-level noise and background fluctuations by retaining spatially and temporally correlated Ca^2+^signals. No additional spatial or temporal denoizing filters were applied prior to event detection.

To remove slow baseline drift, ΔF/F₀% traces were high-pass filtered at 0.005 Hz. For event detection, a single fixed threshold was derived from control animals by pooling high-pass–filtered whole-brain mean traces and defining the cutoff as 3 × the standard deviation (SD) of this pooled control distribution. This control-derived threshold was applied uniformly to all replicates and experimental groups; thresholds were not calculated separately for individual traces. For each tadpole, fluorescence values were averaged across all pixels within the manually defined whole-brain mask at each time point to generate a single whole-brain mean ΔF/F₀% trace. Peaks were identified on the high-pass–filtered whole-brain trace using minimum width and distance constraints (5 s each), and peaks exceeding the fixed control-derived threshold were classified as Ca^2+^ events.

For frequency-domain analysis, whole-brain ΔF/F₀% traces were subjected to fast Fourier transformation (FFT) on a per-ROI basis. Single-sided FFT amplitudes were squared to obtain power spectral density estimates ((ΔF/F₀)^2^/Hz), interpolated onto a common 0.01–1 Hz frequency grid, and averaged across Ca^2+^-active ROIs to generate a whole-brain spectrum per tadpole. Group spectra are shown as mean power ±95% confidence intervals across animals. Integrated low-frequency power (0.01–1 Hz) was calculated as the area under the power spectrum.

To quantify neural synchrony between brain regions, Pearson correlation coefficients were calculated between ΔF/F₀% traces of the left and right forebrain and left and right midbrain. To minimize light scatter from neighboring regions, signals were extracted from fixed-area (500-pixel) central ROIs positioned at the geometric centroids of each region. Forebrain and midbrain boundaries were manually delineated on maximum-fluorescence images split into left and right hemispheric masks, and centroids were computed to define circular ROIs of 500 pixels (regionprops, Centroid).

### 2.5 Losartan treatment for behavioral and Ca^2+^ imaging assays

#### 2.5.1 Behavioural phenotyping following losartan treatment

Losartan treatment assays were conducted using stage 47 *X. laevis* tadpoles generated as described above. Individual tadpoles were placed into wells of a clear 24-well plate containing 0.1 × MMR and allowed to acclimate for 2–3 min before baseline recording. Baseline locomotor activity for each *ap3b2.S* CRISPant was recorded for 1 h using the Raspberry Pi high-resolution behavioral tracking setup described in Section 2.3. Following the baseline recording, 200 μL of 50 mM losartan (Sigma) dissolved in MilliQ water (MQW) was added directly to each well, resulting in a final concentration of 10 mM losartan. Tadpoles were incubated in Losartan for 1 h under identical environmental conditions. Immediately after incubation, a second 1-h behavioral recording was performed using the same imaging setup and acquisition parameters. Raw video files were converted to .mp4 format and analyzed in TopScan (CleverSys Inc.) using the same detector thresholds, arena definitions, and workflow described in Section 2.3. The LocoMotion Super and DrugAbuse (darting) detectors were used to extract locomotor and high-velocity event metrics. Behavioral parameters recorded before and after Losartan treatment were compared within the same CRISPant tadpoles to assess drug-induced changes.

#### 2.5.2 Ca^2+^ imaging following losartan treatment

To assess the effect of losartan on neuronal activity, *in vivo* Ca^2+^ imaging was performed on tadpoles treated with losartan or left untreated. CRISPants in the control group received no drug exposure and were imaged using the standard cranial-window GCaMP6s protocol described in Section 2.4. For the treated group, *ap3b2* CRISPants were incubated in 10 mM losartan for 1 h immediately prior to cranial-window preparation. Following incubation, tadpoles were prepared for *in vivo* Ca^2+^ imaging as above.

### 2.6 Blood–brain barrier permeability assay

Blood–brain barrier permeability was assessed using a modified sodium fluorescein (NaF) leakage assay adapted from the *neurod2* DEE72 *X. laevis* tadpole model (19). NF stage 47 tadpoles were positioned in a Petri dish and embedded in 2% low-melting-point agarose. Once the agarose had set, agarose-embedded animals were submerged in 1:4,000 MS-222 in 0.1 × MMR for the duration of the experiment. NaF dye (10 nL of a 0.1 mg/mL solution) was then injected into the fourth ventricle using a glass capillary needle following the same injection approach used for embryos. Following injection, tadpoles were kept protected from light. Dorsal images of the head were acquired at 2, 5, 10, and 20 min post-injection using a Leica Fluo III stereomicroscope with a GFP2 filter set and a DFC7000T camera under fixed exposure settings. Images were analyzed offline in Fiji. Mean fluorescence intensity (MFI) was extracted from the green channel within a defined region of interest (ROI). To ensure that measurements reflected BBB permeability rather than injection artefacts, the ROI was always drawn on the side opposite to the injection site, capturing NaF dispersion outside the brain parenchyma.

### 2.7 Transcriptomic sample preparation, RNA sequencing, and bioinformatic analysis

NF stage 47 *X. laevis* tadpoles were anesthetized in a 1:4,000 MS-222 solution until unresponsive to touch, then positioned dorsal-side-up on a custom agar dissection plate. Using fine forceps for stabilization, the brain-spinal cord junction was severed with Vanna iridectomy scissors, and the entire brain (forebrain, midbrain, and hindbrain) was excised as an intact unit by cutting along the cranial margins. For each biological replicate, six brains were immediately pooled into pre-labelled tubes on dry ice and stored at −80 °C. Total RNA was extracted using the RNeasy Mini Kit (Qiagen) with on-column DNase digestion, and purified RNA was stored at −80 °C until sequencing. RNA quality control and library preparation were performed by the Otago Genomics Facility, where high-quality samples were used to generate TruSeq stranded mRNA libraries. Indexed libraries were then pooled and sequenced (Illumina Nextseq 2000 P3-200 XLEAP kit, 2 × 100 bp paired end) to a depth of 50–60 million reads per sample.

Raw reads underwent standard quality control, adapter trimming, and alignment to the *X. laevis* v10.1 reference genome (XENLA_10.1 accessed May 2025^6^) using STAR (31) at the University of Portsmouth, UK. Sorted BAM files were used to generate a read count matrix in Galaxy.eu using FeatureCounts (32) (stranded_reverse, gene_id, paired count as one). Differentially expressed genes were identified from normalized read counts, filtered to remove low or non-expressed gene ids (CPM < =1 in 4 or more samples) using EdgeR (33). Genes with a false discovery rate (Benjamini-Hochberg corrected FDR) < 0.05 and a fold change of >2 were considered differentially expressed between control and ap3b2 CRISPant brains. Sequencing data and read counts are available at NCBI GEO under accession GSE312492.

A principal component analysis (PCA) plot was generated in R v4.5.1 from normalized read counts (Log2 counts per million) using FactoMineR (34) and factoextra packages (35) and plots rendered with ggplotR (36). Volcano plots were generated in R from edgeR statistics. Functional enrichment of differentially expressed genes was performed using Enrichr^7^ (37–39) against a custom background list of brain-expressed genes (Supplementary File S1), incorporating Gene Ontology (Biological Process and Molecular Function) and KEGG pathway libraries. KEGG pathway visualization was carried out using Pathview, and enrichment results were interpreted alongside ClinVar 2025 annotations to identify overlap with known DEE- and seizure-associated genes. Heatmaps were made from Z-scores of normalized read counts using the pheatmap package (40) in R v4.5.1 (28).

### 2.8 Graphs and statistical analysis

Most graphs and statistical analyses were prepared in GraphPad Prism v10. Raw data, normality test results and analysis for all figures can be found in Supplementary File S1. The Shapiro–Wilk test for normality was used to confirm normal distributions, with nonparametric tests being used if distributions were non-normal. Specific tests are included in figure legends.

## 3 Results

### 3.1 CRISPR/Cas9-mediated editing of *ap3b2.S* induces hyperactivity and seizure-associated behavior

Chemoconvulsant models have established that PTZ-evoked seizures in *X. laevis* tadpoles manifest as rapid, uncontrolled tail bends, excessive turning, and recurrent C-shaped body contractions, providing robust behavioral markers of seizure onset and severity (16–18). Functional DEE models show similar behavioral patterns, as observed in the *neurod2* CRISPant tadpoles, where spontaneous seizure-like behaviors from early larval stages, including abrupt C-shaped convulsions and sustained periods of high-intensity, uncoordinated swimming were reported in both *X. laevis* and *X. tropicalis* models (19, 20). We used the same CRISPR knockdown strategy to determine whether disruption of *ap3b2.S* in *X. laevis* reproduces the phenotype of DEE48.

Since DEE48 results from homozygous loss of AP3B2, two sgRNAs were designed and tested to determine which would produce the greatest disruption of *ap3b2.S*. Preliminary behavioral screening revealed that *ap3b2* CRISPants generated with sgRNA2 exhibited markedly elevated swim velocity, increased darting behavior, and prolonged circling compared with both GFP and Cas9-only controls, whereas sgRNA3 CRISPants showed a more variable phenotype (Supplementary Figure S4). Consistent with these behavioral differences, sgRNA2 also produced higher mean editing (85.6% +/−3.5) (Supplementary Figure S4). For these reasons, sgRNA2 was selected for all subsequent analyses.

To investigate whether loss of AP3B2 function contributes to DEE-associated behavioral abnormalities, we generated *ap3b2* CRISPants using sgRNA2. The sgRNA2 cut site lies immediately upstream of the AP3B1_C domain, and Sanger sequencing of CRISPant tadpoles confirmed substantial sequence disruption at the targeted locus (Figure 2a). TIDE analysis revealed a heterogeneous mixture of frameshift and in-frame alleles across *ap3b2* CRISPants, with three predominant deletion events: a 7 base pair (bp) frameshift deletion detected in 67% of sequenced samples, an 11 bp frameshift deletion in 83%, and a 12 bp in-frame deletion in 93% of samples (Supplementary Figure S5). The 7 bp and 11 bp deletions are predicted to introduce premature stop codons shortly downstream of the cut site, resulting in truncated proteins lacking the conserved AP3B1_C domain (Figure 2b). In contrast, the 12 bp deletion removes four amino acids and would result in an almost full-length protein. However, this in-frame deletion lies within the conserved AP3B1_C domain. Since DEE48 patients have seizures from early infancy, we next examined whether disruption of Ap3b2 in tadpoles leads to abnormal locomotor activity, indicative of spontaneous seizures. In the *neurod2* DEE72 tadpole model, seizure-associated neural activity was captured by two characteristic behavioral signatures: darting, defined as rapid, high-velocity C-shaped contractions occurring in abrupt bursts, and elevated mean swimming velocity (19). High-speed video recordings captured clear darting episodes in *ap3b2* CRISPants (Figure 2c and Supplementary Video S1). Quantitative tracking using TopScan confirmed that the *ap3b2* CRISPant group had significantly higher mean swimming velocities (Figure 2d) and increased time spent darting compared with sibling controls (Figure 2e). Mean editing in 7 randomly picked embryos from the cohort was 83.3% +/− 3.9 (Figure 2f). These levels of *ap3b2* editing, while not a complete knockout, are therefore sufficient to elicit spontaneous seizure-like locomotor behavior in mosaic F_0_ *X. laevis* tadpoles.

**Figure 2:**
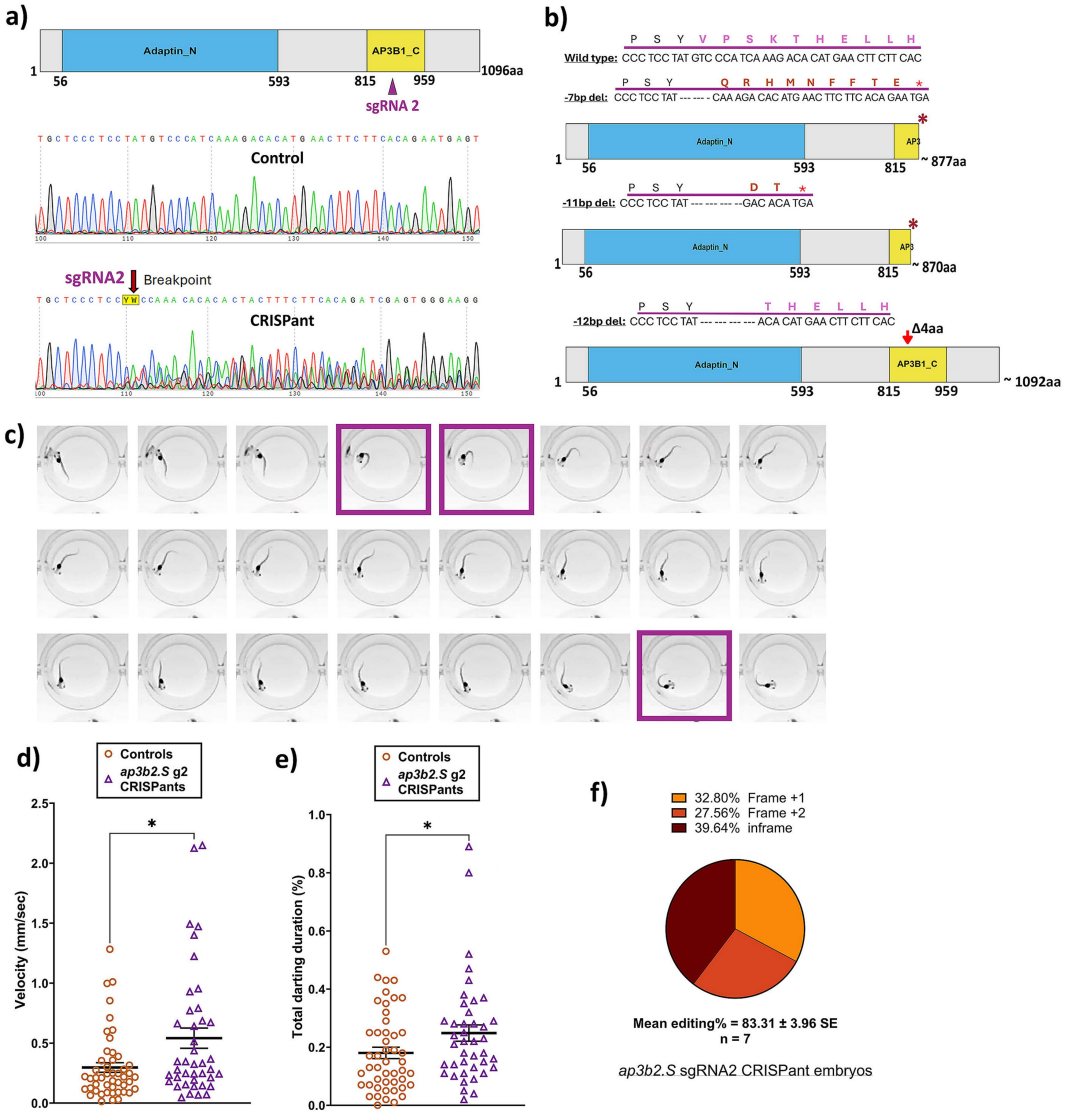
CRISPR/Cas9 disruption of *ap3b2* triggers premature protein truncation resulting in hyperactivity and seizure-like behavior in CRISPants. **(a)** Schematic of the *X. laevis Ap3b2. S* protein showing the conserved Adaptin_N and AP3B1_C domains. sgRNA2 target site is indicated, along with representative Sanger sequencing traces show degradation at the sgRNA2 cut site. **(b)** Predicted protein outcomes for the three most observed indels (−7, −11, and −12 bp deletions) generated by sgRNA2. **(c)** Representative frames from behavioral recordings at 50 fps of an *ap3b2* CRISPant tadpole. Frames highlighted in purple boxes show characteristic seizure-related C-shaped darting behavior observed in CRISPants. **(d,e)** Comparison of **(d)** mean swim velocity (mm/s) and **(e)** time spent in darting behavior (%) between *ap3b2* CRISPants (*N* = 41) compared with sibling controls (*N* = 48), unpaired *t*-test with Mann–Whitney, *p < 0.05. Horizontal bars indicate group means and error bars denote SEM. **(f)** Summary of CRISPR/Cas9 editing outcomes in 7 arbitrarily selected *ap3b2* CRISPant embryos from the same batch used in the behavior experiments, confirmed by Sanger sequencing and TIDE analysis. Raw count data and statistical analysis can be found in Supplementary File S1.

### 3.2 Ca^2+^ imaging of the fore and midbrain of *ap3b2* CRISPant tadpoles reveals increased neural activity and increased synchrony between brain hemispheres

The marked behavioral hyperactivity and erratic swim episodes observed in *ap3b2* CRISPants prompted us to investigate whether Ap3b2 loss disrupts normal neuronal signaling during early brain development in our model. Using the same Ca^2+^ imaging protocol established in our DEE72 *neurod2* study (19), we recorded spontaneous *in vivo* activity from midbrain (MB) and forebrain (FB) regions in stage 47 tadpoles expressing GCaMP6s. CRISPants exhibited large, slow Ca^2+^ events that frequently persisted for more than 2 min, in contrast to the infrequent, low-amplitude fluctuations observed in controls (Figure 3a and Supplementary Video S2).

**Figure 3:**
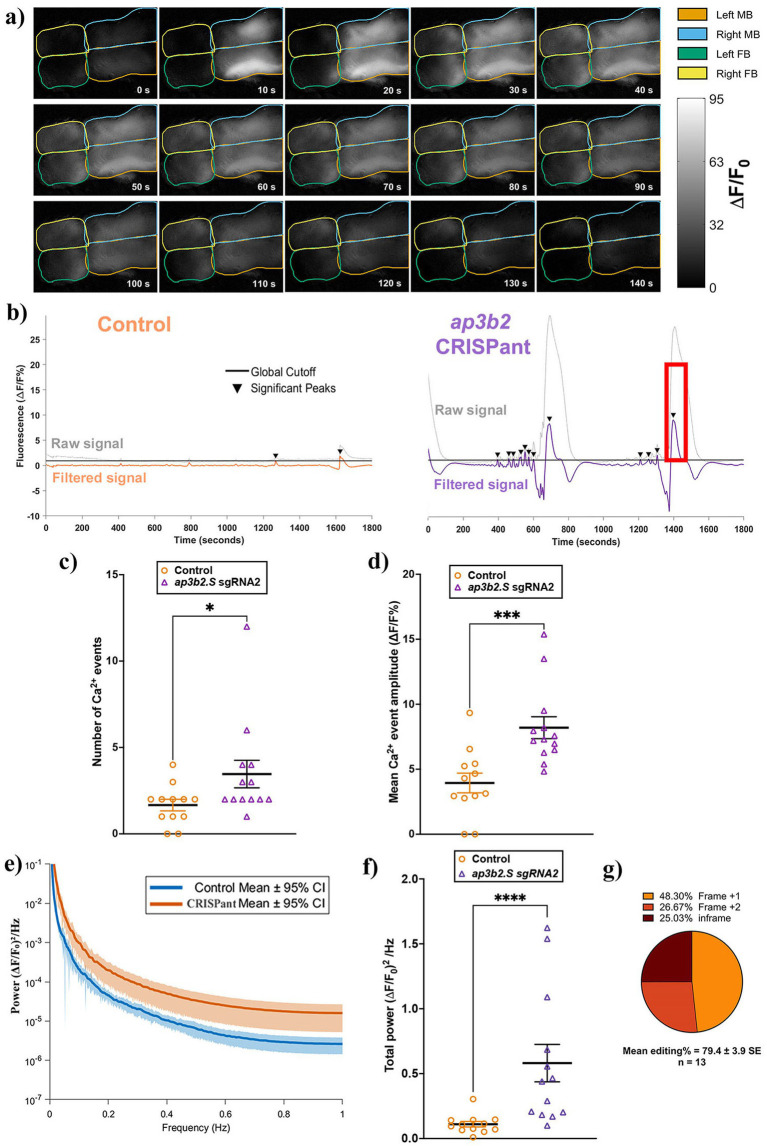
*ap3b2* CRISPant brains have elevated spontaneous Ca^2+^ activity compared to unedited controls in CRISPants. **(a)** Representative still frames acquired every 10 s from *ap3b2* CRISPant tadpole brain during *in vivo* widefield Ca^**2**+^ imaging. GCaMP6s fluorescence intensity (lighter shades indicate higher ΔF/F₀%) is shown. Forebrain (FB) and midbrain (MB) hemispheres are outlined; the hindbrain lies outside the field of view. Time (s) is indicated in each frame. **(b)** Representative raw and high-pass-filtered ΔF/F₀% traces from a control tadpole (left) and an *ap3b2.S* CRISPant (right). Significant Ca^**2**+^ events were detected using a global threshold defined as 3 × SD of all filtered control traces (black line); events exceeding this cutoff are marked by arrowheads. The red box indicates the time window in panel **(a)**. **(c,d)** Comparison of Ca^**2**+^ event counts **(c)** and significant event amplitude (ΔF/F₀%) **(d)** in control (*N* = 12) and CRISPant tadpoles (*N* = 13). Individual data points represent single tadpoles; horizontal bars denote group means and error bars indicate SEM. Groups were compared using unpaired *t*-test with Mann Whitney, *p < 0.05, ***p < 0.001. **(e)** FFT-derived power spectral densities of whole-brain Ca^**2**+^ signals for control and *ap3b2* CRISPant tadpoles. Solid lines represent group means and shaded envelopes indicate 95% confidence intervals. **(f)** Integrated low-frequency spectral power (0.01–1 Hz; (ΔF/F₀)^2^/Hz, calculated as the area under the power spectrum for each tadpole. Data are from control (*N* = 12) and *ap3b2.S* CRISPant tadpoles (*N* = 13). Individual data points represent single tadpoles; horizontal bars denote group means and error bars indicate SEM. Groups were compared using unpaired *t*-test with Mann–Whitney correction, ***p < 0.001, ****p < 0.0001. **(g)** Summary of CRISPR/Cas9 editing outcomes in the CRISPant group, determined by Sanger sequencing and TIDE analysis. Raw count data and full statistical details are provided in Supplementary File S1.

To quantify this, ΔF/F₀ traces were first high-pass filtered at 0.005 Hz to remove baseline drift, and a global detection threshold, set at three times the SD of the filtered control cohort, was applied uniformly across all recordings (Figure 3b and Supplementary Figures S6, S7). The brains of *ap3b2* CRISPant tadpoles showed a marked increase in spontaneous neural activity. The mean number of Ca^2+^ events was double that of controls (*ap3b2* CRISPants 3.46 +/− 0.80, unedited group 1.67 +/− 0.33, *p* = 0.028, Figure 3c). Mean event amplitudes were more than twice as high (*ap3b2* CRISPants 8.20 +/− 0.84, unedited group 3.94 +/− 0.76, *p* = 0.0004, Figure 3d), indicating significantly more frequent and more intense events in CRISPants.

To assess whether loss of Ap3b2 alters the temporal organization of spontaneous Ca^2+^ activity in the tadpole brains, ΔF/F₀% signals recorded across fore and midbrain were analyzed in the frequency domain using fast Fourier transform (FFT, Figure 3e). Consistent with prolonged and large-amplitude Ca^2+^ events observed, *ap3b2* CRISPant brains exhibited elevated low-frequency power across the 0.01–1 Hz range. To enable statistical comparison at the level of individual animals, integrated low-frequency spectral power (0.01–1 Hz) was calculated for each tadpole, (Figure 3f). Mean total spectral power was five times higher in *ap3b2.S* CRISPants compared with controls (CRISPants: 0.58 +/− 0.14; unedited group: 0.11 +/− 0.02; *p* < 0.0001), representing an approximately five-fold increase in low-frequency Ca^2+^ signal energy. Mean editing in these CRISPant tadpoles was 79.4% (Figure 3g).

During qualitative inspection of the Ca^2+^ imaging data, spontaneous Ca^2+^ transients in *ap3b2* CRISPants appeared highly synchronous between hemispheres. To quantify this interhemispheric synchrony, we calculated Pearson correlation coefficients between left and right mid and forebrain centroid-based regions (Figure 4a). Control tadpoles displayed moderate left–right correlation within both mid- and forebrain regions (Figure 4b), consistent with normal developmental patterns of interhemispheric coordination. In *ap3b2* CRISPants, however, the correlation matrices showed uniformly elevated bilateral coupling across both brain regions (Figure 4c).

**Figure 4:**
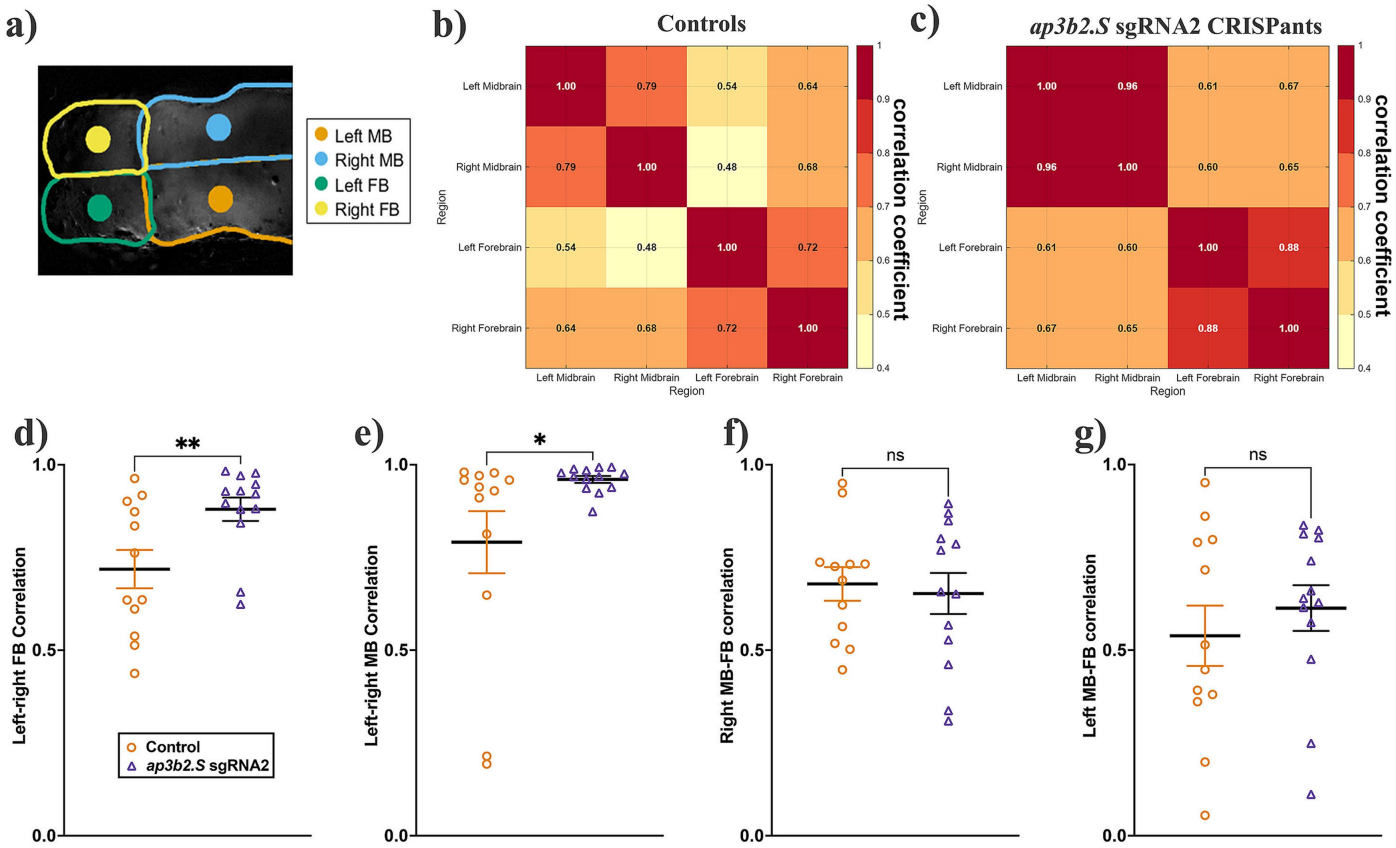
*ap3b2* CRISPants exhibit increased interhemispheric synchrony in the midbrain and forebrain. **(a)** Schematic example illustrating the centroid-based regions of interest (ROIs) used for interregional correlation analysis. Fixed-area central ROIs (500 pixels each) were positioned at the geometric centroids of the left and right midbrain (MB), left and right forebrain (FB). **(b,c)** Group-averaged Pearson correlation coefficient matrices for unedited control tadpoles (**b**, *N* = 12) and *ap3b2* CRISPants (**c**, *N* = 13). **(d,e)** Comparison of brain regional synchrony, quantified as Pearson correlation coefficients, in controls and *ap3b2* CRISPants. Regions compared are (d) left–right MB and **(e)** left–right FB. Unpaired *t*-test with Mann Whitney, *p < 0.05, **p < 0.01. **(f,g)** Correlations between **(f)** right MB-FB and **(g)** left MB-FB, unpaired *t*-tests with Mann Whitney, ns, not significant. Raw correlation values and full statistical details are provided in Supplementary File S1.

Quantitative analysis showed that mean left–right midbrain synchrony was significantly higher in *ap3b2* CRISPants (0.96 +/− 0.01, *N* = 13 tadpoles) than in unedited controls (0.79 +/− 0.08, *N* = 12) (*p* = 0.04; Figure 4d). A similar increase was observed in the forebrain, where mean left–right forebrain synchrony was also significantly elevated in CRISPants (0.88 +/− 0.03) compared with controls (0.72 +/− 0.05) (*p* = 0.01; Figure 4e). By contrast, heterotopic correlations did not differ significantly between *ap3b2* CRISPants and controls (right midbrain-forebrain, Figure 4f, *p* = 0.72, left midbrain-forebrain, Figure 4g, *p* = 0.47). Together, the observed increased Ca^2+^ activity and enhanced interhemispheric synchrony in *ap3b2* CRISPant brains are consistent with a highly synchronized network state, which could underlie the seizure susceptibility of both CRISPant tadpoles and DEE48 patients.

### 3.3 *ap3b2* CRISPant brains have reduced expression of genes associated with monovalent cation transport, BBB function, inhibitory GABA neurotransmission and axon guidance

The pronounced changes in brain activity prompted us to examine whether *ap3b2* loss is accompanied by transcriptional changes in pathways governing neural circuit function and homeostasis. Prior developmental transcriptome mapping in *X. laevis* tadpole brain development showed both region and stage-specific shifts in neuronal, progenitor, and synaptic gene programs, supporting the suitability of this system for detecting mutation-induced network changes (22). To determine what developmental changes predispose DEE48 brains to seizure activity, we performed RNA-seq on pooled stage 47 unedited control and *ap3b2.S* CRISPant brains, the same stage at which behavioral and neural activity assays were conducted.

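RNA was sequenced from whole brains of stage 47 tadpoles in 5 control and 4 *ap3b2.S* CRISPant libraries, each made from 6 brains pooled before RNA extraction. Control embryos had been injected with Cas9 and a scrambled guide RNA that has no target, and the embryos came from 2 females. The libraries were stranded and selected for mRNA, and each fragment was read over 100 bases from both ends. The authors trimmed the reads, aligned them with STAR to *X. laevis* v10.1 and counted read pairs per gene with featureCounts, by strand and with each pair counted once. Their count table holds 26807 genes without normalization. It covers 14 libraries, of which 5 are from *eef1a2* CRISPants and did not enter the comparison of *ap3b2* CRISPant with control brains. Between 39647384 and 46745977 read pairs were counted on genes per control library (median 45800628), and 41029675, 39002115, 36563581 and 40787274 in *ap3b2* CRISPant replicates 1 to 4. The depth stated by the paper is 50 to 60 M reads per sample, and the values given here use the counted pairs. A CPM of 1 stood for 36.6 counts in the smallest library and 46.7 in the largest. The authors' second table gives log2 CPM for 21328 genes. These are the genes with a CPM above 1 in at least 4 of the 14 libraries, and log2 CPM computed from the counts with edgeR (TMM scaling over the 14 libraries, prior count of 2) differed from the authors' values by at most 4.99e-09.

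For the comparison, genes with a CPM of 1 or less in 4 or more of the 9 libraries were removed, as the methods describe, which left 20800 genes. This filter also removed 30 genes whose CPM was above 1 in all 5 controls. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F test with group as the sole term, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called differentially expressed at an FDR below 0.05 and a fold change above 2. The paper's text names edgeR and these thresholds but not the edgeR test or the libraries that entered the fit. On counts simulated for as many genes, each drawn independently of the others, the same fit and test recovered 98.5% of 200 genes changed by 1.5 on the log2 scale. They called 2 unchanged genes, and smaller changes were not simulated. Many *X. laevis* genes exist as L and S copies (homeologs), and reads of near-identical copies could have been split between them in counting, so the level of each single copy is uncertain to that extent. CPM values are given after TMM scaling over the 14 libraries.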

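The targeted gene, *ap3b2.S*, lies on chromosome 1S from 173781321 to 173927757. Its CPM was 70.1, 72.5, 71.6, 71.6 and 75.0 in control replicates 1 to 5, and 61.9, 66.0, 65.5 and 79.7 in *ap3b2* CRISPant replicates 1 to 4. The log2 fold change of -0.07 (SE 0.07, adjusted p = 0.442 from edgeR's quasi-likelihood test) was within the spread between libraries. After the trend of each library with gene span was removed, an alternative chosen after seeing the data, it was 0.18 (adjusted p = 0.0465 from the same edgeR test). The level of the *ap3b2.S* transcript therefore did not separate the CRISPant libraries from the controls. The homeolog *ap3b2.L* fell from 122.97 ± 6.08 CPM (SD, n = 5) to 82.2 ± 21.5 CPM (SD, n = 4), a log2 fold change of -0.57 (SE 0.13, adjusted p = 0.00691 from edgeR), and lay below every control in all 4 CRISPant libraries. With each library left out in turn, its log2 fold change stayed between -0.76 and -0.47.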

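On the authors' log2 CPM, with each gene scaled to unit variance, the leading principal component (PC1) of the 9 libraries held 52.7% of the variance and the next (PC2) 16.2%. The *ap3b2* CRISPant libraries lay at 173, 126, 99.5 and -4.71 on PC1 (replicates 1 to 4), and the controls lay between -101 and -28.7, so the groups did not overlap. Their means differed by 177 (exact permutation test, 2-sided p = 0.00794, the smallest that the 126 arrangements of 5 and 4 libraries allow). CRISPant replicate 4 was closer on PC1 to control replicate 4 than to the other CRISPant libraries. On PC2 the groups did not differ (exact permutation test, 2-sided p = 0.841). There, replicate 4 of the CRISPants was at -83.8, replicate 4 of the controls at -100.0 and control replicate 5 at -34.2, whereas replicates 1 to 3 of both groups lay between 12.8 and 59.0. Within replicates 1 to 3, every CRISPant library still lay above every control on PC1. Replicates 4 and 5 hold 1 CRISPant and 2 control libraries, and no test was made within them. The share of PC1 moved most with the 500 genes of largest variance, where it was 76.9%. Leaving out CRISPant replicate 4 widened the difference on PC1 to 203, and the groups stayed apart on PC1 in each of the 9 analyses that left out 1 library. With all 14 libraries, mean PC1 was 64.3 in *ap3b2* CRISPants (SD 73.2), 58.0 in *eef1a2* CRISPants (SD 74.2) and -110 in controls (SD 28.6).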

Principal component analysis (PCA) showed that genotype was the strongest driver of gene expression in our dataset, indicating an effect of *ap3b2* loss on the developing brain transcriptome (Figure 5a). 

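Of the genes tested, 1063 were lower and 16 higher in *ap3b2* CRISPant brains than in control brains. The median fold change was 2.32 for the lower genes and 2.13 for the higher genes. Against the control mean, the median fold decrease of the lower genes was 3.31, 2.42, 2.63 and 1.59 in CRISPant replicates 1 to 4, so replicate 4 showed the smallest change. At the FDR threshold alone, without the fold-change threshold, 4732 genes were lower and 4153 higher, and 53.3% of these calls were lower. At an unadjusted edgeR p under 0.05, 10744 genes passed, against 1040 by chance. Log2 fold changes ran from -2.19 to 1.85. Among all genes tested, the libraries of the groups did not overlap in 3029 genes (14.6%) with CRISPants below controls and 2406 (11.6%) with CRISPants above, which chance gives in 0.794% of genes each way. These include 882 of the lower and 5 of the higher genes. The number of lower genes fell most under edgeR's glmTreat, which tests whether the fold change exceeds 2 and not whether it differs from 1. No gene was called there (0 lower, 0 higher), with 463 genes at an unadjusted p under 0.05, of which 460 were lower. Without CRISPant replicate 1, 724 genes were lower. Without CRISPant replicate 4, 1791 were lower, including 1060 of those lower with all libraries. Replicates 1 to 3 on their own gave 2195 lower and 72 higher genes. The lower genes were longer than the others, with a median span of 58207 bases against 23176 in genes that were not called. After the trend with gene span was removed, 861 genes were lower (an alternative chosen after seeing the data). Genes without a known span were left uncorrected, and 84.5% of the lower genes had one. Of the lower genes, 867 were also lower in *eef1a2* CRISPants against the same controls. Between *ap3b2* and *eef1a2* CRISPants 0 genes were called, so these changes cannot be taken as particular to *ap3b2* editing.

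**Figure D1:**
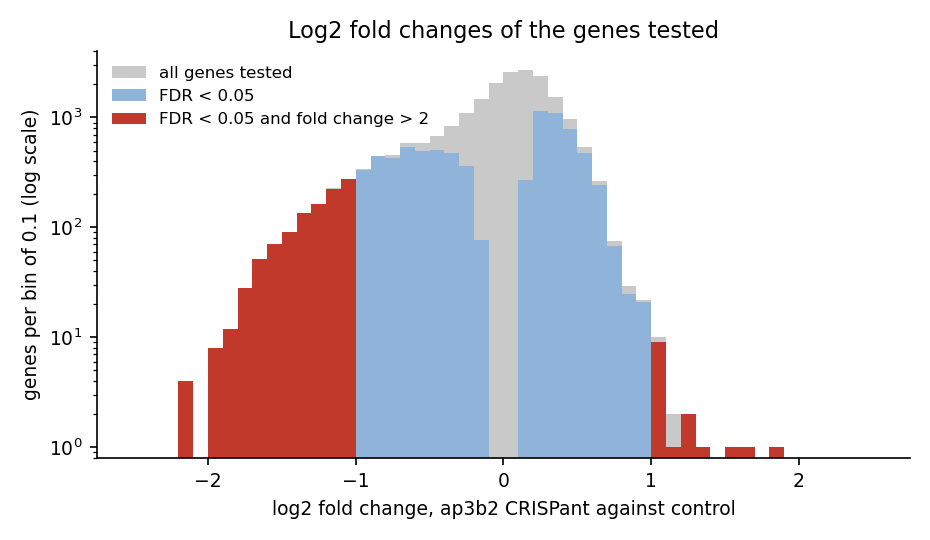
Number of genes (log scale) by log2 fold change between *ap3b2* CRISPant (n = 4) and control (n = 5) libraries, in bins of 0.1. All genes tested are in grey, genes with an FDR below 0.05 in blue (4732 lower, 4153 higher) and genes that also changed more than 2-fold in red (1063 lower, 16 higher).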

EdgeR analysis was used to identify differentially expressed genes (DEG: FDR < 0.05, log₂FC > 1) revealed a strongly asymmetric response: 1,078 genes were significantly downregulated in CRISPant brains compared to control unedited brains, whereas only 28 were upregulated, with median fold changes of ~2.3-fold decrease and ~2.1-fold increase, respectively. The volcano plot illustrates this bias towards downregulation, with top-ranked genes selected using a Euclidean distance-based ranking that integrates both effect size (log₂ FC) and statistical significance (−log₁₀ adjusted *p-*value). 

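Genes were ranked by log2 fold change among the differentially expressed genes whose groups did not overlap and that had at least 10 counts in every library of the group with the higher mean. Among the largest falls were those of *dgkh.L*, *pitpnm3.L*, *bach2.L* and *nrk.L*. *bach2.L*, on chromosome 5L from 88683909 to 88871522, fell from 10.5 ± 2.32 CPM (SD, n = 5) to 2.37 ± 1.13 CPM (SD, n = 4), a log2 fold change of -2.14 (SE 0.29, adjusted p = 0.00292 from edgeR's quasi-likelihood test, the smallest in the comparison and shared with other genes). Its CPM in control replicate 4 was 6.41, below the 11.1 to 11.9 of the other controls. *jcad.S* fell from 7.27 ± 1.50 CPM (SD, n = 5) to 1.81 ± 1.66 CPM (SD, n = 4), a log2 fold change of -1.98 (SE 0.43, adjusted p = 0.00502 from edgeR). *zbtb20.S* was removed by the filter because its CPM lay between 0.306 and 0.789 in the 4 CRISPant libraries, below the 1.67 to 3.48 of the controls.

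The 5 higher genes whose groups did not overlap were *hic2.S*, *amy2a.L*, *tbx21.L*, *ikbke.S* and *cfi.L*. *hic2.S*, on chromosome 1S from 142530756 to 142563901, rose from 12.1 ± 0.588 CPM (SD, n = 5) to 28.6 ± 8.69 CPM (SD, n = 4), a log2 fold change of 1.25 (SE 0.18). The log2 fold change was 1.33 for *cps1.S* (SE 0.36, adjusted p = 0.0133 from edgeR) and 1.55 for *mpc2.L* (SE 0.45, adjusted p = 0.0170 from edgeR), and each was above every control in 3 of the 4 CRISPant libraries. In CRISPant replicate 4, *cps1.S* was at 2.65 CPM, below the 3.13 to 5.38 of the controls. *mpc2.L* was not called without CRISPant replicate 1 or 2, and *tbx21.L* was not called without control replicate 3 or CRISPant replicate 1. *cfi.L* was not called without control replicate 1, 2 or 3 or CRISPant replicate 1, and *amy2a.L* and *ikbke.S* without CRISPant replicate 1. *hic2.S* and *cps1.S* kept their calls with each library left out. The calls of the keratin genes depended on single libraries as well. Without CRISPant replicate 4, the log2 fold change fell from 1.62 to 0.60 for *krt12.5.L* (adjusted p = 0.173 from edgeR) and from 1.85 to 0.83 for *krt12.5.S* (adjusted p = 0.0499 from edgeR), and neither passed both thresholds. *krt12.5.L* was also not called without control replicate 1, 2, 3 or 4 or without CRISPant replicate 2 (adjusted p from 0.0502 to 0.0739, edgeR). *krt62.S* was removed by the filter, with a CPM from 0.179 to 5.17 in the CRISPant libraries. Of 19 genes labelled in Figure 5b, 15 were tested, and 7 of them were lower and 8 higher.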

Top ranked genes included the endothelial junction gene *jcad.S*, the transporter *slc16a2.L*, and transcriptional regulators *bach2.L* and *zbtb20.S*, while the most upregulated genes (e.g., *ikbke.S, cfi.L*, *cps1.S*, *mpc2.L*, *krt12.5.L*, *krt12.5.S*, *krt62.S*) are associated with immune, metabolic and cytoskeletal functions (Figure 5b).

**Figure 5:**
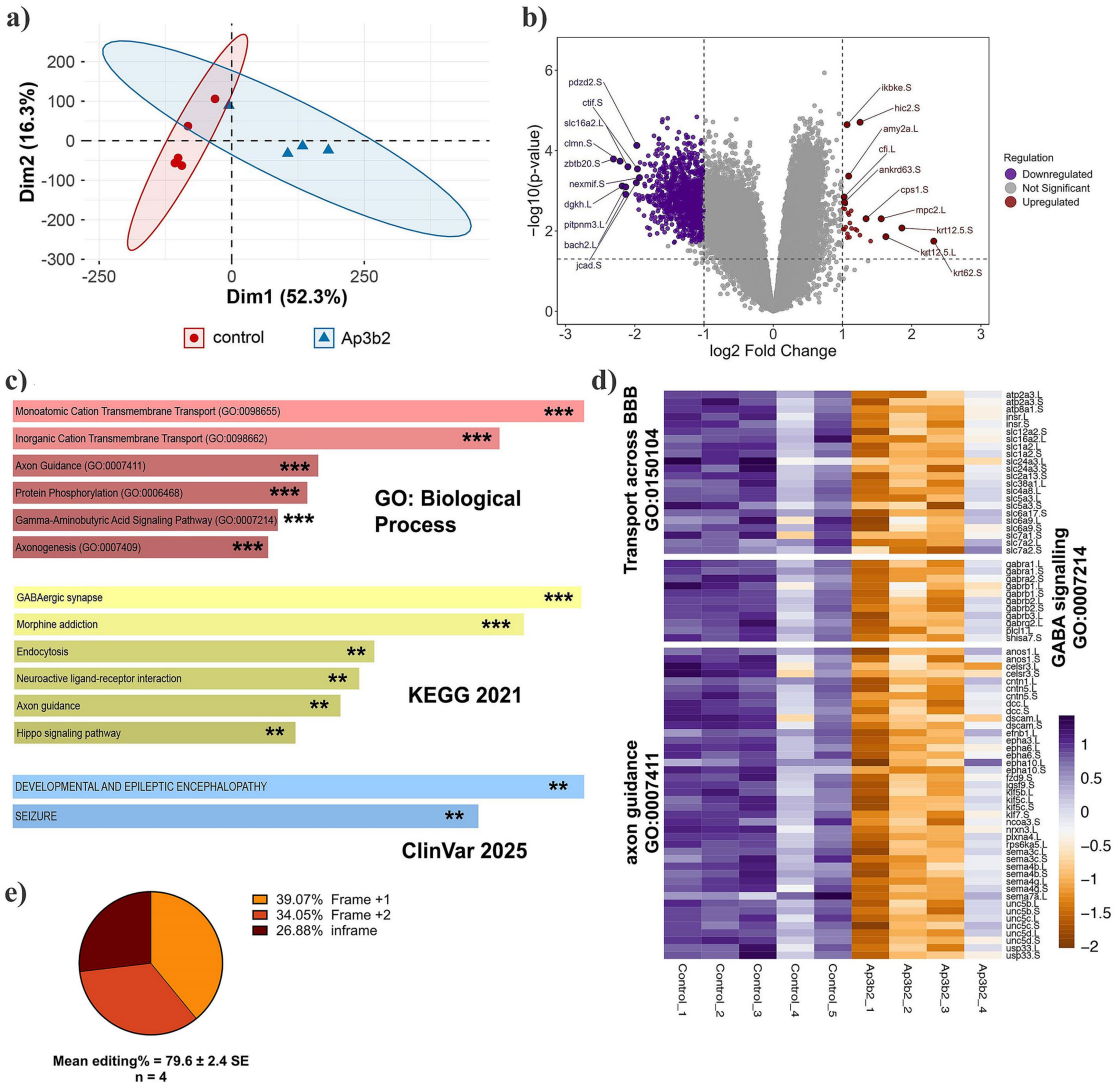
*ap3b2* disruption downregulates BBB transport, GABA signaling, and axon guidance pathways in CRISPant tadpole brains. **(a)** PCA plot of normalized read counts of the five control samples and four *ap3b2* ^**−/−**^ (mosaic) samples; each sample is derived from six pooled brains. **(b)** Volcano plot of EdgeR differentially expressed genes (DEG) with FDR threshold of <0.05 and Log2 fold change of >1. The 10 most significant up and down regulated genes are labelled. **(c)** Selected overrepresented ontologies calculated with EnrichR for down regulated DEG; the top 6 hits are shown for GO: biological process and KEGG_2021; for ClinVar, the only two significant hits are shown (PAdj <0.05). **(d)** Heatmap of *z*-scores for three down overrepresented ontologies, down regulated in CRISPants. PAdj ** < 0.01, *** < 0.001. **(e)** Summary of tadpole editing for *ap3b2* CRISPant samples (pooled data corresponding to each of the 4 CRISPR brain transcriptomes), confirmed by Sanger sequencing and TIDE analysis. Supplementary Data for **(c,e)**, as well as the custom brain background gene list, can be found in Supplementary File S1.

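The number of higher genes depended on the filter and on single libraries. With every gene that had at least 1 count, 116 genes were higher, and with library size in place of TMM scaling, 7 were. An FDR below 0.01 left 8. One fit of all 14 libraries with a CPM above 1 in at least 4 of them, chosen after seeing the values, gave 28. Leaving out 1 library at a time gave between 6 higher genes (without CRISPant replicate 1) and 54 (without CRISPant replicate 4). The median fold change of the higher genes was 2.90 when every gene with a count was tested.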

The upregulated DEG group was too small to generate any significantly enriched pathway data. Functional enrichment analysis of the downregulated set was conducted against a background list of stage matched brain-expressed genes, using Enrichr (37–39). 

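Over-representation was tested here for families set by gene symbol, among the genes tested, of which 5.11% were lower. Of 19 GABA-A receptor subunit genes, 8 (42.1%) were lower, an odds ratio of 13.6 (95% confidence interval 4.74 to 37.2; Fisher's exact test, p = 2.76e-06 after Benjamini-Hochberg adjustment over the 4 families). For axon guidance genes it was 21 of 128 (16.4%), an odds ratio of 3.70 (2.19 to 5.97). For potassium channel genes it was 19 of 137 (13.9%), an odds ratio of 3.03 (1.75 to 4.96; Fisher's exact test, adjusted p = 7.05e-05). For solute carrier genes it was 49 of 408 (12.0%), an odds ratio of 2.61 (1.88 to 3.55; Fisher's exact test, adjusted p = 1.40e-07). With the L and S copies merged to 1 gene, the odds ratios were 17.9, 3.96, 2.80 and 2.57 in the same order. Fisher's test and the tests stratified by span take genes as independent. The correlation between genes of a family, estimated from the libraries, was 0.524, 0.165, 0.113 and 0.0563 in the same order. The p-values and intervals therefore do not measure the spread between libraries. Against genes in the same decile of gene span, a background chosen after seeing the data, the odds ratio was 1.50 for axon guidance genes (exact test stratified by span, adjusted p = 0.150) and 3.02 for solute carrier genes. For GABA-A receptor genes it was 2.75 (exact test stratified by span, adjusted p = 0.150), with spans known for 68.4% of them; over those 13 genes, of which 3 were lower, the odds ratio without regard to span was 5.93. For potassium channel genes it was 2.11 (exact test stratified by span, adjusted p = 0.0357), with spans known for 74.5% of them, and 3.17 without regard to span.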

Many pathways and processes were found to be significantly overrepresented in this *ap3b2* CRISPant down-regulated gene set, including ion transport, inhibitory signaling, blood brain barrier formation, and establishment of neural connectivity (axonogenesis/axon guidance). Both GO biological process and KEGG pathway analyses highlighted monovalent and inorganic cation transport, GABAergic synapse/signaling, axon guidance, endocytosis, and neuroactive ligand-receptor interaction. 

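The genes that Supplementary File S1 lists as hits of its terms were set against the calls made here. For the file's 98 terms 453 gene symbols were used here, of which 444 were tested and 435 had at least 1 homeolog among the lower genes. For 5 terms only part of the hits was used (65 of 130 for regulation of transcription by RNA polymerase II). By term, this held for 37 of the 38 hits of monoatomic cation transmembrane transport and 36 of the 37 of inorganic cation transmembrane transport. It held for 9 of 9 hits of GABA signaling and 17 of 17 of the KEGG GABAergic synapse. It held for 27 of 27 hits of axon guidance in GO and 25 of 26 in KEGG, 30 of 30 of endocytosis and 30 of 32 of neuroactive ligand-receptor interaction. The hits were picked from these same libraries, so the counts are not independent evidence. The background of brain-expressed genes was not used here.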

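For the ClinVar terms on developmental and epileptic encephalopathy and on seizure, the supplementary file lists 19 gene symbols each. Every one of them had at least 1 homeolog among the lower genes, and this is a count over genes that were selected as lower in the same libraries.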

Two ClinVar terms “Developmental and Epileptic Encephalopathy” and “Seizure” were significantly overrepresented (Figures 5c,d). 

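Transporter and endothelial genes of the blood brain barrier were examined in each library. The 7 genes *slc11a2.L*, *slc11a2.S*, *abcg1.L*, *abcg1.S*, *cldn11.S*, *flt1.L* and *kdrl.L* were all lower, with log2 fold changes from -1.70 to -1.01. The count was also 7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *kdrl.L*, on chromosome 8L from 37763599 to 37889713, fell from 9.76 ± 1.49 CPM (SD, n = 5) to 2.97 ± 2.41 CPM (SD, n = 4), a log2 fold change of -1.70 (SE 0.37, adjusted p = 0.00549 from edgeR's quasi-likelihood test). CRISPant replicate 4 had a CPM of 6.58 for this gene, apart from the 1.53 to 1.90 of the other CRISPant libraries. *abcg1.S*, on chromosome 2S from 23346328 to 23389778, had a log2 fold change of -1.45 (SE 0.20), and *abcg1.L* one of -1.21 (SE 0.24). *flt1.L* had the highest adjusted p of the 7 genes, with a log2 fold change of -1.16 (SE 0.36, adjusted p = 0.0224 from edgeR) and 3 of 4 CRISPant libraries below every control. *flt1.L*, *slc11a2.L* and *slc11a2.S* were no longer called without CRISPant replicate 1. *flt1.L* and *slc11a2.S* were also not called without control replicate 5, CRISPant replicate 2 or CRISPant replicate 3. *slc11a2.L* was also not called without control replicate 2, and *cldn11.S* without CRISPant replicate 2 or CRISPant replicate 3. *slc11a2.S* had 1 control, replicate 5, that stood above the others at 13.5 CPM.

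**Figure D2:**
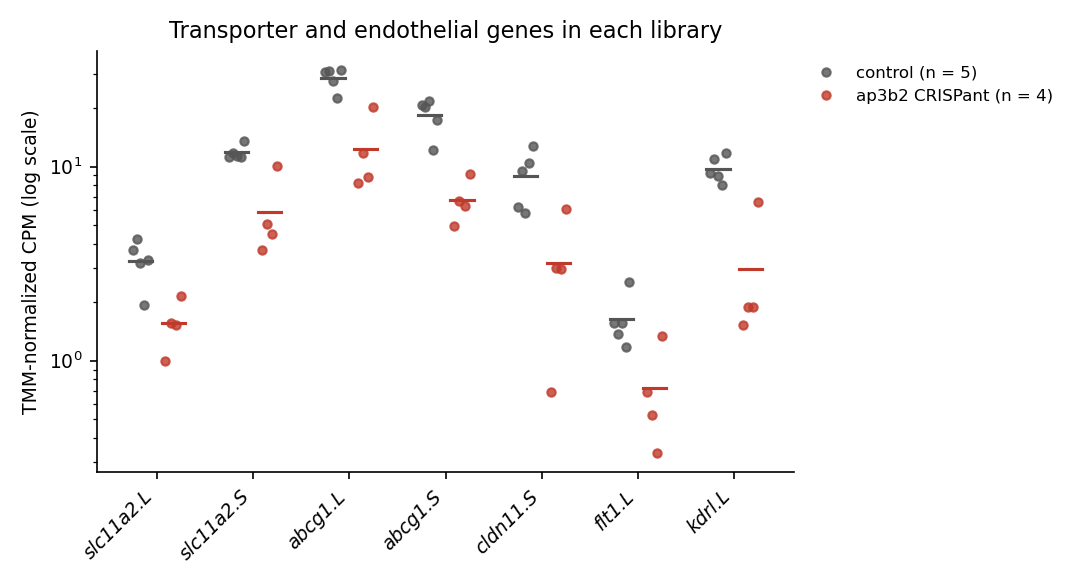
TMM-normalized CPM (log scale) of 7 transporter and endothelial genes in each control (n = 5) and *ap3b2* CRISPant (n = 4) library. Points are libraries and bars are group means. CRISPant libraries lie below the controls except in *cldn11.S*, *flt1.L* and *slc11a2.L*, where 1 CRISPant library lies within the range of the controls.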

Genes associated with transport across the BBB (GO:0150104), included BBB-associated transporters and endothelial genes: *slc16a2.L*, *slc11a2.L*, *slc11a2.S*, *abcg1.L*, *abcg1.S*, *cldn11.S*, *flt1.L*, *kdrl.L*). Downregulated genes were also enriched for GABA signaling (GO:0007214), encompassing multiple GABA_A receptor subunits and synthetic machinery (*gabra1.L*, *gabra2.L*, *gabrb1.L*, *gabrb1.S*, *gabrb2.L*, *gabrb2.S*, *gabrb3.L*, *gabrg2.L*, *gad2.L*); and axon guidance (GO:0007411), including guidance receptors and ligands such as *plxna4.L*, *sema3c.L*, *sema3c.S*, *sema4b.S*, *sema4g.L*, *sema4g.S*, *sema7a.L*, *unc5b.L*, *unc5b.S*, *unc5c.L*, *unc5c.S*, *unc5d.S* (Figure 5d). These data indicate that *ap3b2* knockdown leads to a broad, pathway-level downregulation of BBB transport, inhibitory neurotransmission, and axon wiring programs. 

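The 6 GABA genes *gabra2.L*, *gabrb1.L*, *gabrb1.S*, *gabrb2.L*, *gabrb2.S* and *gad2.L* and all 12 of these axon guidance genes were lower, and the counts were the same when adjusted over the list alone. Because the study chose both lists on these samples, this is not independent evidence. *gabra2.L*, on chromosome 1L from 39419649 to 39490285, fell from 36.2 ± 6.04 CPM (SD, n = 5) to 13.2 ± 5.45 CPM (SD, n = 4), a log2 fold change of -1.44 (SE 0.23). *gabrb1.L* and *gabrb1.S* had the largest fall of the 6 GABA genes, both with a log2 fold change of -1.66. *gad2.L*, on chromosome 6L from 24505702 to 24562152, encodes the synthetic enzyme and fell from 189.5 ± 46.5 CPM (SD, n = 5) to 87.3 ± 20.4 CPM (SD, n = 4). It had the smallest fall of the 6, a log2 fold change of -1.11. Without CRISPant replicate 1, 5 of the 6 GABA genes (not *gad2.L*) and 6 of the 12 axon guidance genes were called. Of those 6 axon guidance genes, *unc5d.S*, *sema4g.L* and *sema4g.S* fell short of 2-fold under alternatives that kept every library. Their smallest falls there were -0.83, -0.97 and -0.97. *sema3c.S*, *unc5b.L* and *unc5b.S* stayed past 2-fold throughout, with smallest falls of -1.15, -1.42 and -1.29. Among all 19 GABA-A receptor subunit genes tested, 13 were lower at the FDR threshold and none higher.

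Of the axon guidance genes, *unc5b.L*, on chromosome 7L from 44940157 to 45050529, fell from 5.77 ± 1.21 CPM (SD, n = 5) to 1.80 ± 1.17 CPM (SD, n = 4), with a log2 fold change of -1.66 (SE 0.35, adjusted p = 0.00458 from edgeR). *sema3c.S*, on chromosome 3S from 71778531 to 71846680, fell from 5.80 ± 1.24 CPM (SD, n = 5) to 2.26 ± 0.758 CPM (SD, n = 4). *sema7a.L* was nearest the threshold, with a log2 fold change of -1.01 (SE 0.28, adjusted p = 0.0152 from edgeR). Across the whole axon guidance family, 95 of 128 genes had a log2 fold change below 0 under TMM scaling and 110 under library size alone. Control replicate 4 was the lowest control for all 6 of the GABA genes and 11 of the 12 axon guidance genes, and stood apart from the other controls for *gabra2.L*, *gabrb1.S*, *gabrb2.L*, *gabrb2.S*, *sema4g.S*, *unc5b.S* and *unc5c.L*.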

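Gene sets were tested as a whole with camera (limma, preset inter-gene correlation of 0.01), with adjustment over the 5 sets. The median log2 fold change was -0.94 for GABA-A receptor genes (camera, limma, adjusted p = 3.59e-07), -0.18 for axon guidance genes (adjusted p = 4.04e-06, limma's camera), -0.27 for potassium channel genes (adjusted p = 2.25e-05, limma's camera) and -0.15 for solute carrier genes (adjusted p = 0.000467, limma's camera). For 53 genes of endothelial cells the median was -0.27 (adjusted p = 0.00165, limma's camera). All 5 sets passed under fry as well, and none did with the inter-gene correlation estimated from the data (adjusted p from 0.208 to 0.345, limma's camera). With the trend with gene span removed, chosen after seeing the data, the median of the axon guidance genes was 0.01 (adjusted p = 0.492, limma's camera), while solute carrier and endothelial genes still passed. From the terms over-represented among the lower genes and the genes in them, the paper concludes that *ap3b2* knockdown lowers BBB transport, inhibitory neurotransmission and axon wiring as programs.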

High mean editing efficiency in the CRISPant cohort (~80%; Figure 5e) supports a direct link between AP-3 disruption and these transcriptomic changes.

### 3.4 Increased early BBB permeability in *ap3b2* CRISPants

In our previous *neurod2* CRISPant DEE72 model, we demonstrated that early-onset seizures coincide with pronounced BBB leakage, with rapid sodium fluorescein (NaF) dye escape occurring despite otherwise normal brain morphology. Notably, short-term losartan treatment reduced both dye leakage and seizure burden, supporting a mechanistic link between BBB permeability and epileptogenesis rather than a secondary consequence of seizures (19). Our analysis of down regulated genes in the brains of *ap3b2* CRISPant tadpoles (Figure 5d) showed significant enrichment of pathways related to BBB transport suggesting impaired or developmentally delayed barrier function. This raised the possibility that *ap3b2* loss, like *neurod2* haploinsufficiency, compromises BBB integrity.

We therefore assessed whether *ap3b2* CRISPants have altered BBB integrity, by monitoring the diffusion of intraventricularly injected NaF across four timepoints (2, 5, 10, and 20 min post-injection) (Figures 6a,b). Visual inspection of CRISPant tadpoles revealed no gross abnormalities in overall brain morphology compared with controls, consistent with observations previously reported in the DEE72 tadpole CRISPant model (19). As expected, control tadpoles showed a slow and progressive spread of fluorescence beyond the ventricular space, consistent with low-level physiological leakage from a normally developing BBB. In contrast, *ap3b2* CRISPants displayed markedly accelerated dye escape, with significantly higher fluorescence outside the brain and in pronephros, apparent after 2 min (*p* = 0.0212, Figure 6c), indicating an immediate increase in BBB permeability. The presence of dye in the pronephros indicates filtering from the circulation. Although the difference between groups partially converged at 5–10 min, reflecting rapid equilibration, once the barrier is breached the later phase of the assay revealed a clear divergence. By 20 min, most fluorescein had already cleared from both the brain and surrounding tissue in CRISPants, whereas controls continued to show a gradual outward leak and retained a visible dye reservoir (Figure 6c and Supplementary Figure S8). Together, these data demonstrate that loss of approx. 80% of ap3b2, resulting from editing (Figure 6d) causes early-onset and transiently heightened BBB permeability, which could represent an early pathological feature of AP3B2-associated DEE.

**Figure 6:**
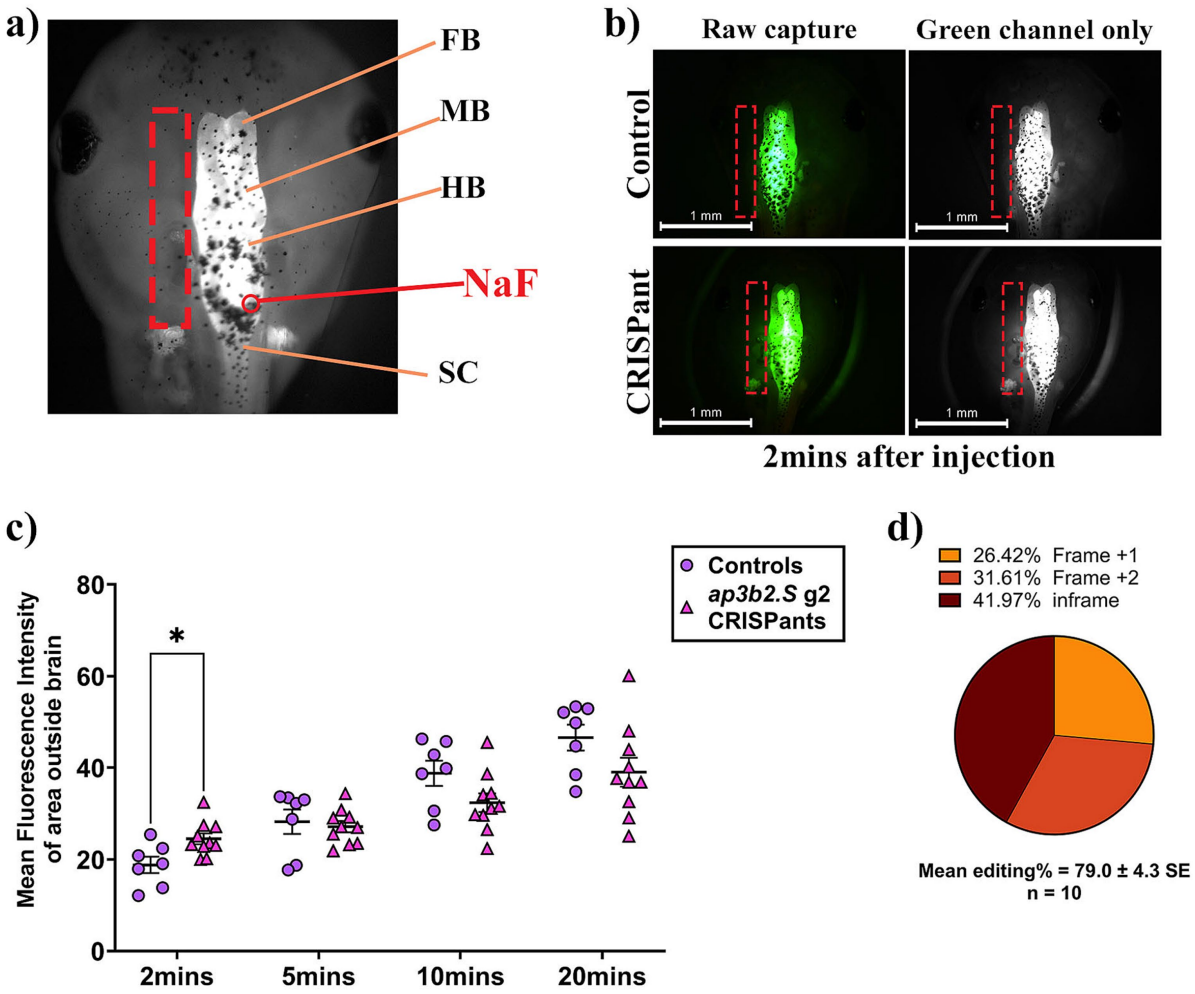
Rapid early sodium fluorescein dye leakage in *ap3b2* CRISPants reveals a markedly compromised BBB. **(a)** Schematic dorsal view of an NF stage 47 *X. laevis* tadpole head showing forebrain (FB), midbrain (MB), hindbrain (HB), and spinal cord (SC), and the site of sodium fluorescein (NaF) microinjection into the 4th ventricle (red arrow). The dashed rectangle indicates the ROI outside the brain from which fluorescence intensity was quantified. **(b)** Representative images of NaF-injected controls (top row) and *ap3b2.S* CRISPants (bottom row) 2 min after microinjection (raw capture and green channel only). **(c)** Plot of mean fluorescence intensity (MFI) detected outside tadpole brain at 2, 5, 10, and 20 min post NaF injection in CRISPant tadpoles (*N* = 10) compared to controls (*N* = 7), repeated measures 2-way ANOVA with Tukey’s multiple comparisons test, *p < 0.05. **(d)** Summary of CRISPR/Cas9 editing outcomes in the CRISPant group, determined by Sanger sequencing and TIDE analysis. Raw count data and full statistical details are provided in Supplementary File S1.

### 3.5 Losartan treatment reduces mean swimming velocity, without significantly altering Ca^2+^ dynamics of *ap3b2* CRISPant brains

Drug-refractory seizures remain a major clinical challenge in developmental and epileptic encephalopathies (DEEs), with many patients showing limited or no response to conventional anti-seizure medications. This has prompted increasing interest in repurposed therapeutics that act on non–ion-channel pathways, particularly agents with established clinical safety profiles and anti-inflammatory properties. One such candidate is losartan, a widely used angiotensin II type-1 receptor antagonist that modulates neuroinflammatory signaling by increasing thrombospondin-1 (TSP1) expression and thereby regulating latent TGF-*β* activation (Figure 7a). Losartan has been shown to suppress the development of chronic seizures in rodent models of traumatic brain injury and, more recently, to acutely reduce seizure burden in the *X. laevis neurod2* CRISPant model (19). These prior findings implicate TGF-*β*–associated inflammatory and blood–brain barrier–linked pathways as contributors to seizure susceptibility and raise the possibility that similar mechanisms contribute to the pathology of other DEEs, such as DEE48.

**Figure 7:**
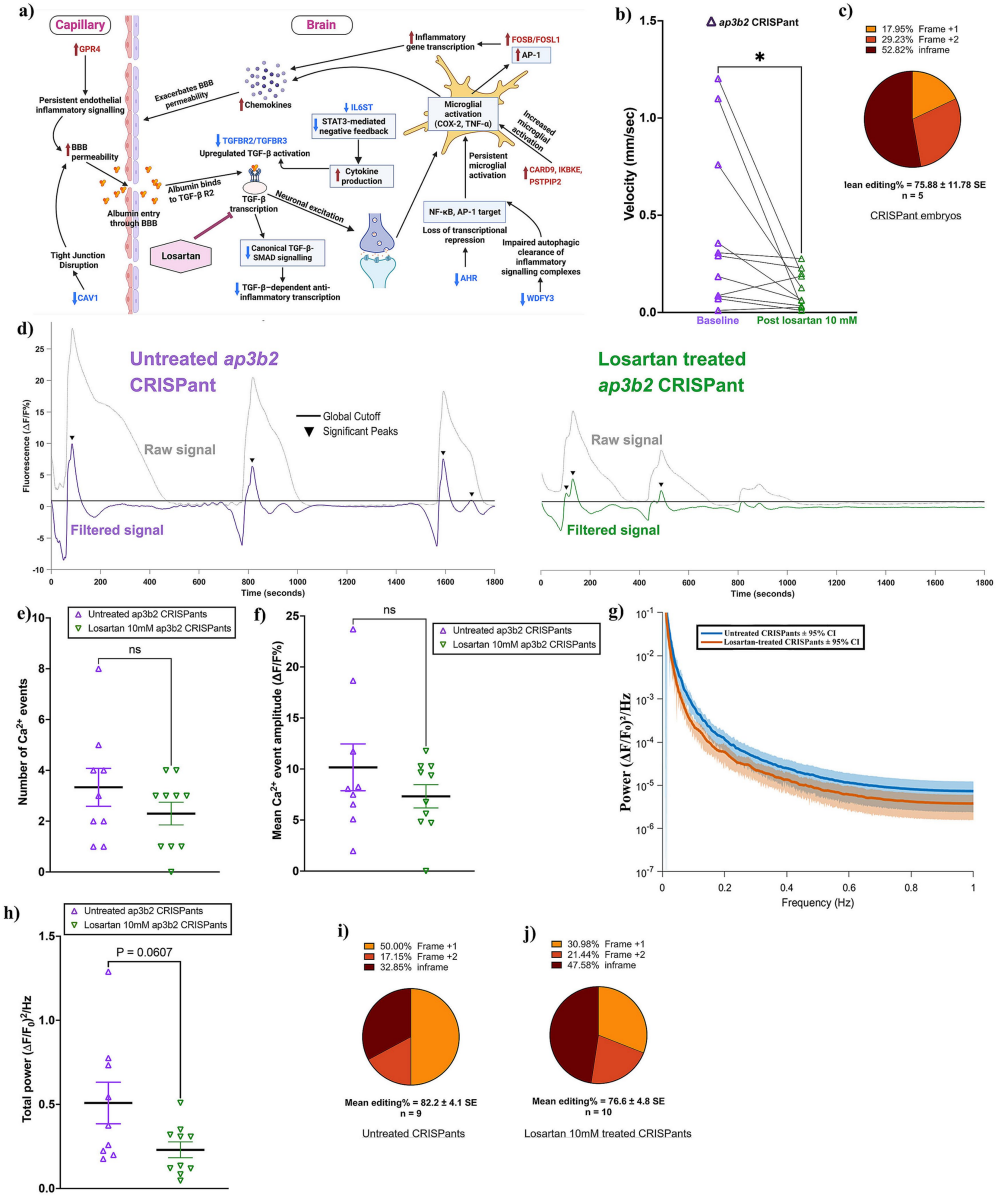
Losartan treatment reduces aberrant calcium activity and hyperactivity in *ap3b2* CRISPants. **(a)** Conceptual schematic of *ap3b2* CRISPant differentially expressed genes associated with loss of anti-inflammatory regulatory control, BBB dysfunction, and neuronal hyperexcitability relevant to TGF-β receptor–SMAD signaling, indicating a hypothetical mode of action for losartan (created in BioRender). **(b)** Paired comparison of mean swim velocity (mm/s, over 1 h) in *ap3b2* CRISPant tadpoles before and after 10 mM losartan treatment. Lines connect individual tadpoles, and the effect of losartan was tested using a Wilcoxon paired *t*-test, *p < 0.05. **(c)** Summary of CRISPR/Cas9 editing outcomes for embryos used in the losartan phenotype experiments, determined by Sanger sequencing and TIDE analysis. **(d)** Representative whole-brain Ca^**2**+^ signals (raw and filtered ΔF/F₀ traces) showing activity from untreated *ap3b2.S* CRISPants (left) and losartan-treated CRISPants (1 h, 10 mM, right). Black lines indicate the global event detection threshold (3 × control SD), with arrowheads marking significant Ca^**2**+^ events. **(e,f)** Comparison of the numbers of Ca^**2**+^ events **(e)** and mean event amplitude **(f)** detected in untreated (*N* = 9) and losartan treated (10 mM; *N* = 10) *ap3b2* CRISPant tadpoles. Groups were compared using unpaired Welch’s *t*-tests, ns = not significant (*p* > 0.05). **(g)** FFT-derived power spectral densities of spontaneous whole-brain Ca^**2**+^ activity in untreated and losartan-treated *ap3b2* CRISPants, plotted on a logarithmic scale. Solid lines indicate group means and shaded envelopes represent 95% confidence intervals across animals. **(h)** Comparison of integrated low-frequency spectral power density (0.01–1 Hz; (ΔF/F₀)^2^/Hz) between untreated (*N* = 9) and losartan-treated (10 mM, *N* = 10) *ap3b2* CRISPants. Individual data points on scatterplots represent single CRISPant tadpoles; horizontal bars denote group means and error bars indicate SEM. Statistical significance was assessed an unpaired Welch’s *t*-test, with the exact *p* value shown. **(i,j)** Distribution of CRISPR editing outcomes in untreated **(i)** and losartan-treated **(j)** CRISPant tadpoles, quantified by Sanger sequencing and TIDE analysis. Raw data and full statistical analyses are provided in Supplementary File S1.

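The 9 genes *il6st.L*, *tgfbr2.L*, *tgfbr2.S*, *tgfbr3.L*, *tgfbr3.S*, *ahr.L*, *ahr.S*, *wdfy3.S* and *cav1.L* were all lower in *ap3b2* CRISPant brains, also when adjusted over the list alone. The study chose the list on these samples, so this is not independent evidence. *tgfbr2.L*, on chromosome 6L from 51053852 to 51114977, fell from 2.70 ± 0.272 CPM (SD, n = 5) to 0.856 ± 0.611 CPM (SD, n = 4), a log2 fold change of -1.63 (SE 0.34, adjusted p = 0.00447 from edgeR's quasi-likelihood test). *tgfbr2.S*, on chromosome 6S from 41820930 to 41868131, had a log2 fold change of -1.42 (SE 0.29). *tgfbr3.S*, on chromosome 4S from 84220960 to 84329836, fell from 4.86 ± 1.16 CPM (SD, n = 5) to 1.47 ± 1.16 CPM (SD, n = 4), a log2 fold change of -1.71 (SE 0.39, adjusted p = 0.00594 from edgeR). In CRISPant replicate 4 its CPM was 3.20, apart from the 0.817 to 0.945 of the other CRISPant libraries. *tgfbr3.L* had a log2 fold change of -1.09 (SE 0.28, adjusted p = 0.00954 from edgeR). *ahr.L*, on chromosome 6L from 38227646 to 38318704, fell from 5.33 ± 1.59 CPM (SD, n = 5) to 1.65 ± 0.875 CPM (SD, n = 4), and *ahr.S*, on chromosome 6S from 30226139 to 30303942, fell from 4.70 ± 1.00 CPM (SD, n = 5) to 1.71 ± 0.613 CPM (SD, n = 4). *wdfy3.S* fell from 56.8 ± 10.2 CPM (SD, n = 5) to 25.6 ± 8.07 CPM (SD, n = 4), a log2 fold change of -1.14 (SE 0.20). Without CRISPant replicate 1, 5 of the 9 genes were still called, and *tgfbr3.L*, *il6st.L*, *wdfy3.S* and *cav1.L* were not.

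**Figure D3:**
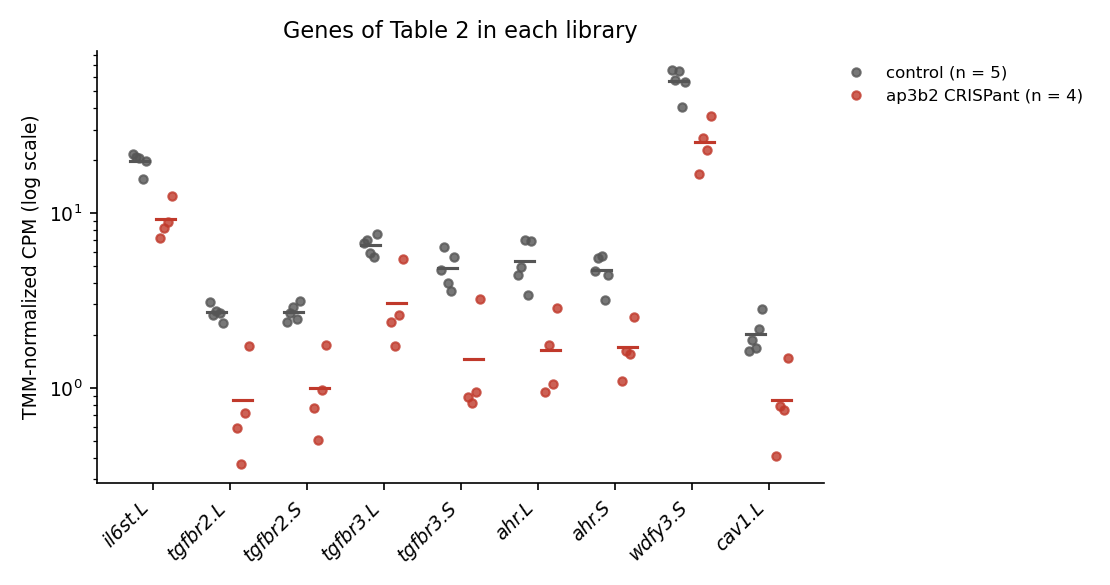
TMM-normalized CPM (log scale) of the genes of Table 2 in each control (n = 5) and *ap3b2* CRISPant (n = 4) library. Points are libraries and bars are group means. All 4 CRISPant libraries lie below all 5 controls for each gene.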

To see if there was evidence for this in our *ap3b2* CRISPR brain transcriptomes, we looked at several key anti-inflammatory regulators, including *tgfbr2*, *tgfbr3*, *il6st*, *ahr*, *wdfy3*, and *cav1*, each of which normally constrains CNS inflammatory signaling Table 2). Loss of TGFBR2/3 weakens canonical TGF-β–SMAD signaling, a pathway required to maintain microglia and astrocytes in a homeostatic, non-reactive state (41–44). Reduced IL6ST further diminishes STAT3-mediated cytokine negative feedback (45–47), while decreased AHR and WDFY3 remove important transcriptional and autophagic brakes on glial activation (48–51). Concurrent downregulation of *cav1* suggests impaired BBB stability, increasing susceptibility to peripheral inflammatory mediators (52, 53).

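*cav1.L*, on chromosome 3L from 74726213 to 74743430, had low counts, with 2.03 ± 0.485 CPM (SD, n = 5) in control and 0.858 ± 0.451 CPM (SD, n = 4) in *ap3b2* CRISPant libraries. The log2 fold change was -1.23 (SE 0.31, adjusted p = 0.0100 from edgeR's quasi-likelihood test). With each library left out in turn it lay between -1.64 and -0.99, the latter without CRISPant replicate 1.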

**Table 2:** Neuroinflammation-associated DEG downregulated in *ap3b2* CRISPant tadpole brains.

*X. laevis* gene	Human ortholog	Log_2_FC	*P*-value	FDR
*il6st.L*	*IL6ST*	−1.0822	0.0003	0.0098
*tgfbr2.L*	*TGFBR2*	−1.6293	0.0018	0.0133
*tgfbr2.S*		−1.4140	0.0002	0.0098
*tgfbr3.L*	*TGFBR3*	−1.0863	0.0056	0.0224
*tgfbr3.S*		−1.7020	0.0046	0.0203
*ahr.L*	*AHR*	−1.6638	0.0062	0.0236
*ahr.S*		−1.4367	0.0011	0.0115
*wdfy3.S*	*WDFY3*	−1.1333	0.0007	0.0105
*cav1.L*	*CAV1*	−1.2217	0.0014	0.0123

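Of the 7 homeologs *card9.L*, *ikbke.S*, *pstpip2.S*, *fosb.L*, *fosl1.S*, *gpr4.L* and *cfi.L*, 5 were tested and all 5 were higher, also when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. *fosl1.S* and *gpr4.L* were removed by the filter, with 0.586 ± 0.203 and 0.711 ± 0.244 CPM in controls (SD, n = 5) and 1.27 ± 0.396 and 1.64 ± 0.852 CPM in CRISPants (SD, n = 4). *card9.L*, on chromosome 8L from 4166993 to 4185047, rose from 12.21 ± 3.15 CPM (SD, n = 5) to 26.1 ± 11.9 CPM (SD, n = 4), a log2 fold change of 1.10 (SE 0.32, adjusted p = 0.0184 from edgeR's quasi-likelihood test). *fosb.L*, on chromosome 8L from 62622295 to 62640426, rose from 1.66 ± 0.666 CPM (SD, n = 5) to 3.91 ± 2.04 CPM (SD, n = 4), with a log2 fold change of 1.25 (SE 0.39, adjusted p = 0.0234 from edgeR). *cfi.L*, on chromosome 1L from 72561552 to 72581488, rose from 2.24 ± 0.803 CPM (SD, n = 5) to 4.52 ± 1.16 CPM (SD, n = 4), a log2 fold change of 1.02 (SE 0.25, adjusted p = 0.00848 from edgeR). *pstpip2.S* had a log2 fold change of 1.09 (SE 0.39, adjusted p = 0.0399 from edgeR). Its CPM in CRISPant replicate 4 was 2.06, within the range of the controls and apart from the 4.93 to 5.73 of the other CRISPants. These calls lay close to the threshold. None of the 5 was called without CRISPant replicate 1 (0 of 5, with log2 fold changes of 0.83 or more in every fit that left out 1 library), and 1 was called with 1 surrogate variable in the fit.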

In parallel, several potent pro-inflammatory genes were upregulated (Table 3), including *card9*, *ikbke*, *pstpip2*, *fosb*, *fosl1*, *gpr4* and *cfi*, which, respectively, activate NF-κB, interferon, AP-1, complement and endothelial inflammatory pathways (54–61). Together, this pattern reflects a shift from protective, TGF-β–dependent immune homeostasis toward a state of heightened innate immune activation. Thus, downregulation of TGF-β signaling components, combined with induction of cytokine- and danger-associated transcripts, provides a mechanistic framework by which disrupted Ap3b2 function may predispose the developing brain to persistent, TGF-β–associated neuroinflammation (Figure 7a).

**Table 3:** Neuroinflammation-associated genes upregulated in *ap3b2* CRISPant tadpole brains.

***X. laevis* gene**	Human ortholog	Log2FC	*P*-value	FDR
*card9.L*	*CARD9*	1.1067	0.0064	0.0239
*ikbke.S*	*IKBKE*	1.0658	0.0000	0.0098
*pstpip2.S*	*PSTPIP2*	1.1003	0.0144	0.0401
*fosb.L*	*FOSB*	1.2522	0.0127	0.0369
*fosl1.S*	*FOSL1*	1.1257	0.0031	0.0168
*gpr4.L*	*GPR4*	1.2102	0.0097	0.0307
*cfi.L*	*CFI*	1.0237	0.0014	0.0124

To test whether targeting TGF-β associated inflammatory signaling could mitigate the seizure phenotype observed in *ap3b2* CRISPants, tadpoles were treated with 10 mM losartan and assessed using behavioral and Ca^2+^ imaging assays (Figure 7). The addition of individual paired measurements demonstrated decreased swim velocity of 9/11 *ap3b2* CRISPant tadpoles following a 1 h treatment with 10 mM losartan (Figure 7b, mean velocity 0.41+/−0.13 mm/s before treatment and 0.11+/−0.03 mm/s after treatment, *p* = 0.02). Embryo sequencing from this batch of CRISPants confirmed high editing efficiency (~76%). For assessment of Ca^2+^ signaling, it was not possible to use the same tadpoles, so *ap3b2* CRISPants were arbitrarily assigned to treatment (10 tadpoles) or control (9 tadpoles) groups.

GCaMP6S live Ca^2+^ imaging appeared to show a partial suppression of abnormal activity in the losartan treated group (Figure 7d, Supplementary Video S3, and Supplementary Figures S9, S10). Further analysis of the Ca^2+^ imaging data confirmed that untreated *ap3b2* CRISPant brains discharged frequent, high amplitude Ca^2+^ events, as previously shown. While the losartan treated group generated 31% fewer such events (control mean 3.33 ± 0.87; treated mean 2.30 ± 0.73), this did not represent a significant reduction (*p* = 0.256; Figure 7e). Similarly, although the amplitudes of the losartan treated group Ca^2+^ events (ΔF/F₀%) were on average 28% lower than in untreated *ap3b2* CRISPants (control mean 10.17 +/− 2.56; treated mean 7.32 +/− 2.14), the effect was not significant (*p* = 0.289, Figure 7f). Group-averaged power spectral density curves (Figure 7g, 0.01–1 Hz), indicated that losartan-treated *ap3b2* CRISPants tend to show less slow calcium fluctuations. Total spectral power was 60% lower in the treated group (control mean 0.508 +/− 0.124; losartan treated mean 0.230 +/− 0.047; *p* = 0.061; Figure 7h). Analysis of CRISPR/Cas9 editing outcomes revealed no difference in editing efficiencies and indel distributions between untreated and losartan-treated *ap3b2* CRISPants (Mann–Whitney test, *p* = 0.39, Figures 7i,j and Supplementary Figure S11). The observed significant reduction in swimming velocity following losartan treatment of individual tadpoles, together with a trend of decreased seizure-like brain activity, measured through live Ca^2+^ monitoring of equivalent *ap3b2* CRISPant groups, suggests that targeting neuroinflammatory pathways may have beneficial effects in reducing seizure activity in DEE48.

## 4 Discussion

### 4.1 Ap3b2 loss of function generates a robust DEE48-like phenotype in *X. laevis* tadpoles

We set out to mimic the homozygous loss of function variants found in human patients with DEE48, using F_0_ CRISPant tadpoles. While these tadpoles are mosaic, greater than 80% of *ap3b2. S* genes were found to be edited on average. Two thirds of edits are predicted to result in a truncating frameshift, seen in some patients, and the remainder correspond to a 12 bp in-frame deletion, of unknown consequence, but located in the conserved AP3B1-C terminal domain. Because *AP3B2*-associated DEE48 is an autosomal-recessive disorder, the observed robust phenocopy in tadpoles strongly suggests that loss of these four amino acids is also pathogenic. Disruption of the *X. laevis ap3b2* homeologue produced a behavioral and neurophysiological phenotype that parallels the clinical presentation of DEE48. *ap3b2* CRISPant tadpoles exhibited increased mean swimming velocity, more time spent darting, behavioral signatures strongly reminiscent of the seizure-like motor episodes reported in individuals with biallelic AP3B2 loss-of-function variants (7–10). Seizures and hyperactivity were also reported in an *ap3b2^−/−^* mouse model (15), suggesting functional conservation at least across vertebrates. Ca^2+^ imaging of brain activity revealed increased occurrence of spontaneous, large-amplitude, prolonged Ca^2+^ transients and elevated interhemispheric synchrony consistent with network hyperexcitability characteristic of epileptic encephalopathy.

AP3B2 encodes the neuron-specific *β*-subunit of the adaptor protein-3 (AP-3) complex, required for synaptic vesicle and endolysosomal cargo trafficking. In mice, selective loss of neuronal AP-3B alone is sufficient to cause spontaneous seizures and increased seizure susceptibility in the absence of gross brain malformations, driven by disturbed synaptic vesicle function (15). Together with human genetic evidence, these findings have established defective synaptic vesicle trafficking as a core pathogenic mechanism underlying AP3B2-associated DEE. Consistent with this model, increased spontaneous brain activity and interhemispheric synchrony observed in *ap3b2* CRISPant tadpole brains likely arises from a primary synaptic trafficking defect that disrupts inhibitory–excitatory balance during critical periods of neural circuit assembly.

Our results also align with a growing body of work demonstrating the translational power of rapid *in vivo* CRISPR-based modelling of rare genetic epilepsies in aquatic vertebrates. CRISPR targeted *spout1* disruption in zebrafish resulted in epileptiform activity and neurodevelopmental abnormalities akin to those found in patients with compound heterozygous mutations in SPOUT1, confirming pathogenicity (62). In the *neuroD2* (DEE72) haploinsufficient CRISPant model, spontaneous seizure-like behavior and increased neural activity were observed despite preserved gross brain morphology (19), a pattern strikingly recapitulated in the *ap3b2*^−/−^ (mosaic) CRISPants. The *ap3b2. S* CRISPant model therefore joins a growing class of vertebrate DEE systems in which targeted gene perturbation directly yields a reproducible encephalopathic phenotype, strengthening genotype–phenotype interpretation for rare variants. The early accessibility of both zebrafish and *Xenopus* CRISPant models highlights these model organisms as powerful platforms for interrogating early disease mechanisms and evaluating candidate modifiers in DEE.

### 4.2 *ap3b2* loss reveals early blood–brain barrier fragility and suggests altered neuroinflammation

Early BBB dysfunction is increasingly recognized as a key contributor to seizure susceptibility and epileptogenesis. Increased BBB permeability permits serum proteins, ions, and inflammatory mediators to enter the brain parenchyma, disrupting astrocytic regulation of potassium and glutamate homeostasis and promoting network hyperexcitability (63). In pediatric epilepsies, BBB instability correlates with higher seizure burden and drug resistance, supporting the view that barrier dysfunction is a driver of disease severity rather than a secondary consequence (64). Because the developing brain is particularly sensitive to neurovascular disruption, even transient BBB opening may have lasting effects on circuit maturation and seizure risk (65).

A striking phenotype in *ap3b2* CRISPants was the rapid and pronounced leakage of the low–molecular-weight tracer sodium fluorescein from the ventricular system, when compared to unedited siblings, indicating early and severe BBB compromise. We hypothesize that in *ap3b2* CRISPants, early and severe BBB compromise permits rapid efflux of sodium fluorescein from the ventricular system into the systemic circulation, from where it is filtered out by the pronephros (larval kidney). Although direct tracking of intracerebrally injected fluorescein to the kidney is rarely reported, BBB breakdown in mammalian and aquatic models consistently enables rapid redistribution of barrier-restricted solutes between brain and blood (66, 67).

This physiological defect was strongly supported by transcriptomic data showing coordinated downregulation of endothelial solute carriers, transporters, adhesion molecules, and tight-junction–associated genes. The rapid leakage followed by accelerated washout is consistent with early, high-velocity barrier failure rather than gradual diffusion, suggesting that BBB integrity is compromised almost immediately upon dye entry. Furthermore, transcriptome analysis of *ap3b2* CRISPant brains found that genes associated with the BBB were overrepresented in the set of down-regulated differentially expressed genes. These genes included solute carriers, endothelial transporters, adhesion molecules, and tight-junction components such as cldn11. 

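Of a list of 60 endothelial gene copies, 53 were tested and 10 of them were lower at both thresholds, and none was higher. At the FDR threshold alone, 21 were lower and 2 higher. Log2 fold changes in the list ran from -1.70 to 0.37. The 15 genes that the supplementary file lists as hits of transport across the blood-brain barrier each had at least 1 homeolog among the lower genes. None of *slc11a2*, *abcg1*, *cldn11*, *flt1* and *kdrl* is among those hits.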

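The copies of *cldn11* differed. *cldn11.S* fell from 8.92 ± 2.93 CPM (SD, n = 5) to 3.17 ± 2.19 CPM (SD, n = 4), a log2 fold change of -1.48 (SE 0.44, adjusted p = 0.0201 from edgeR's quasi-likelihood test), and lay below every control in 3 of the 4 *ap3b2* CRISPant libraries. It did not pass the threshold without CRISPant replicate 2 or without CRISPant replicate 3. *cldn11.L*, the more abundant copy, fell from 24.3 ± 4.14 CPM (SD, n = 5) to 18.4 ± 3.22 CPM (SD, n = 4), a log2 fold change of -0.39 (SE 0.15, adjusted p = 0.0492 from edgeR), which is below a 2-fold change. Whether the copies differ in their response was not tested.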

Similar patterns are characteristic of epileptogenic tissue and experimental seizure models (68, 69). Consistent with these molecular changes, *ap3b2* CRISPants exhibited rapid sodium fluorescein leakage despite grossly normal brain morphology, indicating impaired barrier integrity. Together, these data suggest that AP3B2 loss disrupts neurovascular maturation, creating a permissive environment for aberrant extracellular signaling and reduced homeostatic control. A similarly less robust BBB was demonstrated in our recent model of DEE72 (19), suggesting a common mechanism leads to this phenotype. Beyond DEE48 and DEE72 tadpole models, the mechanistic relevance of BBB dysfunction is supported by work in other developmental and experimental epilepsy models. In the developing brain, even transient BBB opening has been shown to have disproportionate effects on circuit maturation and seizure susceptibility, reflecting the heightened vulnerability of the immature neurovascular unit (65). Consistent with this, rodent epilepsy studies demonstrate that brief or intermittent BBB disruption is sufficient to permit serum proteins and inflammatory mediators to enter the brain parenchyma and initiate astrocytic activation, impaired ion homeostasis, and persistent network hyperexcitability, even after barrier integrity is restored (70). Although direct assessment of BBB integrity remains limited in rodent models of monogenic DEEs, these findings support the interpretation that the rapid, transient BBB leakage observed here is mechanistically relevant and may represent an underappreciated contributor to circuit instability in genetically driven epilepsies. It is not yet known whether BBB leakiness is a cause or effect of seizure activity, but this commonality points towards the latter.

Currently is it not known whether human DEE patients also have a compromised BBB, but the broader epilepsy literature strongly supports this interpretation. Across neonatal hypoxic–ischaemic injury, traumatic brain injury, and drug resistant epilepsy, early BBB opening permits albumin and cytokine entry into the brain, triggering astrocytic activation, impaired ion buffering, and downstream network hyperexcitability (71–73). Albumin-driven activation of TGF-*β* signaling in astrocytes is a well-established ictogenic mechanism, and blockade of this pathway prevents epileptogenesis in multiple experimental models (74, 75).

In human patients with DEE, infantile spasms are often among the first seizure types detected. It has long been the custom to treat infantile spasms with ACTH or steroid therapy, which offers a drastic but often effective solution to neuroinflammation, and the resulting damage to developing brains, that comes with unrelenting seizure activity. More generally, the role of neuroinflammation in epilepsy is emerging as an important but often overlooked potential therapy target (76). 

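*ikbke.S*, on chromosome 2S from 63495082 to 63533252, rose from 9.55 ± 0.868 CPM (SD, n = 5) in control to 19.8 ± 5.01 CPM (SD, n = 4) in *ap3b2* CRISPant libraries, with no overlap between the groups. The log2 fold change was 1.06 (SE 0.16). The adjusted p from edgeR's quasi-likelihood test was the smallest that any gene reached, a value that other genes shared, *gabra2.S* and *kcnt1.L* among them. With each library left out in turn, the log2 fold change lay between 0.96 and 1.23, and it fell under the 2-fold threshold without CRISPant replicate 1.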

While we did not find neuroinflammatory pathways to be overrepresented in our transcriptome analyses of *ap3b2* CRISPant brains, *ikbke.S* was one of the most significantly up-regulated genes, prompting us to look for other DEG associated with neuroinflammation (Tables 2, 3). Additionally, *ap3b2* CRISPants brains showed significant transcriptomic suppression of multiple components associated with TGF-β responsiveness, including of *tgfbr2, tgfbr3, il6st* and *skil.* Although inflammatory activation was not directly measured, these pathways are repeatedly implicated in seizure susceptibility, BBB stability, and neurovascular regulation (68, 77). 

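*skil.L*, on chromosome 5L from 119086937 to 119108115, fell from 35.0 ± 7.54 CPM (SD, n = 5) to 11.9 ± 5.66 CPM (SD, n = 4), a log2 fold change of -1.54 (SE 0.28, adjusted p = 0.00304 from edgeR's quasi-likelihood test). *skil.S*, on chromosome 5S from 98777991 to 98803607, fell from 16.4 ± 3.63 CPM (SD, n = 5) to 4.86 ± 2.01 CPM (SD, n = 4), a log2 fold change of -1.74 (SE 0.26). Control replicate 4 was the lowest control for both copies, at 22.0 and 10.08 CPM. *il6st.L*, on chromosome 1L from 208351223 to 208417480, fell from 19.7 ± 2.42 CPM (SD, n = 5) to 9.21 ± 2.29 CPM (SD, n = 4). *il6st.S* passed the FDR but not the 2-fold threshold, with a log2 fold change of -0.96 (SE 0.19, adjusted p = 0.00355 from edgeR).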

The convergence of reduced TGF-β–associated signaling, BBB dysfunction, and network hyperexcitability suggests a coordinated failure of neuronal, glial, and vascular regulatory systems rather than isolated defects.

The convergence of BBB leakage, suppression of neurovascular regulatory genes, and increased and hypersynchronous neural activity supports a model in which AP3B2 loss creates a permissive environment for persistent hyperexcitability during development. The shared neurovascular phenotype observed across DEE48 and DEE72 *Xenopus* models further highlights BBB fragility as a conserved mechanistic vulnerability in genetically driven epileptic encephalopathies, with important implications for understanding disease severity and therapeutic responsiveness.

### 4.3 Coordinated transcriptomic changes link molecular, behavioral, and Ca^2+^ imaging phenotypes

Transcriptomic studies across human epilepsy and experimental seizure models consistently show that epileptic encephalopathies are associated with broad, coordinated disruption of neuronal, glial, immune, and vascular gene networks rather than isolated pathway defects. Large-scale RNA sequencing of epileptic tissue reveals widespread suppression of neuronal and synaptic programs alongside changes in immune and vascular signaling (78–80) indicating that seizure phenotypes reflect systems-level transcriptional reprogramming. Importantly, accumulating evidence demonstrates that seizures and epileptiform activity themselves can precede and drive widespread transcriptional changes across multiple brain cell types, highlighting that such transcriptomic alterations may represent both contributors to disease mechanisms and downstream consequences of epileptic activity (81–83).

Whole-brain RNA sequencing revealed a strongly directional transcriptional response dominated by downregulation of genes governing inhibitory neurotransmission, ion transport, axon guidance, cell adhesion, endothelial transport, and neuroactive ligand–receptor signaling. This pattern closely mirrors transcriptomic signatures reported in human epilepsy, including reduced expression of GABA receptor subunits, glutamate transporters, and potassium channels (78, 84). In *ap3b2* CRISPants, suppression of *gabra1/2, gabrb1/2/3, gabrg2, slc1a2/6*, and multiple *kcn* family members provides a molecular correlate for the hyperexcitable and hypersynchronous Ca^2+^ dynamics observed *in vivo*. 

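The glutamate transporter gene *slc1a2.L*, on chromosome 4L from 7872887 to 7919471, fell from 271 ± 43.4 CPM (SD, n = 5) to 118 ± 35.6 CPM (SD, n = 4), a log2 fold change of -1.19 (SE 0.18), and *slc1a6.L*, on chromosome 1L from 110953710 to 110985399, fell from 64.7 ± 13.5 CPM (SD, n = 5) to 23.3 ± 7.61 CPM (SD, n = 4), a log2 fold change of -1.47 (SE 0.22). *slc1a2.S* and *slc1a6.S* had log2 fold changes of -1.06 and -1.30. Of the potassium channel genes, 60 were lower and 10 higher at the FDR threshold. Below 0 were 96 of the 137 under TMM scaling, 99 with DESeq2's size factors, 95 with upper-quartile scaling and 107 under library size alone.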

Beyond neurotransmission, extensive downregulation of axon-guidance and neurodevelopmental pathways indicates disruption of early circuit assembly and refinement. Many DEE-associated genes converge on pathways regulating neuronal migration, axon growth, and synaptogenesis (85), and our findings suggest that AP3B2 loss perturbs developmental wiring processes, either resulting from, or independent of, synaptic vesicle trafficking. This developmental instability likely contributes to the persistent network-level hyperexcitability detected by Ca^2+^ imaging.

Importantly, since DEE is a genetically diverse but clinically identifiable umbrella disorder, we found many down regulated genes in *ap3b2* CRISPant brains that are associated with DEE. 

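The 11 DEE symbols *cdk19*, *gabra2*, *gabrb1*, *gabrb2*, *grin2b*, *kcna2*, *kcnh5*, *kcnt1*, *slc1a2*, *slc25a22* and *synj1* stand for 21 homeologs in the table, all of which were tested. All 21 had a log2 fold change below 0, 20 passed the FDR threshold and 16 passed both thresholds, so that each of these symbols had at least 1 copy called. The count was also 16 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *grin2b.L*, on chromosome 4L from 111136371 to 111417735, had the largest fall outside the GABA-A receptor genes, from 22.4 ± 4.93 CPM (SD, n = 5) to 7.37 ± 3.00 CPM (SD, n = 4), a log2 fold change of -1.59 (SE 0.25). The copies that were not called were *cdk19.S*, *gabra2.S*, *kcna2.S*, *kcnt1.L* and *synj1.L*. Of these, *cdk19.S* (log2 fold change -0.23, adjusted p = 0.0551 from edgeR's quasi-likelihood test) did not pass the FDR threshold. Many of the calls lay close to the 2-fold threshold. Without CRISPant replicate 1, 12 homeologs were called, and with the trend with gene span removed, an alternative chosen after seeing the data, 12 were. Control replicate 4 was the lowest control for all 21 homeologs, among which it stood apart from the other controls for *cdk19.L*, *slc1a2.S*, *slc25a22.S* and 4 GABA-A receptor genes.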

In total, 17 DEE-associated genes were identified by Enricher-GO analysis of the down regulated DEG list: *arhgef9* (DEE8), *cdk19* (DEE87), *gabra1* (DEE19), *gabra2* (DEE78), *gabrb1* (DEE45), *gabrb2* (DEE92), *gabrb3* (DEE43), *gabrg2* (DEE74), *grin2b* (DEE27), *hcn1* (DEE24), *kcna2* (DEE32), *kcnb1* (DEE26), *kcnh5* (DEE112), *kcnt1* (DEE14), *slc1a2* (DEE41), *slc25a22* (DEE3) and *synj1* (DEE53). This illustrates the underlying common causes of DEE and may mean that therapies found to work in one DEE may well work in others, even when no known direct link has been found.

### 4.4 Losartan provides partial rescue in two DEE models, suggesting potential for new approaches to treatment

Acute losartan treatment produced a reproducible but incomplete improvement in the *ap3b2* CRISPant phenotype. Behaviorally, losartan significantly reduced hyperlocomotion, and this was empowered by being able to use the same tadpoles before and after treatment. Due to the technical limitations of immobilizing tadpoles long term, effects on individual Ca^2+^ event amplitude, frequency, and spectral power could only be compared between equivalent cohorts. While we observed a trend towards less overt Ca^2+^ events, the differences between groups and were not significant.

The relevance of losartan in this context lies in its capacity to modulate neurovascular and homeostatic pathways rather than directly targeting synaptic excitability. Losartan enhances thrombospondin-1–dependent activation of latent TGF-*β* (86), a signaling axis repeatedly implicated in seizure susceptibility in the setting of BBB dysfunction (63). In the present study, transcriptomic suppression of multiple components associated with TGF-β responsiveness, including *tgfbr2* and *tgfbr3*, coincided with rapid sodium fluorescein leakage, indicating impaired BBB integrity. Rather than demonstrating overt neuroinflammation, our data support a state in which developing neural circuits are rendered more vulnerable to dysregulated vascular and immune influences. Losartan’s partial efficacy therefore could be explained by stabilization of this permissive pathological environment, rather than correction of the primary synaptic trafficking defect caused by AP3B2 loss.

We previously showed that losartan was effective in reducing seizures in the *X. laevis neurod2* (DEE72) CRISPant tadpole model (19), suggesting that TGF-*β*–associated pathways represent a shared downstream vulnerability across genetically distinct DEEs. Our findings are also concordant with evidence from other epilepsy models and from clinical studies. In rodent seizure models, losartan reduces BBB permeability and seizure burden (87, 88), while epidemiological studies report a reduced incidence of epilepsy among patients treated with angiotensin II receptor blockers, particularly losartan (89). At the same time, the absence of anticonvulsant effects in *ex vivo* human cortical tissue (90) underscores that losartan does not act as a conventional anti-seizure medication, and that its efficacy depends on engagement of intact neurovascular and immune-modulatory mechanisms.

Taken together, our data indicate that AP3B2-deficient networks retain sensitivity to pharmacological modulation of downstream regulatory pathways. Although the rescue observed here is partial and acute, the responsiveness to losartan identifies TGF-β–linked neurovascular mechanisms as functionally relevant modifiers of network instability in this DEE48 model. In this light, epidemiological evidence linking angiotensin II receptor blocker use, particularly losartan, to a reduced incidence of new-onset epilepsy (91) provides independent support for the therapeutic relevance of targeting neurovascular and homeostatic pathways in epileptic encephalopathies.

## 5 Conclusions and limitations of the study

This work demonstrates that loss of 80–85% of Ap3b2 in *X. laevis* tadpoles is sufficient to generate a robust DEE48-like phenotype, characterized by seizure-like behavior, increased neural activity and interhemispheric synchrony and early blood–brain barrier leakage. Whole-brain transcriptomics revealed coordinated downregulation of inhibitory synaptic components, ion channels, axon-guidance pathways, and neuroinflammatory genes, providing a mechanistic framework that links AP3B2 deficiency to circuit instability and BBB fragility. The behavioral normalization achieved with acute losartan treatment highlights the potential therapeutic relevance of targeting TGF-β–associated neuroinflammatory mechanisms. While our results support the use of *Xenopus* CRISPants as a rapid, integrative model for dissecting genetic DEE, several limitations should be noted. F₀ CRISPant tadpoles are both mosaic and carry varying levels of overall editing, with the variability on genotype likely contributing to variability in phenotype severity. Generating stable mutant lines would reduce such variability, but the severity of the human DEE phenotypes suggests raising and maintaining these could be challenging. RNA-seq was performed on whole brains, limiting cell-type resolution, and pooling of brains to create large enough samples could also reduce power. Although transcriptomic analyses revealed strong enrichment of axon guidance pathways, we did not directly assess axonal development or tract organization in this study; future work incorporating anatomical and imaging-based approaches will be required to test this prediction. Losartan was assessed only acutely and at a single developmental stage and dose (albeit based on previous testing in another model), so the practicality of using it therapeutically in DEE remains untested. In addition, while losartan normalized behavioral phenotypes, its effects on the expression of BBB- and immune-related genes were not directly assessed in this study. Targeted analyses of candidate pathways following losartan treatment will be an important direction for future work to further define whether behavioral rescue is accompanied by molecular normalization of neurovascular and inflammatory signaling. Finally, while *Xenopus* provides rapid access to early neurodevelopmental mechanisms, complementary studies will be essential to confirm the translational relevance of these findings.

## Data Availability

All data supporting the conclusions of this study are available from public repositories, or in the supporting information. Videos, summary datasets and supporting analyses can be found in the supplementary section. Raw and processed RNA-sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession GSE312492. The calcium imaging analysis pipeline through Zenodo (DOI: https://doi.org/10.5281/zenodo.17931981).

# Supplementary material for: Seizures, increased interhemispheric synchrony, altered brain transcriptomics and a leaky blood–brain barrier result from loss of ap3b2 in a CRISPR tadpole model of DEE48
**Source:** Front Neurol. 2026 Mar 23;17:1777738. doi: 10.3389/fneur.2026.1777738
**Supplement:** Supplementary file 5

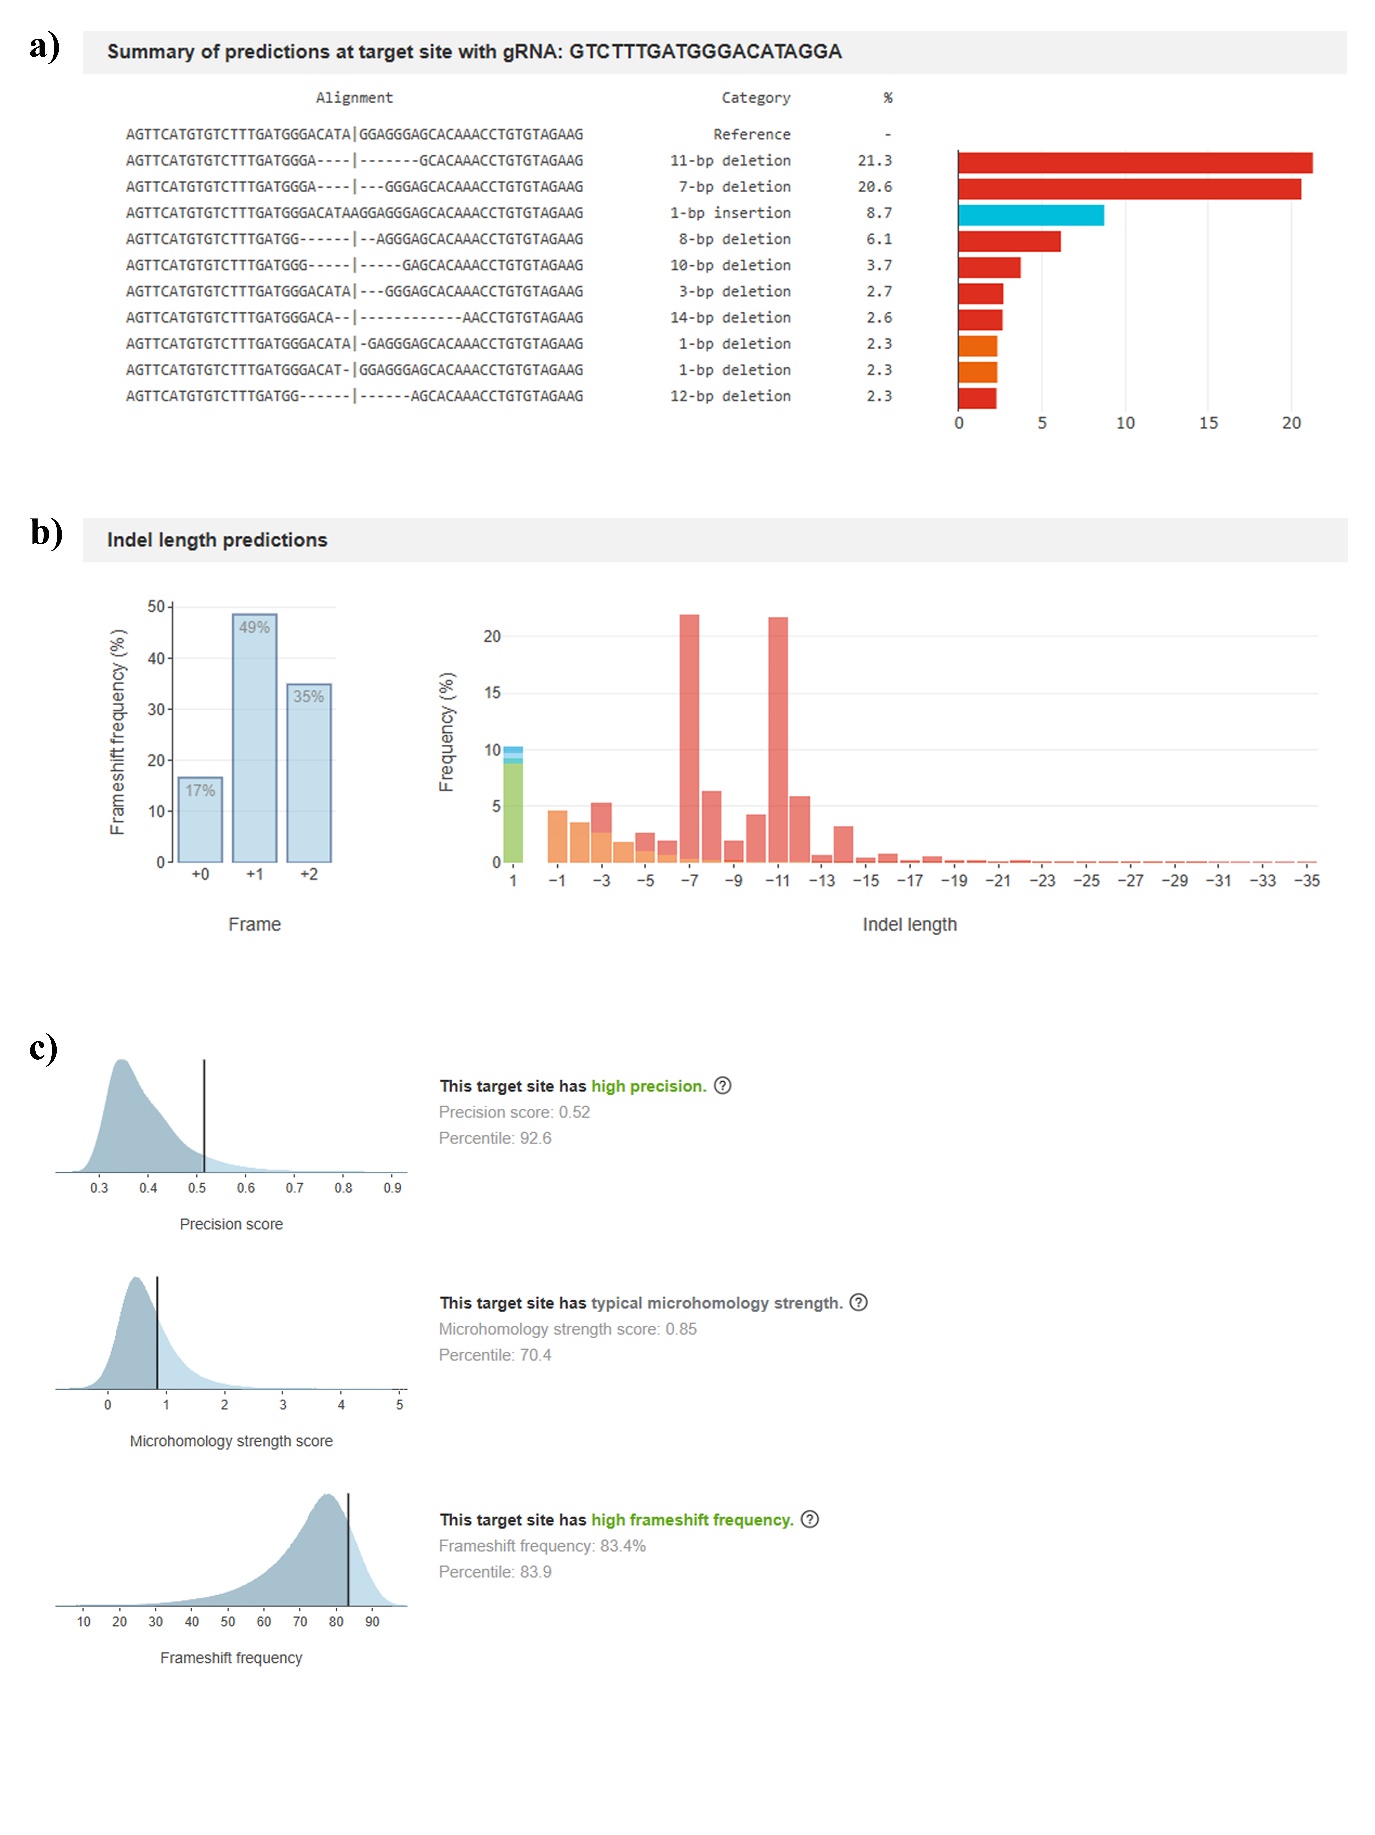

Figure S 1. InDelphi predictions ap3b2.S sgRNA 2.

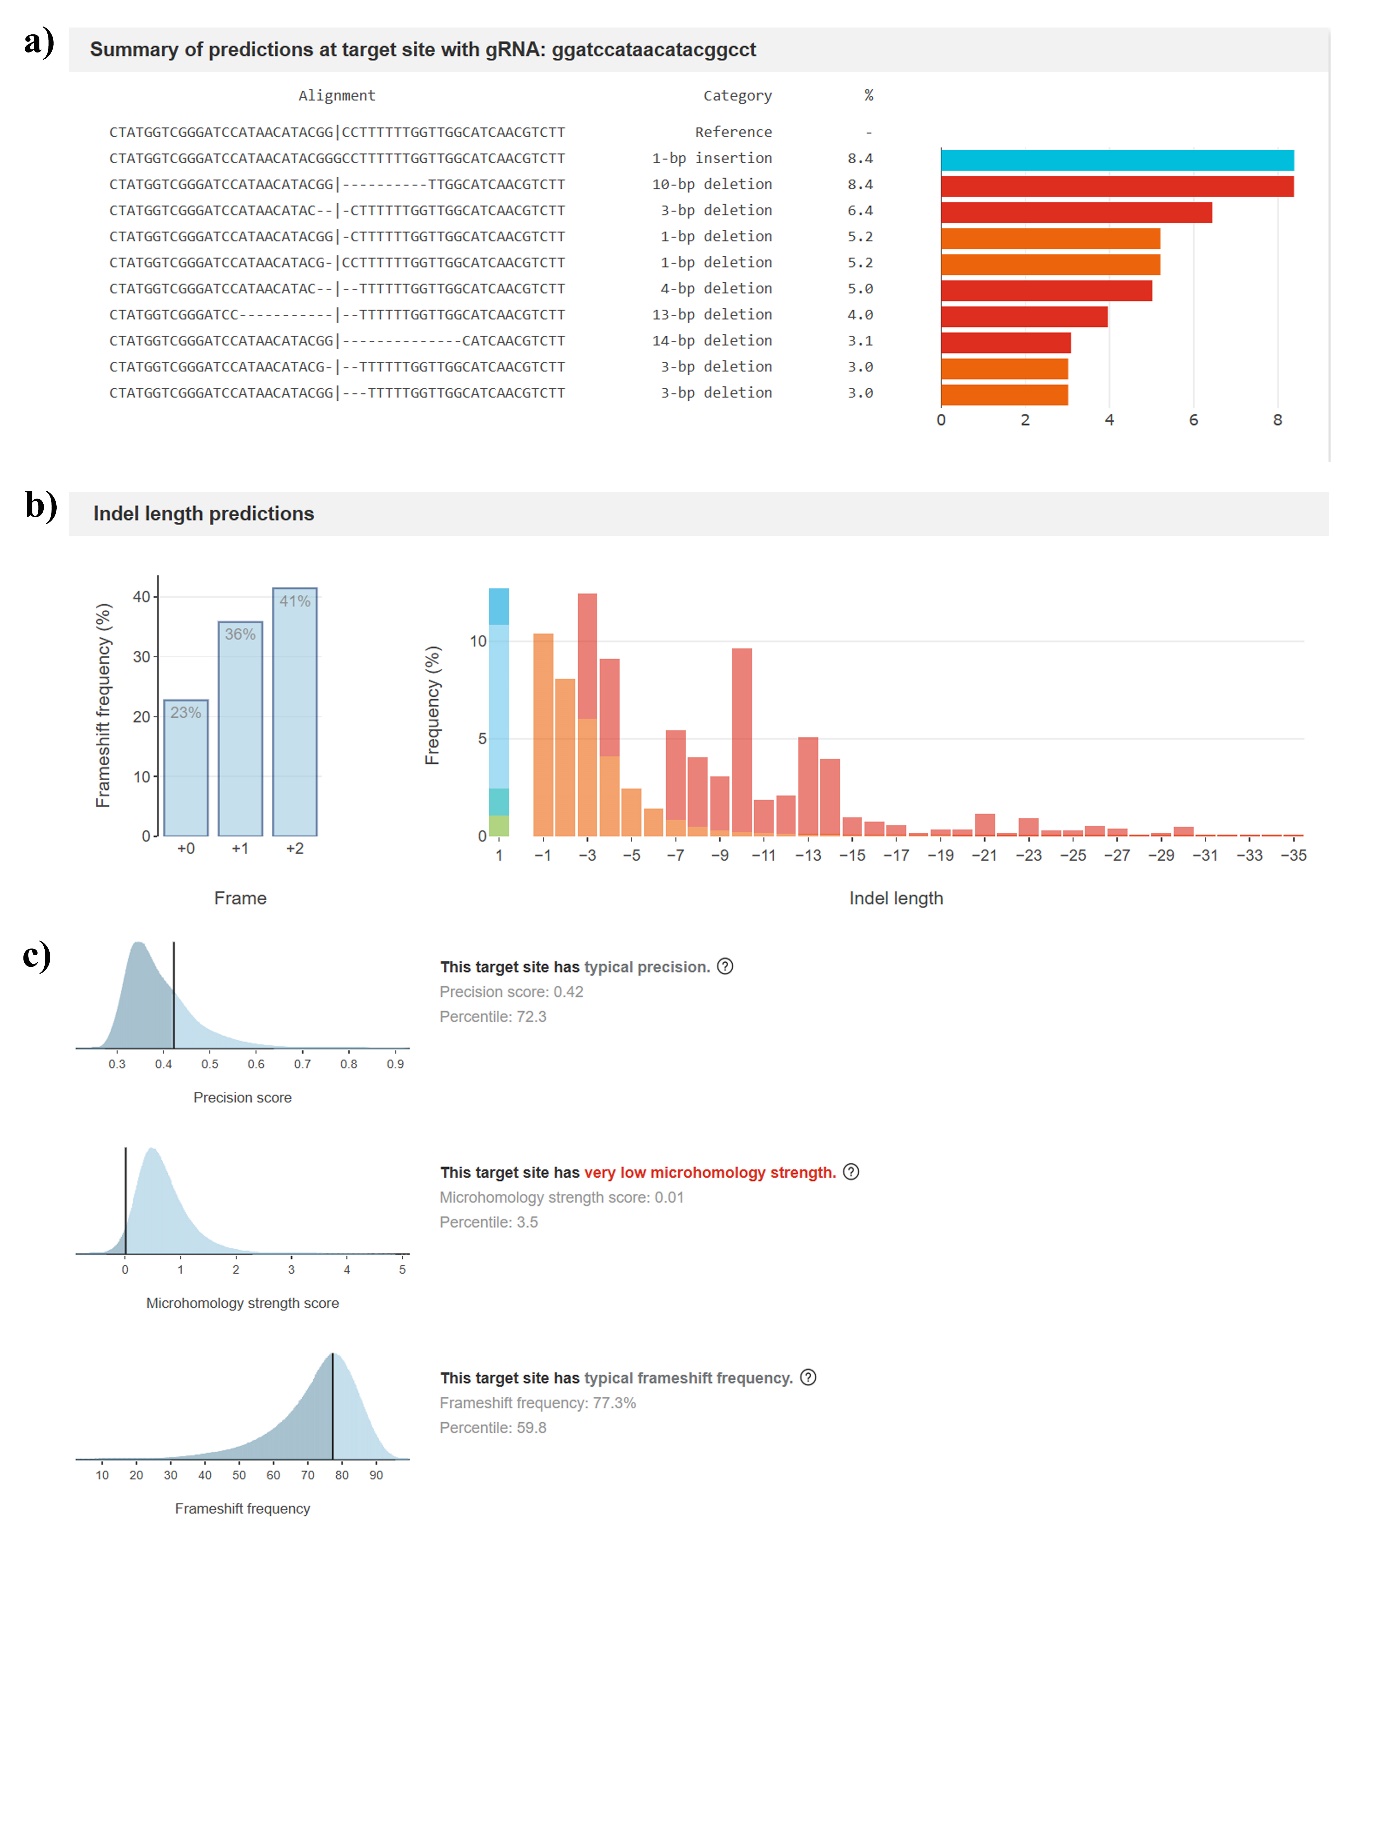

Figure S 2. InDelphi predictions ap3b2.S sgRNA 3.

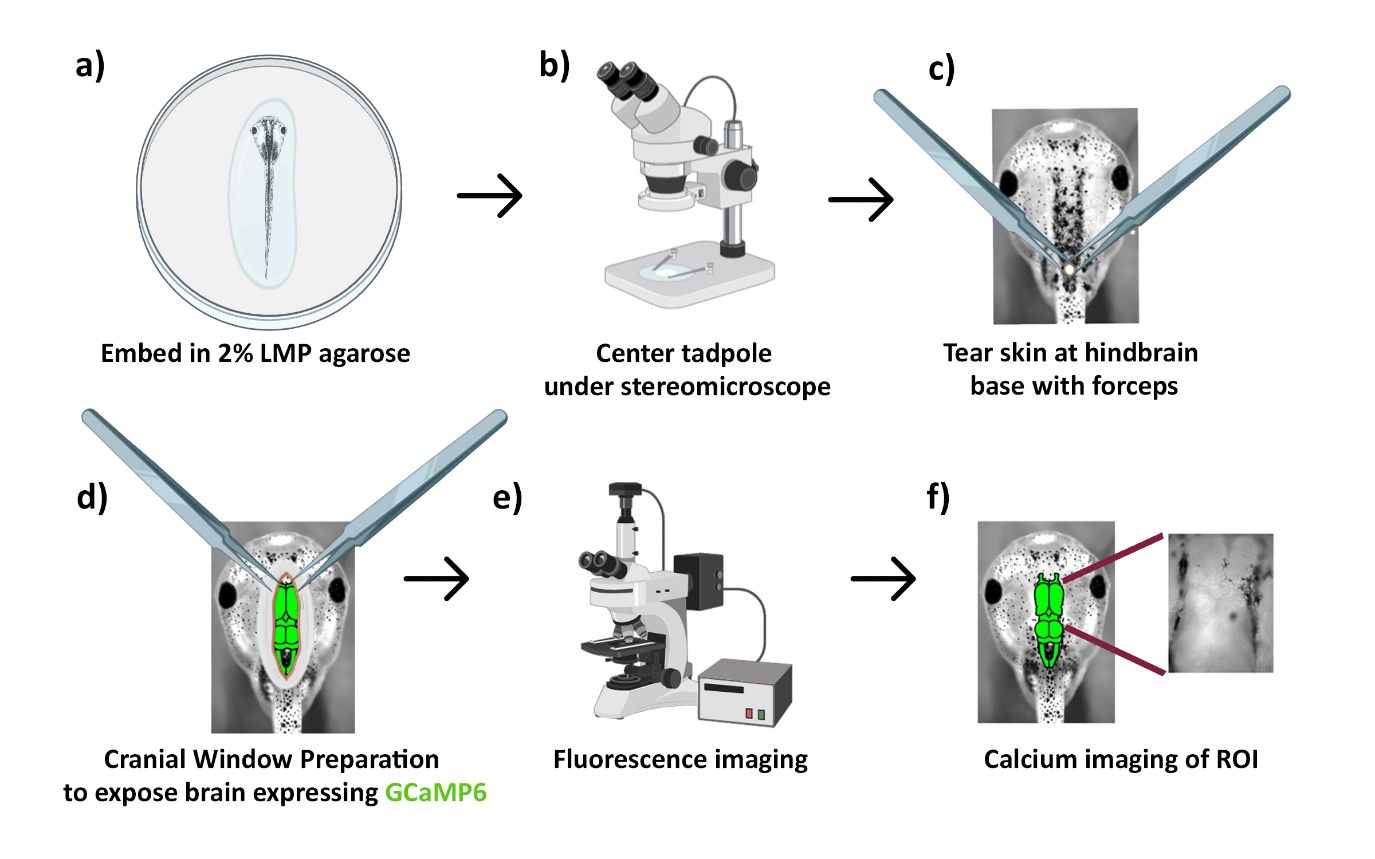

Figure S 3. Workflow for cranial window preparation and calcium imaging in Xenopus tadpoles. a) Tadpole embedded dorsal-up in 2% LMP agarose with nares/mouth free. b) Specimen centered under a stereomicroscope. c) Initial skin tear at the hindbrain base using fine forceps (Dumont #5). d) Cranial window preparation: skin is peeled anteriorly to expose the dorsal brain (hindbrain → midbrain → forebrain) expressing GCaMP6s. e) Transfer to the fluorescence microscope for imaging. f) Calcium imaging of defined brain regions (ROIs); inset illustrates a representative field used for time-series extraction. Arrows indicate the order of operations. Created in BioRender. Banerjee, S. (2026) <https://BioRender.com/1m35lxo>.

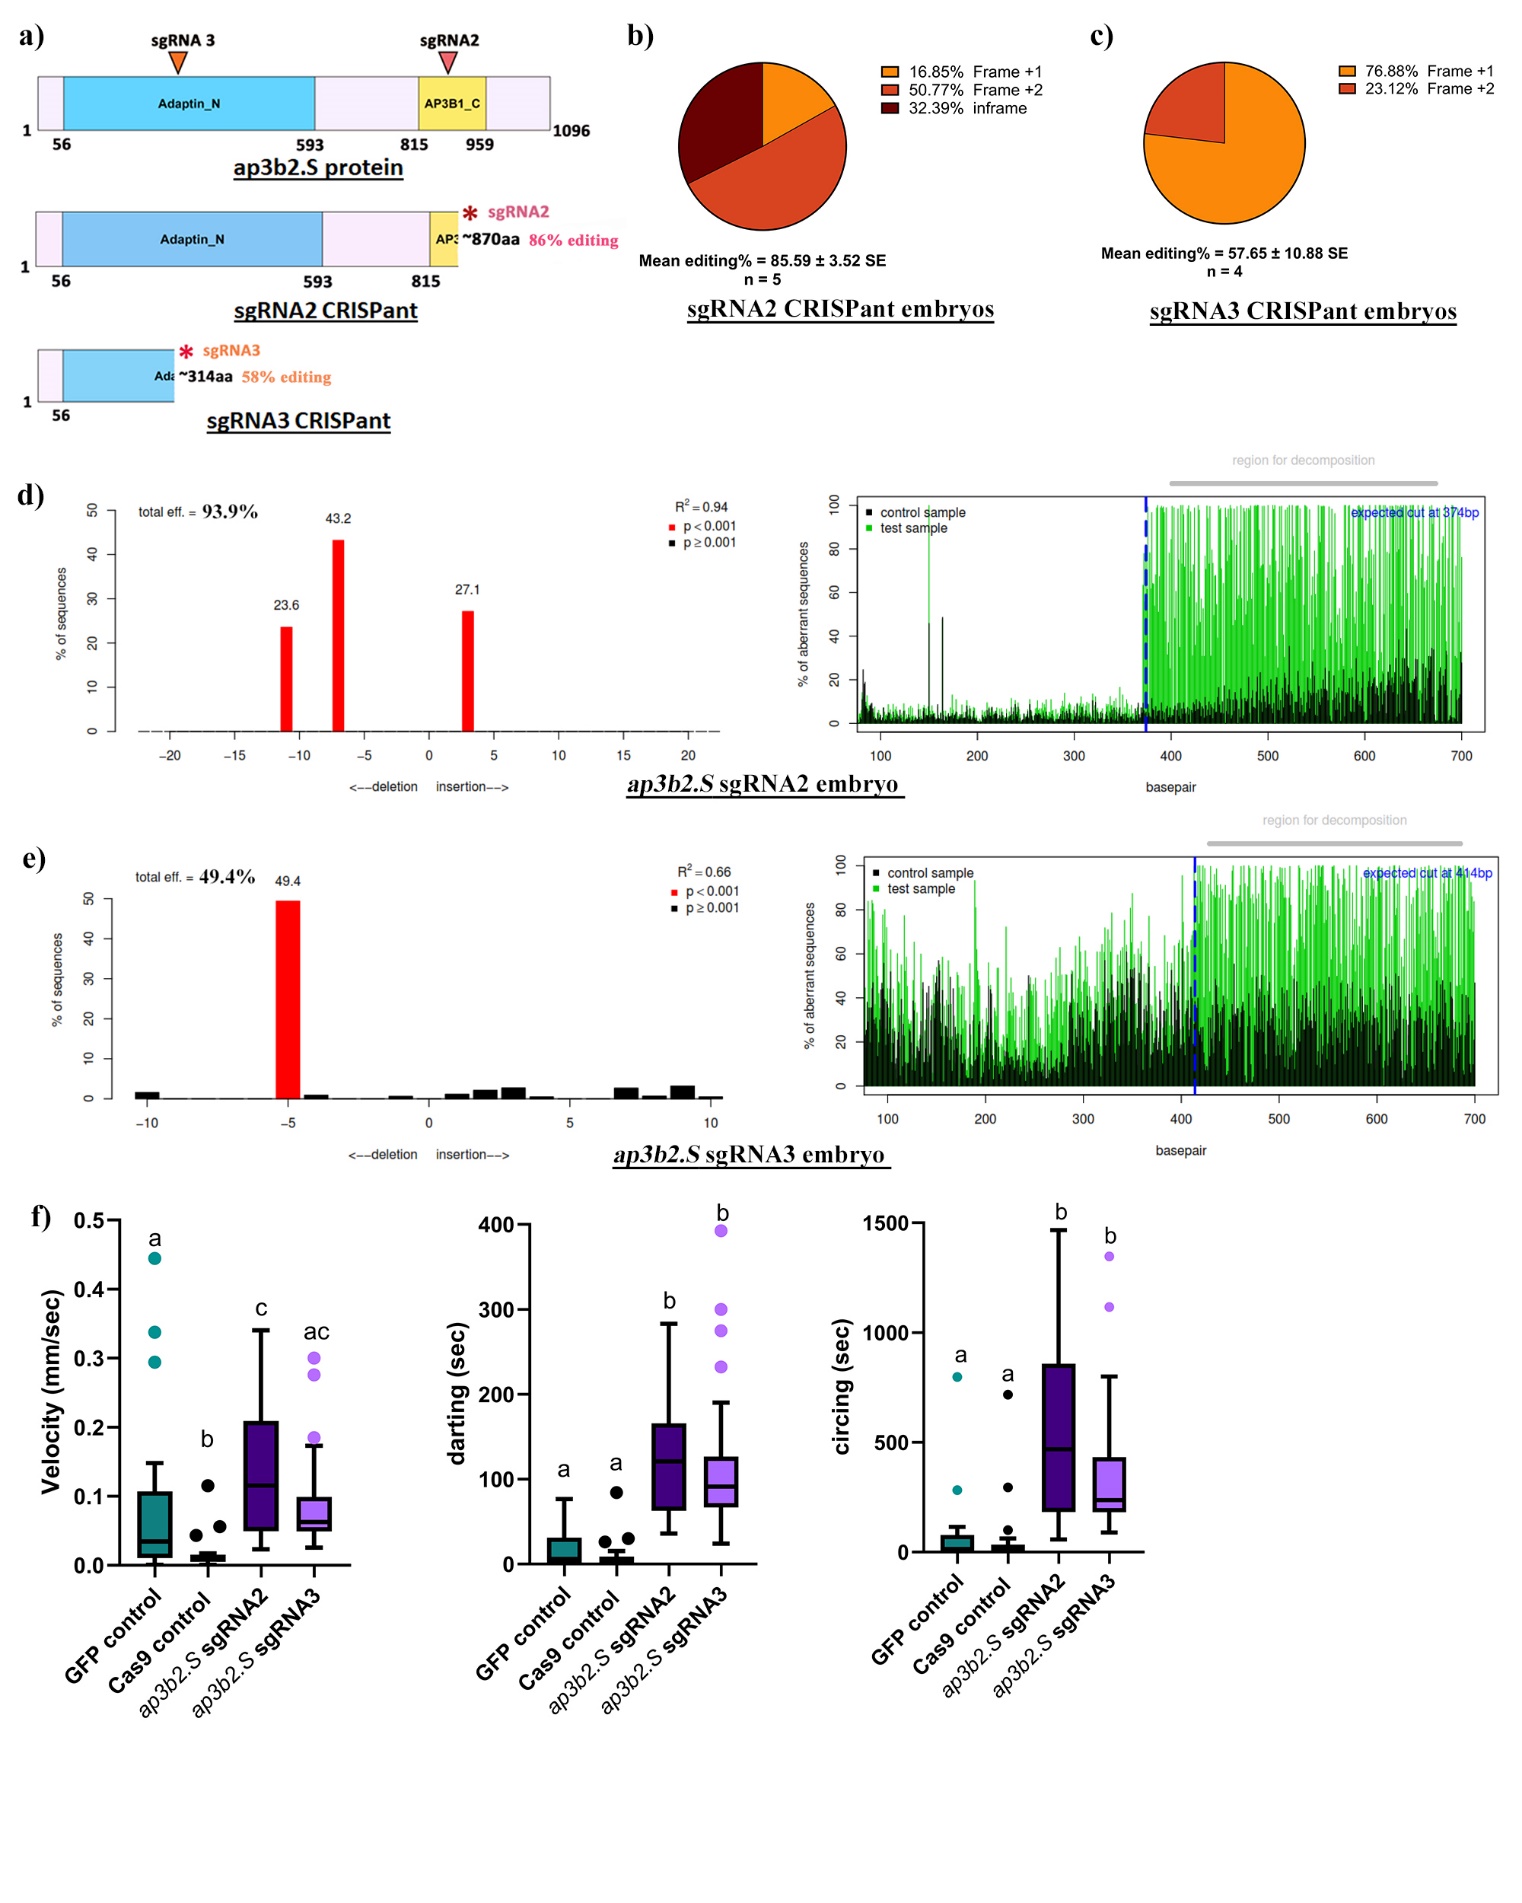

Figure S 4. Preliminary data showing predicted editing outcomes for both sgRNA2 and sgRNA3. (a) schematic of editing consequences. (b, c) editing summary. (d,e) example editing from TIDE (f) Behavioural data for two sgRNAs. N=24 for all groups. One way ANOVA with ad-hoc Kruskal-Wallis test. Raw data and statistics are in Supplementary File1.

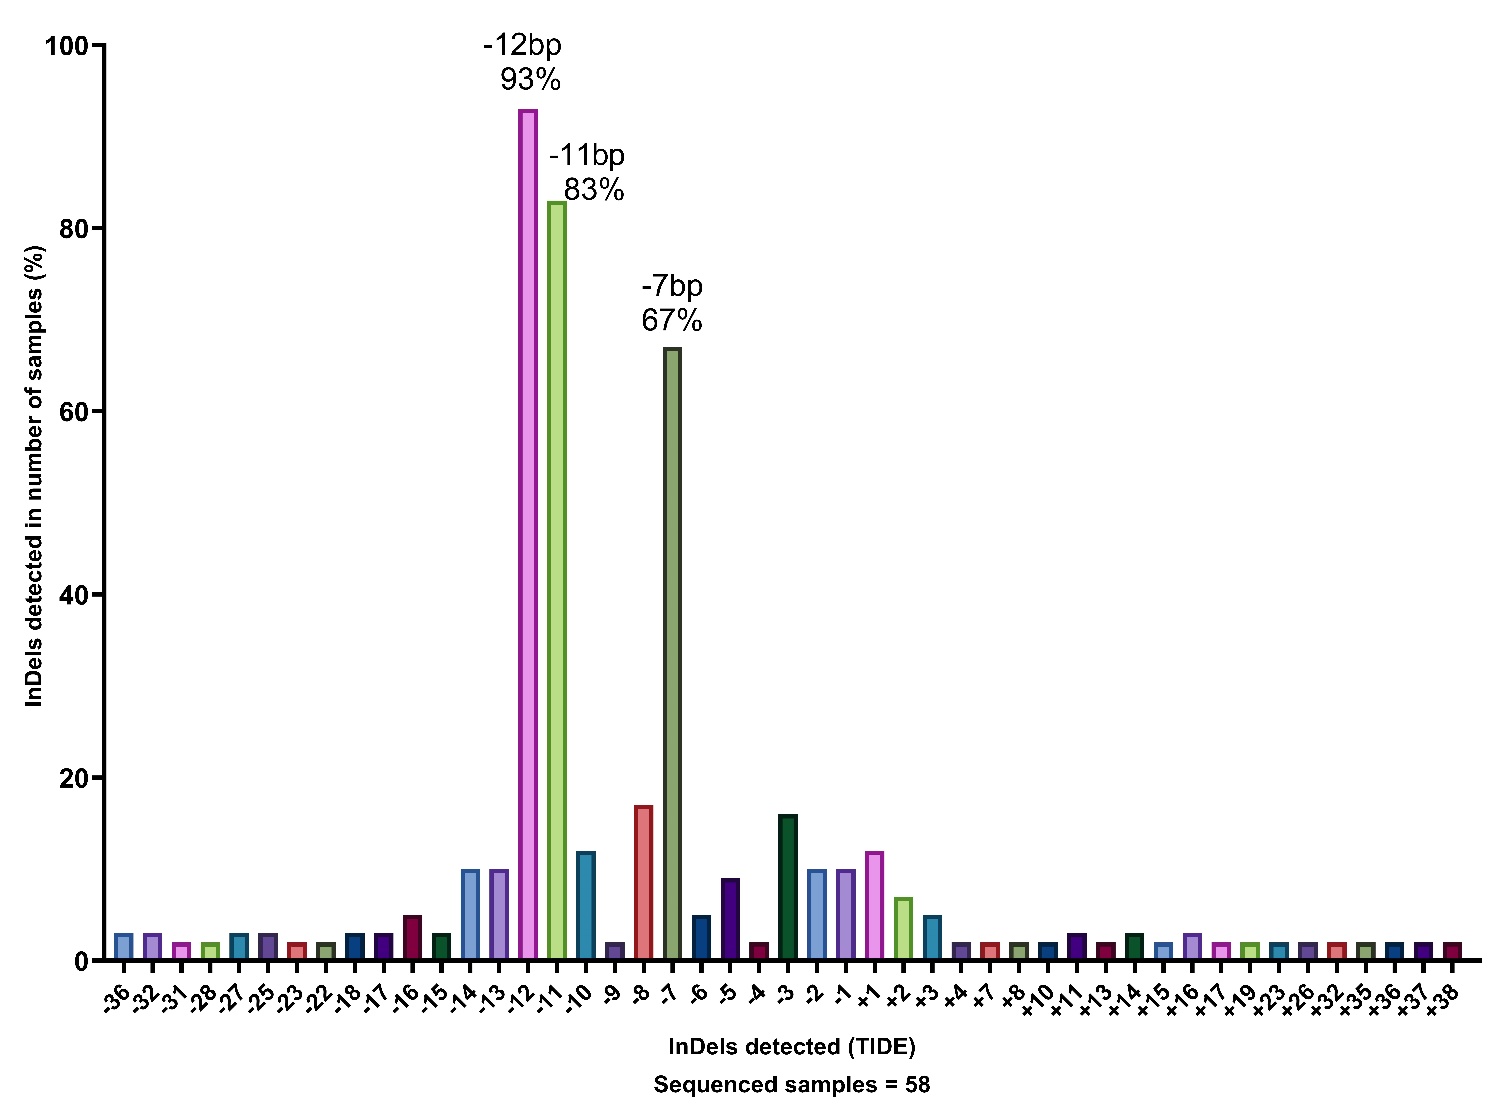

Figure S 5. Most detected InDels from all ap3b2.S sgRNA2 samples and TIDE analysis

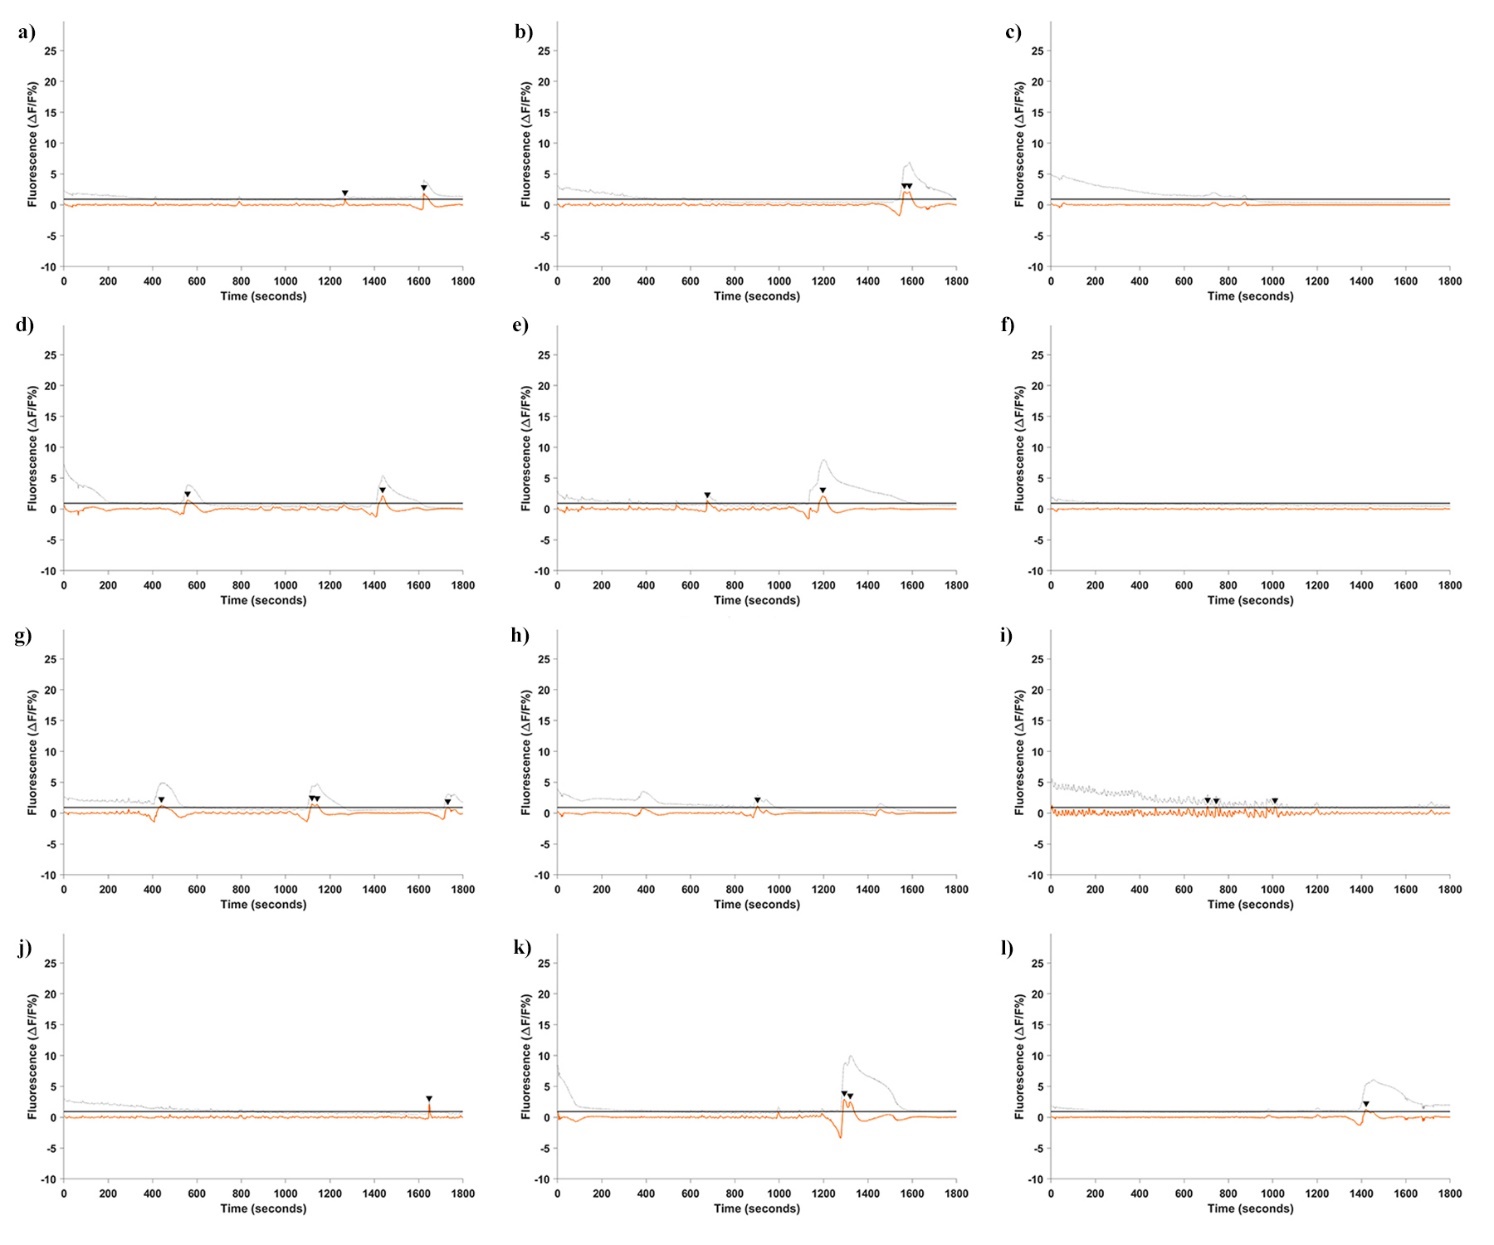

Figure S 6. Control tadpoles with no editing: all 12 Ca^2+^ baseline traces

**
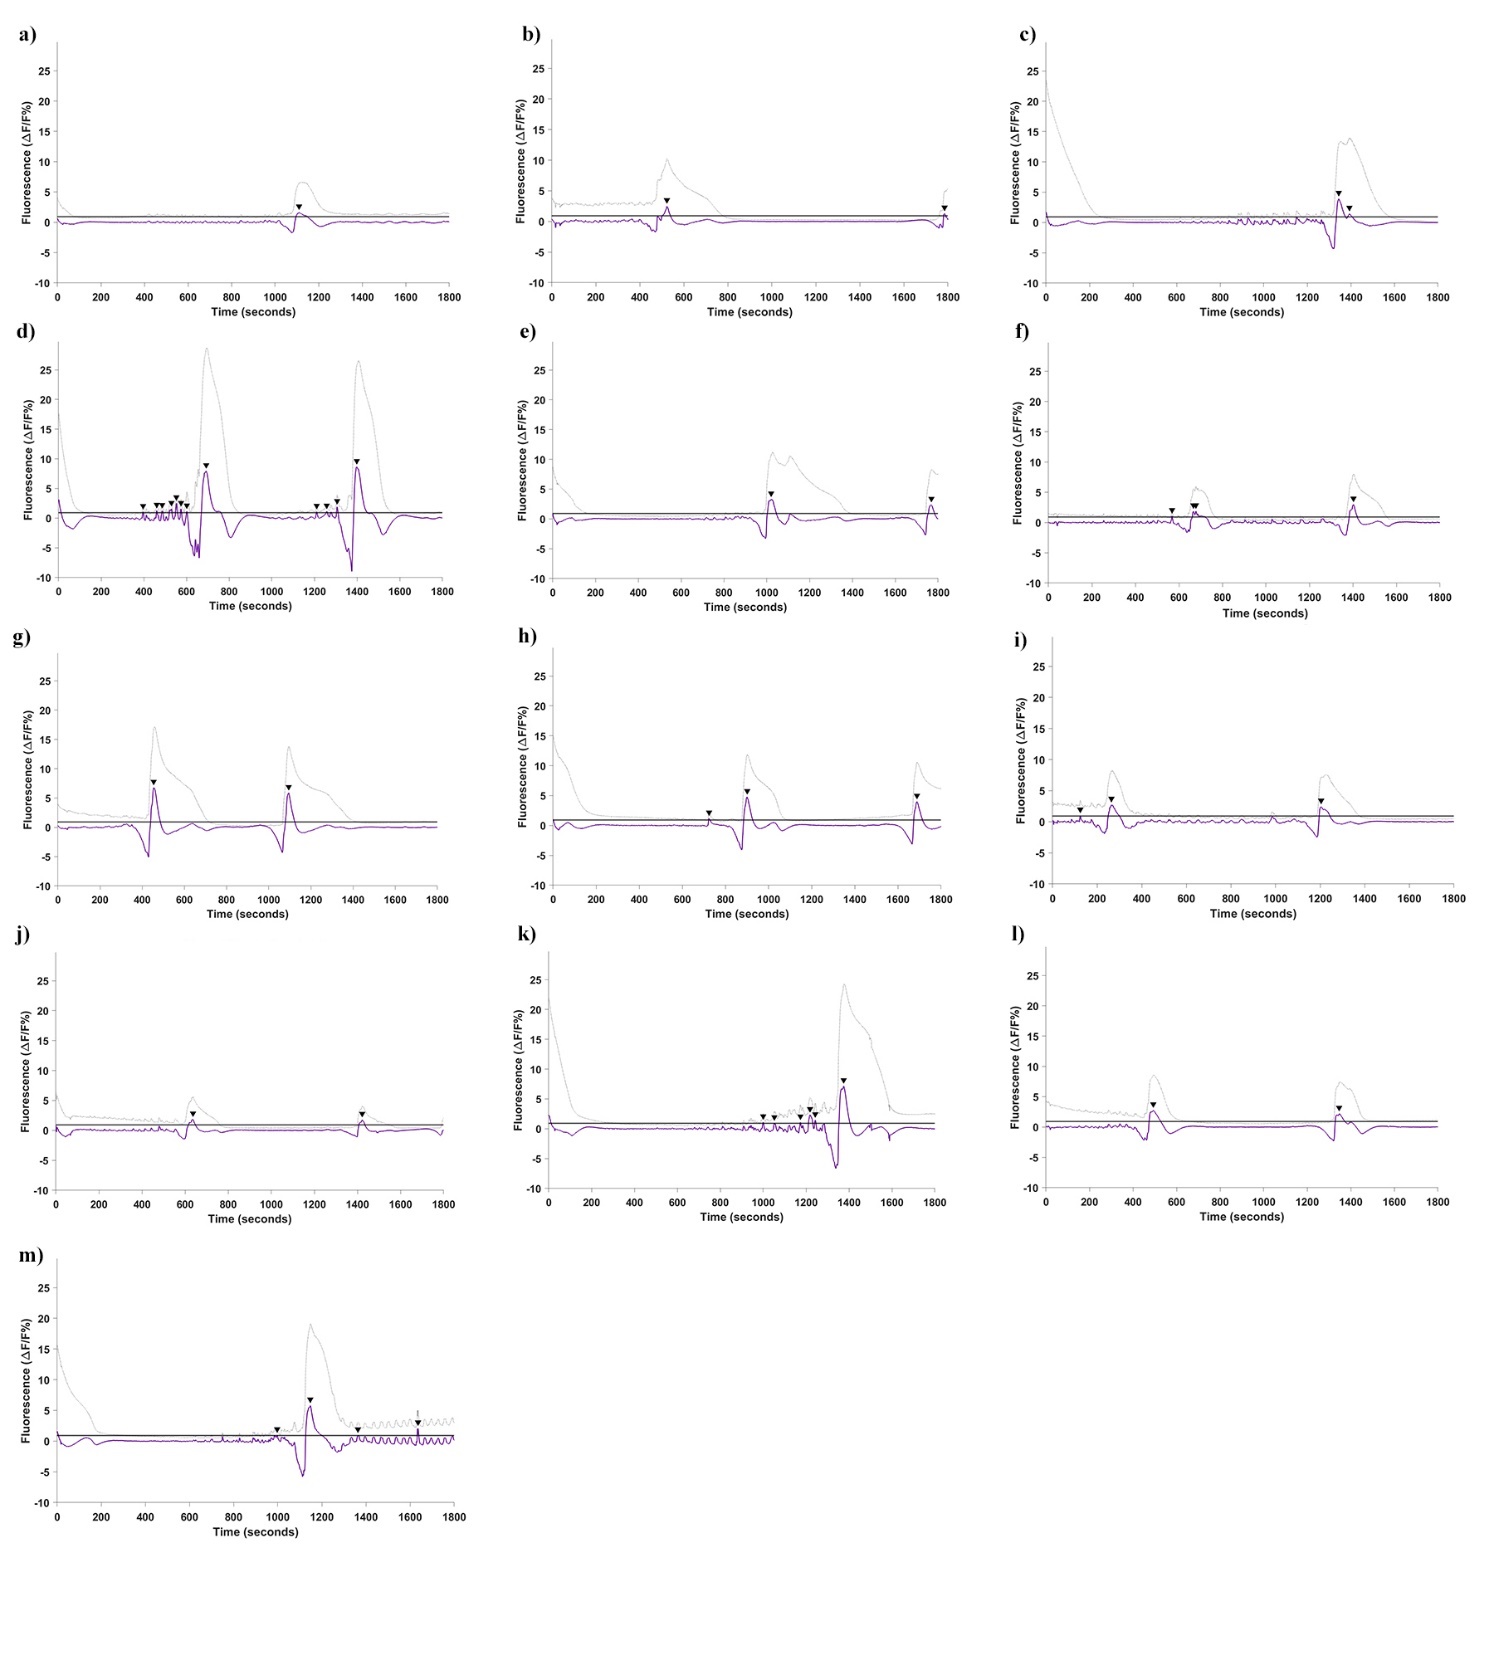
**

Figure S 7. All 13 tadpoles, *ap3b2* CRISPant baseline Ca^2+^ traces

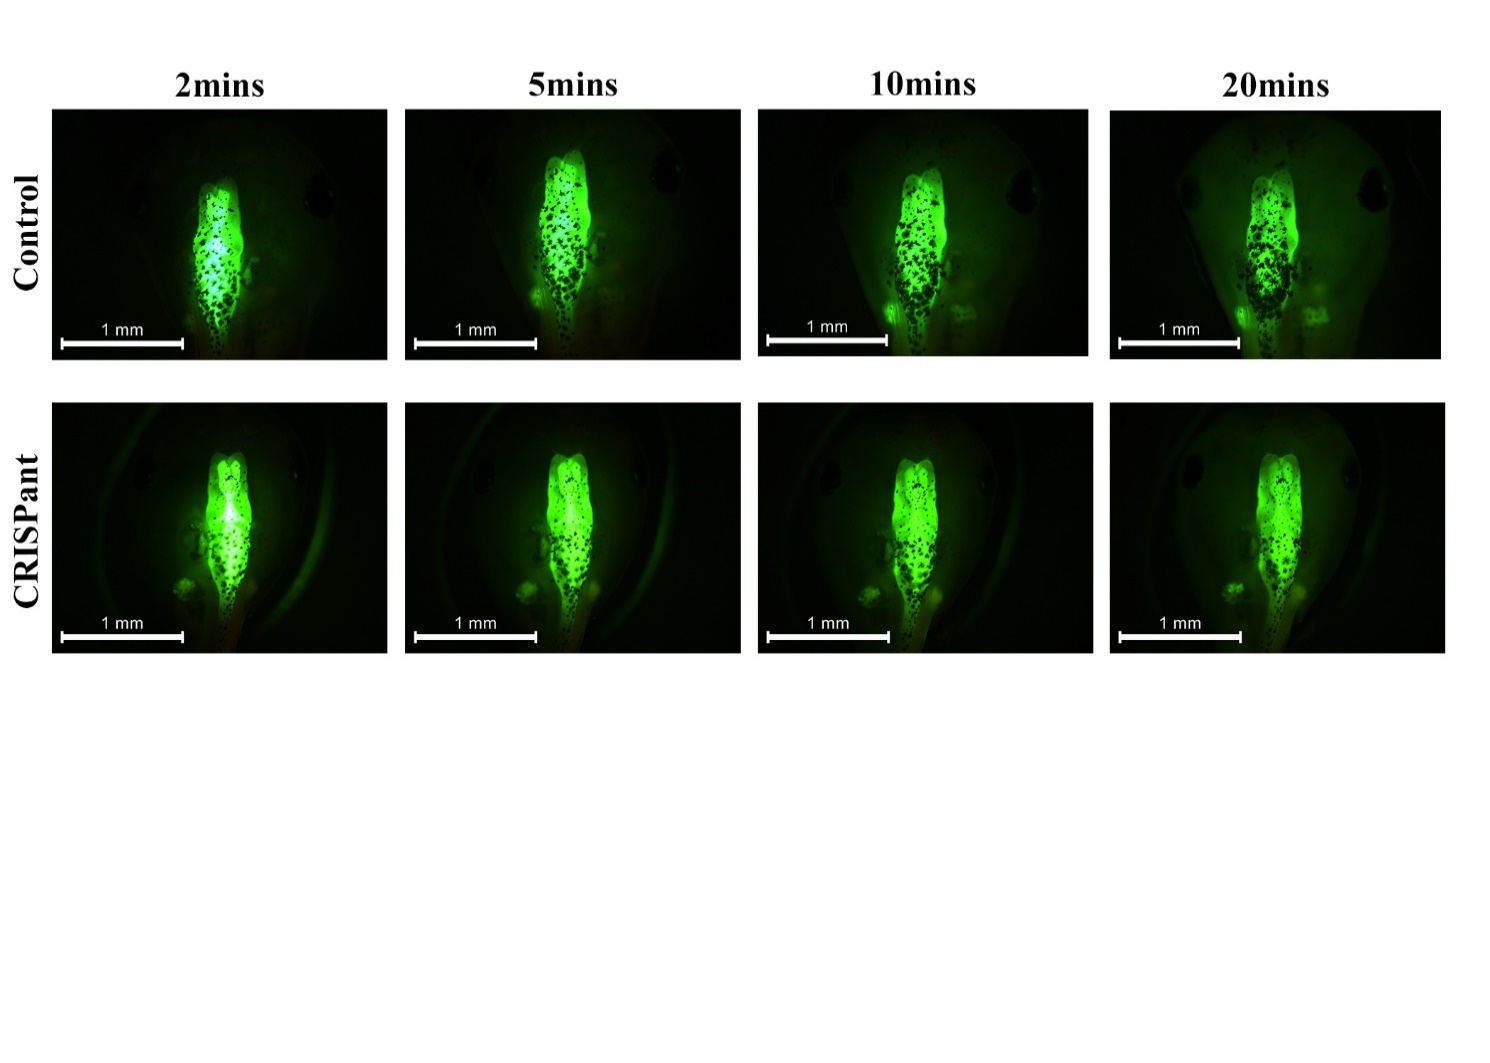

Figure S 8. BBB figs for all timepoints, example of typical control unedited and ap3b2 CRISPant images.

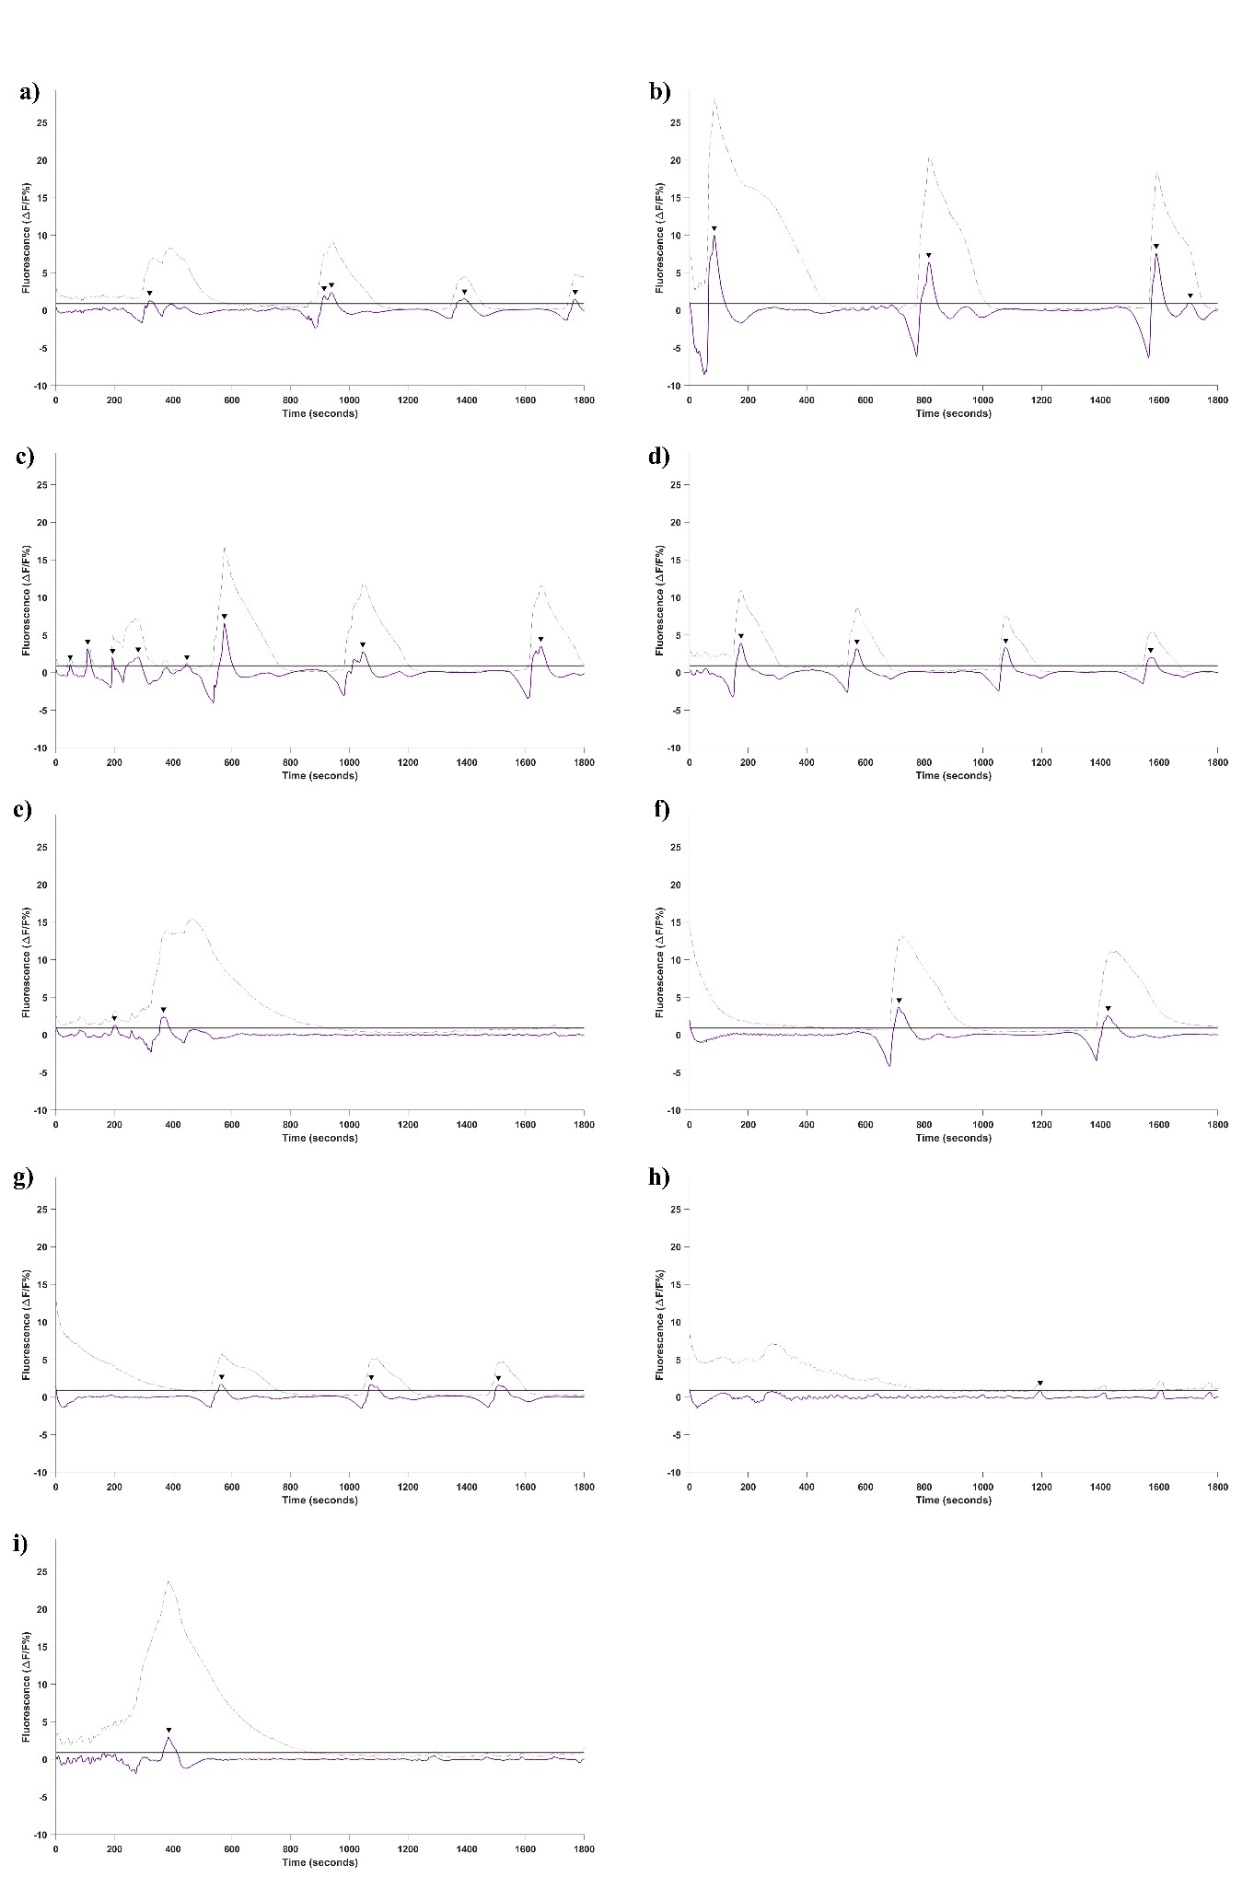

Figure S 9. All 9 untreated tadpoles, *ap3b2* CRISPant baseline Ca^2+^ traces (Losartan test)

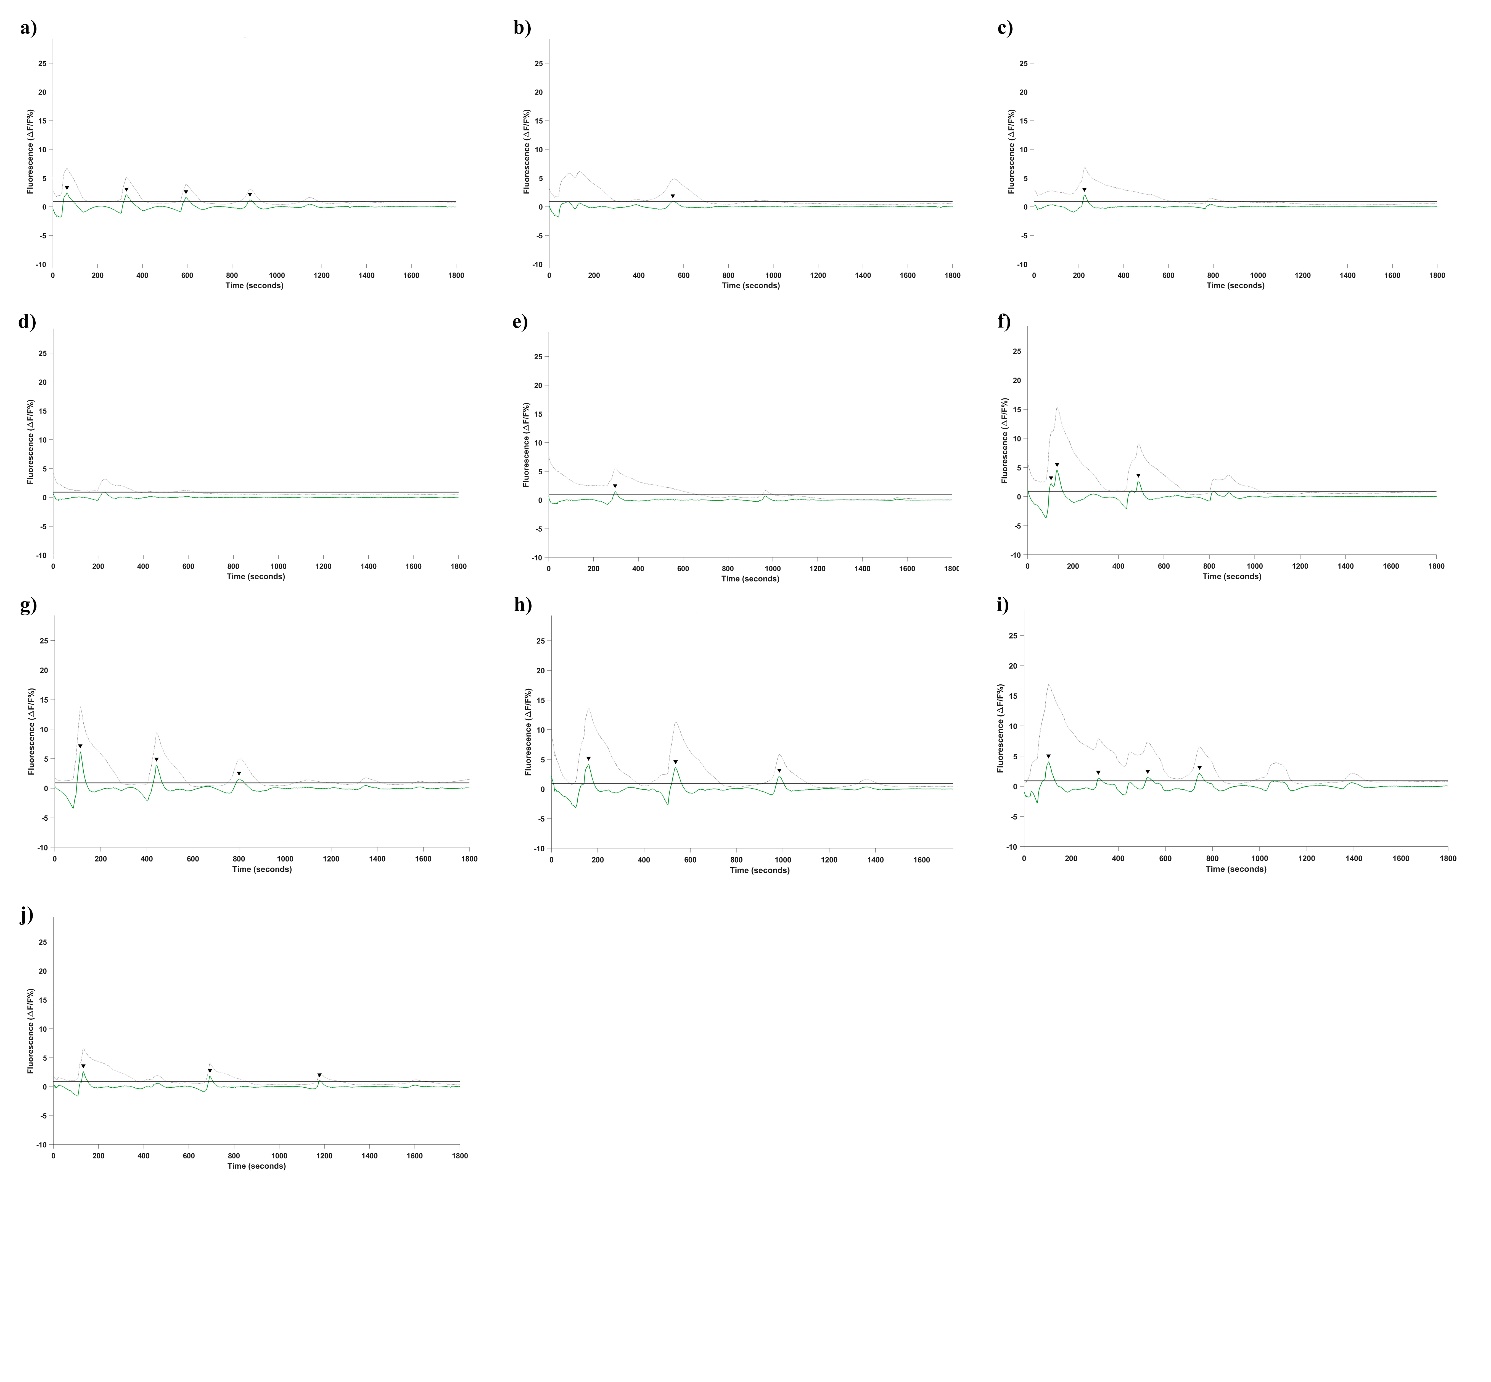

Figure S 10. All 10 losartan treated tadpoles, *ap3b2* CRISPant baseline Ca^2+^ traces (Losartan test)

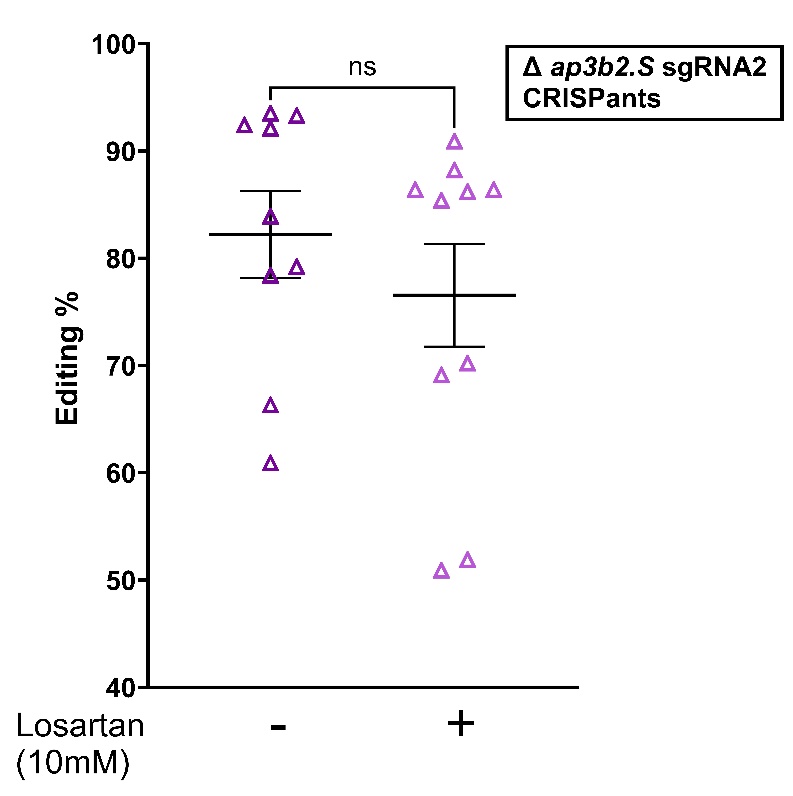

Figure S 11. Editing % comparison for Losartan calcium groups of tadpoles. Raw data and statistics in Supplementary File 1

How the deposited data were processed for this re-analysis (not part of the article)

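Whole-brain RNA of stage 47 *X. laevis* tadpoles was sequenced in 14 libraries: 5 from controls injected with Cas9 and a scrambled guide RNA, 4 from *ap3b2.S* CRISPants and 5 from *eef1a2* CRISPants, each from 6 pooled brains. The series text gives 5 replicates per condition, whereas the tables and the paper hold 4 for *ap3b2*. Samples were grouped by the condition in their labels, and the replicate number was taken from the labels as well. The paper reports on the control and *ap3b2* CRISPant libraries. Most results for the *eef1a2* CRISPants are given in the closing section.

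The authors trimmed the reads, aligned them with STAR to *X. laevis* v10.1 and counted read pairs per gene with featureCounts on Galaxy, reverse stranded, by gene_id. They deposited these counts for 26807 genes without normalization. Every row of the table names a gene. They also deposited log2 CPM values for 21328 genes. These values equal edgeR's log2 CPM with TMM scaling over the 14 libraries and a prior count of 2, to within 4.99e-09, on the genes with a CPM above 1 in at least 4 libraries. Reads were not analysed here. Positions of genes were taken from a gene table of the same assembly, in which 21459 gene symbols were matched. Gene span is the distance from start to end, and GC content was not used here. For a gene without a position there, the span of its homeolog was used where known. Genes with neither were left uncorrected when the trend with span was removed.

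Read pairs counted on genes ranged from 36563581 to 46745977 per library, so that 1 CPM stood for 36.6 to 46.7 counts. The spread given for a value is the SD between libraries, which covers counting error and differences between pools of brains. Single brains within a pool cannot be separated.

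The counts were analysed in R 4.3.3 with edgeR 4.0.16. For each comparison the libraries of the groups compared were used alone. Genes with a CPM of 1 or less in 4 or more of those libraries were removed, counts were scaled by TMM, and groups were compared with the quasi-likelihood F test (glmQLFit and glmQLFTest) with group as the sole term. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an FDR below 0.05 and a fold change above 2. This left 20800 genes for *ap3b2* CRISPants against controls, 20682 for *eef1a2* CRISPants against controls and 20584 for *ap3b2* against *eef1a2* CRISPants. Standard errors of log2 fold changes were derived from the F statistic. The fit and test were tried on simulated counts, drawn independently for each gene, in which 200 genes were changed by 1.5 on the log2 scale. They recovered 98.5% of the changed genes in the 20800 genes, 97.0% in the 20682 genes and 95.0% in the 20584 genes, with 2, 1 and 1 unchanged genes called. The set test and the removal of a trend with span were tested on simulated data in the same way: of 5 sets, the 1 that had been lowered passed, and a Spearman correlation with span of -0.71 became -0.004 after removal of the trend.

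The principal components were computed on the authors' log2 CPM values with each gene scaled to unit variance, and group differences along them were tested with exact permutation tests. Gene families (GABA-A receptor, axon guidance, potassium channel and solute carrier genes) and an endothelial list were set by symbol and tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, and again with fry and with an estimated correlation. Over-representation of families among the lower genes was tested with Fisher's exact test against the genes tested. Other lists were written for immediate early genes, neurons, neural progenitors, oligodendrocytes, microglia and leukocytes, epidermis, skeletal muscle, cartilage, erythroid cells, liver and pancreas, ribosomal proteins, p53 targets and mitochondrially encoded genes; the table holds none of the last.

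Genes are named in the text if the paper names them in its transcriptome results, Tables 2 and 3, the labels of Figure 5b or its discussion, if they are the targeted genes or their homeologs, or if they are among the 5 largest rises or 5 largest falls of a comparison, counted over genes past the thresholds with at least 10 counts in every library of the group with the higher mean and no overlap between the groups. Other genes were chosen after their values were seen, and the text says so.

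The alternatives were DESeq2 1.42.0 with its size factors, edgeR's likelihood ratio test and glmTreat, library size alone, upper-quartile scaling, 3 other filters on low counts, 1 fit of all 14 libraries, a block for the replicate number, library quality weights in limma, 1 surrogate variable from sva 3.50.0, other thresholds, and every library left out in turn. Removal of the trend with span (alone and with the block), a batch term for replicates 1 to 3 against 4 and 5, a background of equal span and a fit of all 14 libraries with a CPM above 1 in at least 4 of them were added after the data had been seen. Groupings of the libraries other than the real one were drawn 100 times of the 126 possible for each comparison. The enrichment of GO, KEGG and ClinVar terms was not repeated, because term tables were not used here; the hits that the supplementary file lists were compared with the lower genes. Some genes that the paper names are not reported here, and counts over the genes named in its text leave them out.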

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

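Of the tests in this part, those of the split of replicates 1 to 3 against 4 and 5, of variation within the *eef1a2* CRISPants, and of an effect of *ap3b2* disruption alone, and the share of lower calls without single libraries, were chosen only after the result was seen. Choices about groups, thresholds and alternatives were otherwise made before the data were examined.

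In 197 groups of 4 or 5 libraries (library measures and the CPM of 91 genes), the highest or lowest library was compared with the rest of its group. In 19 groups it stood apart by more than chance gives in 1 of 20 groups by Dixon's test, against 9.85 groups by chance. Of the 18 gene groups among them, 14 concern control replicate 4. It had the lowest control CPM for *gabra2.L* (25.8), *gabrb1.S* (3.31), *gabrb2.L* (18.6), *gabrb2.S* (7.32), *sema4g.S* (4.85), *unc5b.S* (6.87), *unc5c.L* (7.67), *bach2.L* (6.41), *dgkh.L* (4.32), *cdk19.L* (5.86), *slc1a2.S* (159), *slc25a22.S* (15.4), *skil.L* (22.0) and *skil.S* (10.08). These genes were examined because the study or this comparison found them lower in CRISPants, so their deviations in control replicate 4 are not independent of each other. Control replicate 5 had the highest control CPM of *slc11a2.S* (13.5). *ap3b2* CRISPant replicate 4 stood apart from the other *ap3b2* CRISPants on PC2 of the 14 libraries (-75.9, against 11.9 to 26.4), with the highest CPM of *tgfbr3.S* (3.20) and *kdrl.L* (6.58) and the lowest of *pstpip2.S* (2.06).

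Control replicate 4 and *ap3b2* CRISPant replicate 4 thus lay closer to the other group than the rest of their groups. For the genes lower in *ap3b2* CRISPants, each control was set against the mean of the other controls. Their median log2 change was -0.53 in control replicate 4, against 0.01 to 0.20 in the other controls. Each CRISPant was set against the mean of all controls, so the scales differ somewhat. The median was -0.67 in *ap3b2* CRISPant replicate 4, against -1.72 to -1.27 in the other *ap3b2* CRISPants. No single library produces the excess of lower genes, although their number depends on single libraries. It was lowest, 724 with 6 higher genes, without *ap3b2* CRISPant replicate 1, and highest, 1791 with 54 higher genes, without *ap3b2* CRISPant replicate 4, a change by more than the 1.5 times set beforehand as the mark of an atypical library. With each library left out, 97.1% to 99.2% of the calls were lower. Depth argues no better: with every library thinned to 36563581 counts, 1076 genes were lower. Among the 14 libraries, PC2 separated replicates 1 to 3 (11.9 to 64.9) from replicates 4 and 5 (-108 to -22.0). With that split as a batch term, 1065 genes were lower, 1050 of them among those lower without it, and 12 were higher. Replicates 1 to 3 alone gave 2195 lower and 72 higher genes in *ap3b2* CRISPants, and the lower ones had a median log2 change of -0.32 in replicates 4 and 5. In *eef1a2* CRISPants, replicates 1 to 3 alone gave 406 lower and 58 higher genes. Replicates 4 and 5 hold 1 *ap3b2* CRISPant and 2 control libraries, and no test was made within them. The correlation across genes between fold changes in replicates 1 to 3 and in replicates 4 and 5 was 0.577. For *eef1a2* CRISPants this correlation was 0.832, and the genes lower in replicates 1 to 3 had a median log2 change of -0.93 in replicates 4 and 5. An axis that also runs among unedited brains may contribute. Across genes, the leading component of the 5 controls had an absolute correlation of 0.48 with the *ap3b2* log2 fold changes. This lies just below the 0.5 that had been set beforehand as the mark of such an axis. Reading it as undecided was chosen after seeing it. Genes are not independent replicates, and 1 library, control replicate 4, decides that component. Its absolute correlation was 0.119 with the leading component of the *ap3b2* CRISPants and 0.463 with that of the *eef1a2* CRISPants. These components therefore do not show a single axis through edited and unedited brains. Which biological difference between pools (parents, exact age) stands behind these libraries was not tested.

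The paper does not report on the *eef1a2* CRISPant libraries. Against the same controls, 1083 genes were lower and 18 higher in *eef1a2* CRISPant brains, with median fold changes of 2.35 and 2.19. Without *eef1a2* CRISPant replicate 2, 1716 genes were lower, and without replicate 3, 706. Of the genes lower in *ap3b2* CRISPants, 867 were also lower in *eef1a2* CRISPants, where 52.9 would be by chance, and 9 genes were higher in both. Across 20638 genes the log2 fold changes of the comparisons had a correlation of 0.967, and 91.8% had the same sign. In 20 simulations of unchanged groups against the same controls, the correlation from shared control libraries lay between 0.450 and 0.482, at most 66.1% of genes had the same sign and no gene was lower in both (0 genes). With the controls divided between the comparisons so that none was shared, the correlation was 0.837 to 0.928 over 10 divisions. Shared controls therefore account for part of the correlation and not for all of it.

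Other groupings of the libraries seldom gave as many calls. Of 100 groupings of the *ap3b2* CRISPant and control libraries, the real one included, only the real one (1 of 100) gave as many genes, and of 100 groupings of the *eef1a2* CRISPant and control libraries it was also 1 of 100. The highest counts in other groupings were 791, with control replicate 4 in place of *ap3b2* CRISPant replicate 4, and 1015, with control replicate 4 in place of *eef1a2* CRISPant replicate 2. Groupings that set replicates 4 and 5 against the others as far as the group sizes allow gave 0 calls in both comparisons (14 and 3 such groupings drawn). *ap3b2* and *eef1a2* CRISPants were also compared directly. There, 0 genes were lower and 0 higher, with 179 genes at an unadjusted p under 0.05 against 1029 by chance, and 81 of 100 groupings gave as many genes at that p. The grouping with the most such genes (7106) placed *eef1a2* CRISPant replicates 2, 4 and 5 with *ap3b2* CRISPant replicate 4, so that it set all libraries of replicates 4 and 5 on one side. It gave 138 calls, 2391 genes at the FDR alone, whereas the other 13 of 14 groupings drawn with all of these libraries on one side gave 0 calls (498 to 6460 genes at an unadjusted p under 0.05). The grouping with the next most such genes (6510, with 0 calls) divided these libraries between its sides. It placed *eef1a2* CRISPant replicates 2 and 4 with *ap3b2* CRISPant replicates 3 and 4, the CRISPants lowest on PC1 of the 14 libraries (-36.7 to 66.7). A high count thus did not require the split by replicate number. In simulated data the same fit and test recovered 95.0% of genes changed by 1.5 on the log2 scale. Genes were drawn there independently of each other, without variation shared across a library. Smaller changes were not simulated, whereas the genes lower in *ap3b2* CRISPants had a median log2 fold change of -1.22 against controls. The recovery for changes of that size is therefore not known.

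An effect of *ap3b2* disruption alone is hard to reconcile with these values, since the genes lower in *ap3b2* CRISPants had a median log2 fold change of -1.24 in *eef1a2* CRISPants, and 1009 of the 1009 tested there were below 0. In the direct comparison the median of 934 of these genes was -0.01, and 3 had an unadjusted p under 0.05. What the groups share stays open. Controls also received Cas9, and a response to DNA breaks, which controls lack, was examined through 27 p53 target genes; their median log2 fold change was 0.0768, with 1 gene called lower and none higher, which decides nothing. Variation that also runs among brains of a single group is a candidate explanation: across genes, the leading component within the 5 *eef1a2* CRISPants had an absolute correlation of 0.891 with the *ap3b2* log2 fold changes, and that within the 4 *ap3b2* CRISPants one of 0.773 with the *eef1a2* log2 fold changes. If the same difference is graded among CRISPant brains, for example by how far each pool was edited, such a component would arise too, so variation unrelated to editing and a graded effect of editing cannot be told apart by these correlations. The levels of the targeted genes do not settle it. *eef1a2.S* had a log2 fold change of 0.09 and *eef1a2.L* one of 0.02 in *ap3b2* CRISPants, and in *eef1a2* CRISPants themselves they had -0.013 (adjusted p = 0.885 from edgeR) and -0.062 (adjusted p = 0.564 from edgeR). *ap3b2.S* had -0.06 in *eef1a2* CRISPants and -0.07 in *ap3b2* CRISPants, and *ap3b2.L* was lower in *eef1a2* CRISPants (-0.58, SE 0.15) as in *ap3b2* CRISPants (-0.57, SE 0.13).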

How the results depend on the processing

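The trend with gene span, the batch term, the background of equal span and the fit of all 14 libraries with a CPM above 1 in at least 4 of them were chosen after seeing the data; the other alternatives were set before. GC content alone or with the replicate block was planned and not run; gene span was used without it. Unless stated otherwise, the cause of a change was not tested.

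For the 1063 lower genes in *ap3b2* CRISPant brains, 23 alternatives gave counts within 1.5 times of that. glmTreat gave 0 lower and 0 higher genes (463 at an unadjusted p under 0.05), because it asks for evidence that the change exceeds 2-fold; library quality weights gave 1755, and the FDR alone 4732, of which the fold-change threshold removes most. Across the 9 fits that each left out one replicate, the count ran from 724 (without *ap3b2* CRISPant replicate 1) to 1791 (without *ap3b2* CRISPant replicate 4). The 16 higher genes became 7 with library size alone, 116 with every gene with at least 1 count, 33 with at least 10 counts in every library, 45 with library quality weights, 28 with all 14 libraries in one fit and a CPM above 1 in at least 4 of 14, 4153 at the FDR alone and 8 at an FDR below 0.01. Leaving out one replicate gave from 6 (without *ap3b2* CRISPant replicate 1) to 54 (without *ap3b2* CRISPant replicate 4). The share of calls that were lower stayed at 91.3% or more with the fold-change threshold under every alternative that made calls, and was 53.3% at the FDR alone. The median fold change of the higher genes was 2.90 with every gene with at least 1 count, where low counts enter, and that of the lower genes kept within the spread between libraries throughout.

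Of the genes of Table 2, 9 were called, and glmTreat called 0. With one replicate left out, from 5 (without *ap3b2* CRISPant replicate 1) to 9 were called. Under other alternatives that kept every library, *tgfbr3.L* and *il6st.L* also fell short of 2-fold, with smallest falls of -0.87 and -0.93. Of the 5 genes of Table 3 that were tested, glmTreat called 0, library size alone 2, the replicate block 3, 1 surrogate variable 1, the replicate block with the span trend removed 3, the batch term 3 and an FDR below 0.01 2; with one replicate left out, from 0 (without *ap3b2* CRISPant replicate 1) to 5. Of 21 homeologs of DEE genes, 16 were called, against 0 with glmTreat, 12 with the span trend removed and 13 with the replicate block and the span trend removed; with one replicate left out, from 12 (without *ap3b2* CRISPant replicate 1) to 18.

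For *eef1a2* CRISPant brains, the 1083 lower genes became 0 under glmTreat (375 at an unadjusted p under 0.05), 4425 at the FDR alone and 581 at an FDR below 0.01; with one replicate left out, from 706 (without *eef1a2* CRISPant replicate 3) to 1716 (without *eef1a2* CRISPant replicate 2). The 18 higher genes became 0 under glmTreat, 118 with every gene with at least 1 count, 29 with at least 10 counts in every library, 30 with quality weights, 3878 at the FDR alone and 8 at an FDR below 0.01; with one replicate left out, from 13 to 34 (without *eef1a2* CRISPant replicate 4). The 867 genes lower in both groups became 0 under glmTreat, 1360 with quality weights, 3932 at the FDR alone and 452 at an FDR below 0.01; with one replicate left out, from 616 to 1073. Between *ap3b2* and *eef1a2* CRISPants 0 genes were called under every alternative, with 96 to 901 genes at an unadjusted p under 0.05, apart from glmTreat, where 0 genes reached that p.

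As whole sets, all 5 gene sets kept their direction and passed under fry, under each other scaling, filter and fit tried and with each replicate left out, apart from the axon guidance family with the span trend removed. None passed when camera estimated the inter-gene correlation: the medians were the same (-0.94 for GABA-A receptor, -0.18 for axon guidance, -0.27 for potassium channel, -0.15 for solute carrier and -0.27 for endothelial genes), with adjusted p of 0.208 for the families and 0.345 for the endothelial list from limma's camera. With the span trend removed, the median of the axon guidance genes was 0.0059, and 0.0072 with the replicate block as well. Against genes in the same decile of span, the odds ratio among the lower genes was 1.50 for axon guidance genes and 2.75 for GABA-A receptor genes (adjusted p = 0.150 for both), and 2.11 for potassium channel genes. PC1 separated *ap3b2* CRISPant from control libraries under all 13 alternatives, with a difference of 171 to 203 with one replicate left out.

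The replicate numbers pair the libraries weakly at most. Correlations of deviations from the group mean were computed between libraries of the same number. They were 0.067, 0.080, 0.286 and -0.167 for control and *ap3b2* CRISPant replicates 1 to 4. For control and *eef1a2* CRISPant replicates 1 to 5 they were 0.247, 0.374, -0.283, 0.181 and 0.188. With the replicate block, 1097 genes were lower and 18 higher in *ap3b2* CRISPants, 1258 and 16 in *eef1a2* CRISPants.

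The log2 fold change of *ap3b2.S* reversed to 0.18 with the span trend removed and to 0.20 with the block as well. That of *eef1a2.L*, near 0, became -0.058 with library size alone, -0.0028 with quality weights, -0.098 with the span trend removed, -0.0998 with the block as well, -0.012 without control replicate 1 and -0.017 without *ap3b2* CRISPant replicate 3, in a range from -0.017 to 0.043 with one replicate left out. Of 2192 values of 91 gene results, these 8 included, 2022 kept their direction and side of the threshold, 146 became weaker and 16 stronger. Of the 91 gene results, 21 became weaker with the span trend removed and 22 with the block as well. The replicate block alone made 10 weaker, and 1 surrogate variable 11. Without *ap3b2* CRISPant replicate 1, 26 of 72 genes examined singly lost their call, and without *ap3b2* CRISPant replicate 4, 2 did. With a depth of 36.6 to 46.7 counts per CPM, genes near the filter, such as *fosl1.S* and *gpr4.L*, rest on low counts in each library.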

Differences from the paper's values

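The paper's count of upregulated genes is 28, and 16 genes were higher here. Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's count were a CPM above 1 in at least 4 libraries (19 genes), at least 10 counts in every library compared (33), leaving out control replicate 1 (28) and leaving out control replicate 5 (26). The others did not: DESeq2 gave 14, the likelihood ratio test 16, glmTreat 0 (3 higher genes at an unadjusted p under 0.05), library size alone 7, upper-quartile scaling 16, every gene with at least 1 count 116, all 14 libraries in one fit 16, the replicate block 18, library quality weights 45, 1 surrogate variable 13, the FDR alone 4153 and an FDR below 0.01 8, and leaving out each of the other libraries in turn gave between 6 and 54. One fit of all 14 libraries with a CPM above 1 in at least 4 of them, chosen after seeing the values because the authors' log2 CPM table holds the genes of that filter, gave 28 higher and 1079 lower genes, against the paper's 28 and 1078. In that fit the log2 fold changes of *fosl1.S* (1.1257) and *gpr4.L* (1.2102) equalled those in Table 3 to the digits given. Their adjusted p-values did not, so the edgeR test used by the authors stays unknown.

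The paper lists *zbtb20.S* and *krt62.S* among its top-ranked genes, labels *ankrd63.S* and *clmn.S* in Figure 5b and gives *fosl1.S* and *gpr4.L* as upregulated in Table 3. None of these 6 genes was tested here, because each had a CPM of 1 or less in 4 or more libraries. All 6 passed the thresholds with every gene with at least 1 count and with all 14 libraries in one fit and a CPM above 1 in at least 4 of them (the latter chosen after seeing the values). *fosl1.S*, *gpr4.L*, *ankrd63.S* and *zbtb20.S* also passed with at least 10 counts in every library, *zbtb20.S* and *clmn.S* with a CPM above 1 in at least 4 libraries, and *zbtb20.S* without each *ap3b2* CRISPant replicate in turn. With every gene with at least 1 count, the log2 fold change was -2.31 for *zbtb20.S*, 2.32 for *krt62.S*, 1.03 for *ankrd63.S*, -2.22 for *clmn.S*, 1.12 for *fosl1.S* and 1.21 for *gpr4.L*.

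The paper gives DEE genes, *cldn11* and *il6st* by symbol, and 7 of the homeologs examined did not pass both thresholds here: *cdk19.S*, *gabra2.S*, *kcna2.S*, *kcnt1.L*, *synj1.L*, *cldn11.L* and *il6st.S*. Among them, *gabra2.S*, *synj1.L* and *il6st.S* passed with library size alone, with library quality weights and without control or *ap3b2* CRISPant replicate 4. *synj1.L* passed as well with the replicate block, with DESeq2, without control replicate 5 and without *ap3b2* CRISPant replicate 2. The other homeolog of each symbol passed here.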

Other observations

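Of the tests in this part, those of a lower share of neurons, of liver or pancreas carried over, and of gene length in the gene families and the endothelial list were chosen only after the result was seen.

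Technical explanations for the excess of lower genes in *ap3b2* CRISPants were tested. Scaling between libraries does not produce it: the lowest share of lower calls under DESeq2's size factors, upper-quartile scaling and library size alone was 98.5%. A few genes taking most of the counts do not either, since 1065 genes were lower and 16 higher without the 10 most abundant genes. Gene length has a part in the fold changes but does not account for the excess. Across 18595 genes the Spearman correlation of gene span with the log2 fold change was -0.41, the median log2 fold change went from 0.24 in the decile of genes with the shortest span to -0.23 in the longest, and 1.77% and 12.8% of genes in those deciles were lower. After the trend with span was removed within each library, 861 genes were lower, 792 of them among those lower before, and 13 were higher. Genes without a known span were left uncorrected in that fit. A span was known for 84.5% of the lower genes, so the result does not cover the rest of them. In *eef1a2* CRISPants the correlation with span was -0.38. Control replicate 4 deviated from the other controls with span in the same direction (-0.43), so the relation is not confined to CRISPant libraries.

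Gene length may underlie the result for the axon guidance family as a set. After the trend with span was removed its adjusted p was 0.492 (limma's camera), whereas it was 2.72e-04 for the solute carrier family and 0.00546 for the endothelial list, which therefore do not rest on that trend. Over all alternatives other than the estimated correlation, the adjusted p from limma ranged from 1.41e-04 to 0.00379 for the solute carrier family, from 7.63e-05 to 0.0306 for the endothelial list and from 3.58e-07 to 0.629 for the axon guidance family. GABA-A receptor and potassium channel genes passed camera with the trend removed (adjusted p = 1.44e-05 and 8.23e-04), but spans are known for only 68.4% and 74.5% of them. Over the genes with a known span, the odds ratio of GABA-A receptor genes among the lower genes was 5.93, and 2.75 against genes in the same decile of span (exact test, adjusted p = 0.150), so a part of gene length in their over-representation stays open. For potassium channel genes these odds ratios were 3.17 and 2.11 (adjusted p = 0.0357).

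Ribosomal protein genes were higher in *ap3b2* CRISPants. All 145 tested had a log2 fold change above 0 (median 0.59), 143 at the FDR threshold and none past the fold-change threshold. They have a short span (median 6336 bases), but gene length does not account for the shift: with the trend with span removed the median was 0.396 and 144 genes were above 0. The median was 0.57 in *eef1a2* CRISPants. Relative to the mean of the other controls, the median was 0.29 in control replicate 4. Relative to the mean of all controls, it was 0.22 in *ap3b2* CRISPant replicate 4, against 0.62 to 0.77 in the other *ap3b2* CRISPants. No biological explanation was tested.

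Lists of cell and tissue markers were tested together with the ribosomal list, 12 in all. By camera (limma, preset correlation) 2 passed: ribosomal protein genes (adjusted p = 5.54e-32) and endothelial genes (median log2 fold change -0.27, adjusted p = 0.00989). Under fry 3 passed, namely ribosomal protein genes, neuron markers and neural progenitor markers, and with an estimated correlation none (0) did. The median log2 fold change was 0.13 for 38 neuron markers, 0.17 for 28 neural progenitor markers, -0.35 for 18 oligodendrocyte markers, -0.12 for 11 microglia and leukocyte markers, 0.35 for 9 muscle markers, 0.05 for 15 cartilage markers and 0.14 for 9 erythroid markers. Of 43 immediate early genes (median -0.12), 7 were lower and 1 higher at both thresholds. A lower share of neurons would lower neuron markers and raise the markers of every other cell type alike. Neuron markers instead had a median of 0.13, and endothelial and progenitor markers moved apart (difference of medians -0.44, permutation test, 2-sided p = 0.00109, across genes, which are not independent replicates). Brains express most of these genes in more than 1 cell type, so the lists do not give cell numbers.

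Genes higher in *ap3b2* CRISPants include keratins, which may come from epidermis carried over in dissection. Of 43 epidermis marker copies in the table, brains expressed 13 enough to be tested, and these had a median log2 fold change of 0.07 (adjusted p = 0.329 over the 12 lists, limma's camera, 2 of them being *krt12.5.L* and *krt12.5.S*). The abundant *krt19.L* had 3029 to 3906 counts in *ap3b2* CRISPant libraries and 3275 to 4629 in controls, so its level in brain would hide a small amount of epidermis. *krt62.S* had at most 216 counts in an *ap3b2* CRISPant library and at most 43 in a control. *krt12.5.L* exceeded every control in *ap3b2* CRISPant replicates 2, 3 and 4 (5.09, 4.23 and 18.4 CPM, against at most 3.79), and without replicate 4 its log2 fold change was 0.60. Both copies were also higher in *eef1a2* CRISPants (log2 fold changes 1.60 for *krt12.5.L*, adjusted p = 0.0109 from edgeR, and 1.54 for *krt12.5.S*, adjusted p = 0.0214 from edgeR). A small amount of epidermis and a change within the brain cannot be told apart, because few keratins rose.

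*amy2a.L* and *cps1.S*, both higher in *ap3b2* CRISPants, are also markers of pancreas and liver. Other genes of these organs went both ways. *alb.L* reached 34 counts in an *ap3b2* CRISPant library and 31 in a control, and 12 of 13 other pancreatic enzyme genes had at most 45 counts in an *ap3b2* CRISPant library and 26 in a control, while *amy2a.L* had at least 85 in each *ap3b2* CRISPant. The exception, *cpa1.S*, had 78 to 173 counts in *ap3b2* CRISPants and 68 to 109 in controls (log2 fold change 0.77), and *apoa1.L* and *apoa1.S* had log2 fold changes of 0.59 and 0.82, whereas *tf.L* and *tf.S* had -0.33 and -0.95. Tissue carried over and a change within the brain cannot be told apart by these genes. Of 35 liver and pancreas marker copies, the 7 that were tested had a median log2 fold change of 0.77 (adjusted p = 0.329, limma's camera). *amy2a.L* was higher in *eef1a2* CRISPants as well (log2 fold change 1.14).

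In *eef1a2* CRISPants, the largest falls in log2 fold change by the rule for named genes were those of *kdrl.L* (-2.21), *tgfbr3.S* (-2.19), *slc6a4.L* (-2.13), *bach2.L* (-2.12) and *insr.S* (-2.11), and the largest rises those of *cfi.L* (1.40), *hic2.S* (1.24), *sbk3.S* (1.19), *amy2a.L* (1.14) and *fitm1.L* (1.10). Among all genes tested, the groups did not overlap in 2078 (10.0%) with CRISPants below controls and 1822 (8.81%) with CRISPants above, which chance gives in 0.397% of genes each way; these include 628 of the lower and 8 of the higher genes. Of the genes of Table 2, 6 of 7 tested were lower, and of Table 3, 4 of 5 tested were higher. Of 21 homeologs of DEE genes, 15 were lower. GABA-A receptor genes had a median log2 fold change of -1.02 (adjusted p = 3.45e-07, limma's camera).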
